# The farnesoid X receptor activates transcription independently of RXR at non-canonical response elements

**DOI:** 10.1093/nar/gkae1214

**Published:** 2024-12-09

**Authors:** Suzanne W van der Veen, Jelmer J Dijkstra, Ellen C L Willemsen, René Houtman, Alexandra Milona, Nikolas Marchet, Maureen Spit, Danielle Hollman, Fried J T Zwartkruis, Michiel Vermeulen, Jose M Ramos Pittol, Saskia W C van Mil

## Abstract

The farnesoid X receptor (FXR) is a nuclear receptor (NR) known to obligately heterodimerize with the retinoid X receptor (RXR). FXR is expressed as four isoforms (α1–α4) that drive transcription from IR-1 (inverted repeat-1) response elements (REs). Recently, we found that FXR isoforms α2/α4 also activate transcription from non-canonical ER-2 (everted repeat-2) REs, mediating most metabolic effects of general FXR activation. Here, we explored molecular determinants of regulation by FXRα2 from ER-2 REs through quantitative interaction proteomics, site-directed mutagenesis and transcriptomics. We discovered FXRα2 binds to and activates ER-2 elements *in vitro* and in reporter assays independently of RXR. Genome-wide binding analysis in mouse liver revealed higher ER-2 motif enrichment in FXR sites lacking RXR. Abrogation of FXRα2:RXR heterodimerization abolished IR-1, but preserved ER-2 transactivation. Transcriptome-wide, RXR overexpression inhibited 25% of FXRα2 targets in HepG2. These genes were specifically activated by the heterodimerization-deficient mutant FXRα2^L434R^, enriched for ER-2 motifs at their promoters, and involved in lipid metabolism and ammonia detoxification. In conclusion, RXR acts as a molecular switch, inhibiting FXRα2 activation from ER-2 while enhancing it from canonical IR-1 REs. Our results showcase FXR as the first NR with isoform-specific RXR-independent REs, highlighting a new layer of regulation and complexity for RXR-heterodimerizing NRs.

## Introduction

The farnesoid X receptor (FXR; encoded by the *NR1H4* gene) is a nuclear receptor (NR) activated by bile acids that is highly expressed in the liver, intestine, kidney, and adrenal glands. Treatment with ligands of FXR (e.g. obeticholic acid, OCA) results in hepatic lipid clearance and reduction of fibrosis and inflammation in mouse models of steatotic liver disease [SLD; reviewed by Panzitt *et al.* (1)]. However, the response in patients tends to be heterogeneous, and side-effects reduce the quality of life (2). Therefore, there is a pressing need to understand the molecular mechanisms related to FXR activation, to optimize current therapies.

FXR is a member of the class II NRs, considered obligate heterodimerization partners of the retinoid X receptor (RXR) (3,4). FXR is expressed as four isoforms (FXRα1–FXRα4) from the same genomic locus via differential promoter usage and alternative splicing (Supplementary Figure S1A). As a heterodimer with RXR, all FXR isoforms regulate transcription by binding to FXR response elements (REs) containing inverted repeats-1 (IR-1; inverted hexameric repeat spaced by one nucleotide) DNA motifs. We have recently shown that FXRα2 and FXRα4 additionally bind to everted repeats-2 (ER-2; everted hexameric repeat spaced by two nucleotides) DNA motifs, and show enhanced gene activation from overlapping ER-2/IR-1 motifs (5). The ER-2 motif was present in the majority of FXRα2-specific binding sites in mouse liver organoids and was required for most OCA-driven changes in metabolic gene expression (5). Modulating the DNA binding selectivity of FXRα2 could potentially be used to enhance the beneficial effects of FXR agonism in targeting metabolic diseases. Therefore, we aimed to characterize the regulation of FXRα2 binding to the non-canonical ER-2 DNA motifs in liver cells.

We discovered that RXR, the canonical heterodimerization partner of FXR, is not required for FXRα2 binding to ER-2. Instead, RXR inhibits FXRα2 transactivation from ER-2 sites in luciferase reporters and in HepG2 cells. We generated an RXR heterodimerization-deficient FXRα2 mutant that retained ER-2-binding capacity. This mutant was able to activate genes involved in lipid metabolism and ammonia disposal upon agonist treatment, while presenting fewer repressive effects than wt FXRα2. Our results reveal the potential of inhibiting FXR heterodimerization as a strategy to tailor the response to FXR agonism in liver cells.

## Materials and methods

### Reagents

Polyclonal antibodies against FXR and RXRα (Santa Cruz Biotechnology, Dallas, TX; sc-13063 and sc-553, respectively) were used for electrophoretic mobility shift assay (EMSA) supershift assays and chromatin immunoprecipitation (ChIP) experiments. Antibodies against β-actin (Santa Cruz Biotechnologies, Dallas, TX, sc47778), FXR (Invitrogen, Carlsbad, CA; 417 200), RXRα (Santa Cruz Biotechnology, Dallas, TX; sc-553), and FLAG-tag (Sigma-Aldrich; F1804) were used for western blot. Obeticholic acid was kindly provided by Luciano Adorini (previously Intercept Pharmaceuticals, Inc.) and was diluted from a 10 mM stock solution in dimethylsulfoxide (DMSO). HX531 (Sigma-Aldrich, SML2170) was diluted from a 4 mM stock solution in DMSO. Protein A agarose beads were purchased from Roche, and Di(*N*-succinimidyl) glutarate (DSG), 97% from Synchem UG.

### Biological resources

*Plasmids*. Coding sequences (CDS) from human FXR isoforms α1 (NM_001206979.2), α2 (NM_005123.4), RXRα (NM_002957), RXRβ (NM_021976.5) and PPARα (NM_001362872) were amplified from human complementary DNA. All CDS were amplified by polymerase chain reaction (PCR) and cloned into vectors containing a MYC tag followed by a TwinStrep tag, MYC tag followed by a VP16 transactivation domain (TAD) (Noted as -VP16), or FLAG tag at the C-terminus. FXRα2^L434R^ and FXRα2^L415R^ were generated by site-directed mutagenesis using QuikChange II Site-directed mutagenesis kit (Agilent, primers can be found in Supplementary Table S1). pCDNA3.1 (Invitrogen) vectors were used for transient overexpression, luciferase reporter assays and *in vitro* translations, pLV(hEF1α)-IRES-NeoR and pCW-57-GFP-2A-MCS derived vectors were used for stable transductions. Luciferase reporter plasmids containing IR-1, ER-2 and IR-1/ER-2 series motifs were based on pGL3 vector containing Luc2 under the control of a minimal promoter (Promega, Madison, WI) as described previously (5). Briefly, motif sequences derived from FXR peaks at the mouse *Nr0b2* and *Osgin1* loci (IR-1), the *Ass1* and *Mpc1* loci (ER-2) and the *Nr0b2* enhancer (ER-2/IR-1) were cloned as individual motifs at the promoter and enhancer portions of the pGL3 vector at the XhoI and SalI sites. Primer sequences and genomic coordinates can be found in Supplementary Table S2. Split luciferase backbone vectors pBIT2.1-N-[TK-SMBIT] and pBIT1.1-N-[TK-LGBIT] and control vectors pBIT2.1-N-LgBIT-PRKAR2A and pBIT2.1-N-SmBIT-PRKACA were part of the NanoBiT PPI Starter System (Promega). pCW57-GFP-2A-MCS was a gift from Adam Karpf (Addgene plasmid # 71 783; http://n2t.net/addgene:71783;RRID:Addgene_71 783) (6).

*Mice*. Studies were approved by the University Medical Center Utrecht ethics committee and conducted in accordance with European law. 9–12-week-old male C57BL/6 mice were housed in a room with controlled temperature (20–24°C), relative humidity (55% ± 15%), and a 12-h light/dark cycle. Mice were fed chow and water ad libitum. On the last day, the food was removed in the morning, and livers were harvested 4 h afterwards.

*Cell culture*. HEK-293T were grown in Dulbecco’s modified Eagle medium (DMEM) (Lonza, Basel, Switzerland 12–604F) supplemented with 10% fetal bovine serum (FBS) (Bodinco BV, Alkmaar, Netherlands) and 1% Penicillin/Streptomycin (Sigma-Aldrich, P0781). HepG2 cells were grown in DMEM (Lonza, 12–707F) supplemented with 10% FBS and 1% L-glutamine (Lonza, 17–605E).

*Lentiviral transduction and drug treatments of HepG2 cells*. HEK-293T cells were co-transfected with 3^rd^ generation lentiviral packaging (Sigma-Aldrich) and pCW57-tGFP-based plasmid as such (GFP) or containing either FXRα2^wt^ or FXRα2^L434R^. A total of 48 h after transfection, HepG2 cells were transduced with the HEK-293T supernatant containing lentiviral particles. After selection using 2 μg/ml puromycin (Sigma-Aldrich, P8833), the procedure was repeated using pLV(hEF1α) vectors expressing RXRα-FLAG or H2B-Neon as control. Afterwards, the cells were selected with 2 mg/ml G418 (Thermo Fisher, 11811031). Prior to every FXR stimulation experiment, transduced HepG2 cells were treated with 2 μg/ml doxycycline hydrochloride (D3447, Sigma-Aldrich) for 48 h in full culture media. Afterwards, medium was exchanged to DMEM supplemented with 1% FBS, doxycycline and L-glutamine, containing either 10 μM OCA in DMSO or 0.1% DMSO as vehicle treatment. Cells were lysed for RNA extraction after overnight treatment. To test the effect of the RXR inhibitor HX531 on FXR gene activation, HepG2 cells transduced with doxycycline-inducible FXRα2^wt^ and constitutive RXRα were used. After induction of FXRα2^wt^, medium was exchanged to DMEM supplemented with 1% FBS, doxycycline, and L-glutamine containing either 10 μM OCA in DMSO, or 0.1% DMSO as vehicle treatment, in the presence or absence of 4 μM HX531. Cells were lysed for RNA extraction after 8 h of treatment.

### Electrophoretic mobility shift assays

FXRα2, FXRα2^L434R^, RXRα, RXRβ and GFP proteins were *in vitro* translated from pCDNA3.1 vectors using the TNT Quick Coupled Transcription/Translation system (Promega). Oligonucleotide probes containing ER-2, IR-1 or ER-2/IR-1 sequences (IDT) were labelled with EasyTides γ-^32^P ATP, 3000Ci/mmol (Revvity) using T4-PNK (NEB). Sequences analysed were CCTGGGTTAATGACCCTGTT for IR-1, based on the mouse *Nr0b2/Shp* promoter, and AAGTGACCGAGCGGACAGCG for ER-2, based on the mouse *Mpc1* promoter (5). For the analysis of ER-2/IR-1, a series of probes based on the sequence GACTGCCCGAGAGGTCAGCGACCTGCC (ER-2/IR-1) (5) and sequences mutagenized to inactivate specific NR-hexamers were used. Probe sequences can be found in Supplementary Table S3. Binding reactions contained 20 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES), pH 7.4, 10% glycerol, 50 mM KCl, 1 mM Dithiothreitol (DTT), 10 μg bovine serum albumin (BSA) and 1 μg of poly-dIdC. A total of 1 μl *in vitro* translated FXR and 0.2 μl RXR were used unless a titration is declared. For titration experiments, 2 μl of the indicated *in vitro* translated protein was used as the highest concentration, followed by sequential 1:2 dilutions. Samples were pre-incubated at room temperature for 10 min prior to the addition of ^32^P-labeled double-stranded oligonucleotide probes as indicated. In supershift experiments, 1 μg of antibodies targeting FXR or RXR, or normal rabbit IgG were added. Where indicated, cold probes were added to the pre-incubation mix at a 12-fold molar excess. Cold probe competition was performed using either wild type sequences, or mutants in which only one of the two NR-hexamers was inactivated (Supplementary Table S3). Samples were kept at room temperature for further 30 min, followed by 30 min at 4°C. The protein-DNA complexes were resolved on a pre-electrophoresed 4% polyacrylamide gel in 0.5× 'TBE buffer' (44.5 mM Tris base, 44.5 mM Sodium Borate and 1 mM EDTA). ^32^P-labelled probes were detected by autoradiography using a Typhoon FLA 9500 scanner (GE).

### ChIP followed by sequencing

A total of 30 mg of snap-frozen liver tissue from a wt mouse was crosslinked using DSG and formaldehyde, as described in Bijsmans *et al.* (7). The nuclei were extracted and sonicated to yield 500–1000 base pair (bp) DNA fragments. ChIP was performed according to Ramos-Pittol *et al.* using rabbit polyclonal antibodies against FXR or RXRα (8). Purified DNA from immunoprecipitated material and input DNA from each sample were re-sonicated in a Covaris sonicator to achieve an average fragment size of around 300 bp. Sequencing libraries were prepared using the SOLiD ChIP-seq kit and sequenced on a SOLiD 5500 WF platform. Alignment to the mm10 reference genome was carried out using Bowtie2 allowing for up to two mismatches (9). FXR and RXRα peaks were identified using MACS2 (10) with parameters ‘–nomodel –extsize 150’, and additionally ‘-q 0.1’ for RXRα (Supplementary Data SD2). Genomic distances were calculated using BEDtools, and FXR peaks located within 1 kb upstream or downstream of RXRα peaks were considered proximal. HOMER findmotifsgenome was used to determine DNA motif enrichment in genomic regions (11). Motifs for the ER-2 and ER-2/IR-1 were generated *de novo* using HOMER findmotifsgenome from FXRα2 ChIP-seq datasets under accession GSE133700 (5) with argument ‘-len 14,20’ and were included in the vertebrate Known Motif list of HOMER prior to analysis (Supplementary Data SD3) (11). Coverage was computed with DeepTools2 bamCoverage with options ‘–binsize 50 –normalizeUsing RPGC –effectiveGenomeSize 1 865 500 000 –extendReads 300’ (12). Images of TF occupancy at individual loci were generated with the UCSC genome browser (http://genome-euro.ucsc.edu/) and coverage is expressed as reads per genomic content (12). Genomic coordinates shown can be found in Supplementary Table S4. ChIP-seq data generated in this study are publicly available at the gene expression omnibus (25) under accession number GSE73624.

### Nuclear extraction for co-immunoprecipitation and DNA pulldown

HEK293T cells were seeded in 10 cm dishes and transfected with 10 μg pCDNA3.1-FXRα2-MycTwinstrep, pCDNA3.1-FXRα2^L434R^-MycTwinstrep, pCDNA3.1-FXRα2^L415R^-MycTwinstrep or pCDNA3.1-GFP and 1 μg pCDNA3.1-RXRα-FLAG using *Trans*IT-LT1 Transfection reagent (Mirus, MIR 2304). A total of 48 h after transfection, nuclear extracts for co-immunoprecipitation (co-IP) were prepared. HepG2 cells overexpressing FXRα2^wt^ were cultured in medium with FBS replaced with dialyzed FBS (Gibco) 24h before harvesting, and cells were treated with 10 μM OCA for 1 h before harvesting. Afterwards, nuclear lysates were prepared as described previously (13). Briefly, cells were incubated in hypotonic Buffer A [10 mM HEPES (pH 7.9), 1.5 mM MgCl_2_, 10 mM KCl and 0.15% NP40], after which they were lysed by dounce homogenization. Nuclei were collected by centrifugation at 4°C and lysed in Buffer C [420 mM NaCl, 20 mM HEPES pH 7.9, 20% (*v/v*) glycerol, 2 mM MgCl_2_, 0.2 mM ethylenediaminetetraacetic acid (EDTA), 0.1% NP40, EDTA-free complete protease inhibitors (Roche) and 0.5 mM DTT] for 1 h at 4°C. The soluble fraction was collected as nuclear extract and used directly for co-IP, or snap frozen in liquid nitrogen and stored at −80°C until further use.

### Co-immunoprecipitation

The NaCl concentration of the nuclear extracts was set to 0.1 M with hypotonic buffer, and 1 μg rabbit α-RXRα (Santa Cruz Biotechnology, sc-553) was added. After overnight rotation at 4°C, 30 μl of G-Sepharose beads (Thermo Fisher, 20 397) were added and the mix was incubated for 1 h at 4°C. The beads were washed four times with 800 μl wash buffer (150 mM NaCl, 50 mM Tris-HCl, pH 8.0, 1 mM EDTA, 0.1% NP40, 10% glycerol, 1 mM DTT and EDTA-free complete protease inhibitors). A total of 50 μl Laemmli sample buffer was added followed by 5 min at 95°C and the soluble fraction was collected. Samples were further analysed by western blot.

### Western blotting

Total cell lysates were prepared using RIPA (25 mM Tris-HCl, pH 8.0, 1% Triton X-100, 0.5% sodium deoxycholate, 25 mM EDTA, 150 mM NaCl, 0.1% sodium dodecyl sulfate and EDTA-free complete protease inhibitors) and incubated on ice for 20 min, prior to centrifugation. After centrifugation, the soluble fraction was collected. Laemmli sample buffer was added followed by 5 min incubation at 95°C. Samples were loaded on 10% sodium dodecyl sulphate-polyacrylamide gel electrophoresis gel and transferred to a polyvinylidene difluoride (PVDF) membrane. The membranes were probed overnight at 4°C using antibodies targeting FXR (1:1000), FLAG-tag (1:5000) or RXRα (1:1000), and subsequently incubated with suitable Horseradish peroxidase (HRP)-conjugated secondary antibodies (Dako). Mouse β-actin-HRP antibody (1:5000) was used for the loading control. Signals were detected with enhanced chemiluminescence using LAS4000 (GE).

### DNA pulldown

DNA oligomers were purchased with a 5'-azidogroup attached to the forward strand (IDT, sequences can be found in Supplementary Table S5). Oligos were annealed by combining 500 pmol of the forward and 750 pmol of the reverse strand in 2× annealing buffer (20 mM Tris, pH 8.0, 100 mM NaCl), denatured for 10 min at 95°C and left to cool overnight for hybridization. The oligos were bound to alkyne-beads using a click-reaction using the contents of the Click-iT protein Enrichment Kit (Invitrogen) by combining 1 μmol oligos in 50 μl annealing buffer with 50 μl bead slurry, 200 μl DNA binding buffer (DBB: 1 M NaCl, 0.05% NP40, 10 mM Tris, pH 8.0) and 250 μl Click-iT 2× catalyst solution (manufacturer’s instructions). The mixture was incubated for 18 h at room temperature (RT) in the dark while rotating, followed by washing once with DBB and twice with protein binding buffer (PBB: 50 mM NaCl, 0.25% NP40, 50 mM Tris, pH 8.0, EDTA-free complete protease inhibitors and 1 mM DTT). The beads were then split in two, which were used for the forward and reverse pull down reactions. Subsequent steps were performed at 4°C. Nuclear extract (500 μg) and 10 μg of competitor DNA (5 μg poly-dIdC, 5 μg poly-dAdT) were added to PBB to 600 μl total. Proteins were allowed to bind to the oligos for 90 min while rotating. The beads were washed three times with PBB and two times with PBS. The beads were resuspended in freshly prepared elution buffer (2 M urea, 100 mM Tris, pH 8.0, 10 mM DTT in ultra-pure H_2_O) and incubated for 20 min at RT while shaking at 1200 rpm. The proteins were alkylated by addition of iodoacetamide to a final concentration of 50 mM, followed by 10 min incubation at RT while shaking in the dark. On-bead digestion was done by adding 0.25 μg trypsin and a 2-h incubation at RT. The supernatant was collected after pelleting the beads by centrifugation, an additional 0.1 μg trypsin was added, and proteins were digested overnight at RT. The digest was desalted and concentrated on C18 StageTips without acidification (14). Peptide labelling was done by dimethyl labelling, and StageTips were stored at 4°C until measurement by liquid chromatography with tandem mass spectrometry (LC-MS/MS) (15).

### Mass spectrometry and data analysis

Peptide samples were eluted from StageTips with elution buffer (80% acetonitrile, 0.1% formic acid in ultrapure H_2_O), and light and medium labelled samples for the forward and reverse reaction were combined. Next, the samples were reduced to 10% of the original volume by vacuum concentration and diluted in 0.1% formic acid to ∼12 μl. A total of 5 μl sample was injected, and peptides were separated using an Easy-nLC 1000 liquid chromatography system (Thermo Fisher) using a 7–32% acetonitrile gradient over 120 min at a flow rate of 250 nl/min. Data-dependent measurements of the peptides were performed on a Q-Exactive mass spectrometer (Thermo Fisher). Protein identification and quantification was done in MaxQuant v1.6.0.1 with standard settings and requantify enabled (16). N-terminal acetylation and methionine oxidation modifications were set as variable modifications. Carbamidomethylation was specified as a fixed cysteine modification. Light (+0) and medium (+4) dimethyl labelling on the N-termini and lysine residues was specified under ‘labels’. The MS/MS spectra were searched against a human Uniprot database downloaded in June 2017. Mass tolerance was set at 4.5 and 20 ppm for precursor ion and fragment ions, respectively. False Discovery Rate (FDR) was set at 0.01 for both the peptide and protein level. Two ratio counts were required for protein quantification. Common contaminants and decoy database hits were removed from the resulting MaxQuant proteinGroups file. Protein groups were required to have at least two assigned peptides, of which at least one was a unique peptide, and only protein groups with a quantified ratio for the forward and reverse reaction were considered for further analysis. Statistical significance thresholds were set at Q3 + 1.5 * IQR and Q1 – 1.5 * IQR, and proteins were required to exceed these thresholds in both the forward and reverse run to be labelled as significant. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (24) partner repository with the dataset identifier PXD047930.

### Luciferase reporter assay

HEK293T cells were transfected using polyethylenimine (Sigma-Aldrich, 408 719) in a 96-well plate according to the manufacturer’s protocol. Unless stated otherwise, 2 ng TK-Renilla, 5 ng pGL3 reporter, 2 ng pcDNA3.1-RXRα-FLAG or 20 ng pcDNA3.1-RXRβ-FLAG and 10 ng pcDNA3.1 expressing an FXR or GFP was used. A total of 24 h after transfection, cells were incubated with 0.1% DMSO or 10 μM OCA overnight. Next, cells were lysed and the activity of firefly and renilla luciferases were measured with the Dual-Luciferase Reporter Assay System (Promega, E1960) in a TriStar2 LB942 Multimode Reader (Berthold Technologies, Bad Wildbad, Germany). Protein expression of transfected plasmids was verified on western blot. Results are expressed as relative luciferase units, according to the manufacturer’s protocol. For the analysis of FXR or RXR binding to IR-1 or ER-2 motifs in cells, pcDNA3.1 vectors expressing VP16 fusion proteins RXRα-VP16, RXRβ-VP16, FXR-VP16 or GFP-VP16 were used instead, media was changed 24 h after transfection, and cells were lysed and measured 48 h after transfection.

### Split luciferase assay

HEK293T cells were seeded in a white 96 well plate (Corning, 3917) and transfected with 50 ng pBIT2.1-TK_LgBIT-Interactor1 and 50 ng pBIT1.1-TK_SmBIT-Interactor2 using *Trans*IT-LT1 Transfection reagent (Mirus, MIR 2304). Combinations of N-terminal tagged LgBIT:SmBIT interactor pairs used were FXRα2-MycTwinstrep (wt, L434R or L415R): RXRα-FLAG, FXRα2-MycTwinstrep: RXRβ-FLAG, PPARα: RXRα-FLAG or RXRα-FLAG:RXRα-FLAG. The pair LgBIT-PRKAR2A:SmBIT-PRKACA was used as a control vector according to the manufacturers protocol (Promega). A total of 24 h after transfection, the cells were treated in fresh full media as specified in individual figure legends, and before measurement, media was changed to OptiMEM (Gibco, 31 985 062). The Nano-Glo Live Cell Assay System (Promega, N2012) was used according to the manufacturer’s protocol. Luminescence was measured in the TriStar2 LB942 Multimode Reader.

### RNA isolation, reverse transcription followed by quantitative PCR and sequencing

RNA was isolated from HepG2 cells after 8 h treatment (4 μM HX531 + 10 μM OCA) for quantitative PCR (qPCR) analysis, or 16 h treatment (10 μM OCA) for RNA-seq using TRIzol reagent (LifeTechnologies, Naugatuck, CT) according to the manufacturer’s protocol. For reverse transcription followed by qPCR, 500 ng total RNA was reverse transcribed with random hexamers using SCRIPT (Jena biosciences). SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) was used for qPCR on a CFX384 Real-Time system and analysed with the CFX maestro software v2.3 (Bio-Rad). Gene expression was quantified by regression and normalized to PPIA and 18S. Primer pairs were designed using Primer3 or requested from PrimerBank (17) and used at a final concentration of 0.1 μM. Sequences can be found in Supplementary Table S6.

Sequencing libraries were prepared using TruSeq Stranded mRNA Library Prep (Illumina). RNAseq was performed on the NextSeq2000 platform (Illumina). Quality control on the sequence reads from the raw FASTQ files was done with FastQC (v0.11.8). TrimGalore (v0.6.5) was used to trim reads based on quality and adapter presence after which FastQC was again used to check the resulting quality. Reads were aligned to the reference genome GRCh38_snp_tran using HISAT2 (18). Readcounts were generated using the Rsubread FeatureCounts module (v2.0.0) with the Homo_sapiens.GRCh38.102 gtf file as annotation (19). Transcripts per million were calculated per gene using the number of reads count mapped to it over the exon length × 1 million, divided by the total number of mapped reads. Differentially expressed (DE) genes were determined with DESeq2 package (version 1.36.0) (20). Shrinkage of effect size was performed on DEseq2 results using the *apeglm* method through the function lfcShrink. Rsubread, DEseq2 and lfcShrink are Bioconductor packages (Release 3.15) and were executed in RStudio 2022.07.1 Build 554 under R 4.2.0. Enriched known DNA motifs at promoter regions of DE genes and Gene Ontology (GO)-term analysis were performed with HOMER findmotifs (11). Gene-Set enrichment analysis (Preranked) was performed with GSEA v4.2.2 [build 8] with parameters ‘scoring_scheme = weighted, norm = meandiv, include_only_symbols = TRUE, chip = Human_Ensembl_Gene_ID_MSigDB.v2023.1.Hs.chip’ (21,22). RNA-seq data generated in this study are publicly available at the gene expression omnibus (25) under accession number GSE261662.

### Nuclear receptor activity profiling

Ligand-modulated interaction of wt FXRα2 or heterodimerization-deficient mutants with NR-coregulator peptides was assessed using the nuclear receptor activity profiling (NAPing) assay as previously described (23). HEK293T cells were transfected with pCDNA3.1 vectors containing the CDS of FXRα2 wt, L434R or L415R using branched polyethylenimine (Sigma-Aldrich, 408 719) in 15 cm plates. A total of 48 h after transfection, cells were scraped in PBS, washed and snap-frozen and stored at −80°C. Cell lysates of each clone were prepared and FXR was quantified by densitometry of western blot data to enable *in-silico* (equimolar) normalization of NAPing data. A set of immobilized peptides representing coregulator-derived NR binding motifs was incubated with a 25 μl reaction mixture containing 10 μl cell lysate, Tris-buffer saline (TBS: 0.05 M Tris and 0.15 M NaCl, pH 7.6) with 0.05% Tween-20, 0.2% BSA, 50 μM DTT, 10 μM OCA, FXR antibody (Santa Cruz, #sc-25309) and Donkey anti mouse IgG Alexa Fluor 488 (Invitrogen, #A21202). Incubation was performed for 40 min at 20°C, followed by washing to remove unbound receptor/fluorophore and generation of a tiff image of each array. Image processing and quantification of FXR binding to each peptide on the NAPing platform was performed by in-house analysis software based on R [R Core Team (2023). "R: A Language and Environment for Statistical Computing". R Foundation for Statistical Computing, Vienna, Austria.; https://www.R-project.org]. Raw data derived from NAPing assay can be found in Supplementary Data File SD9.

### Statistical analyses

See the relevant section above for description of ChIP-seq and RNA-seq statistical analysis. All other analyses were conducted using Graphpad prism 10.1. t-test with FDR correction were used to compare between groups in NAPing assay. Fisher’s exact test (FET), two-tailed one-way or two-way Analysis of Variance (ANOVA) followed by Tukey multiple comparison correction were used to compare multiple groups. Tests used are noted in the respective figure legends.

## Results

### FXRα2 binds ER-2 motifs independently of RXR

We investigated whether the motif preference of FXRα2 is mediated by differential interaction partners at the DNA binding sites. To this end, we performed a DNA pulldown in which immobilized DNA probes containing ER-2 or IR-1 motifs were used to identify differentially interacting proteins in nuclear extracts from HepG2 cells overexpressing FXRα2 (Figure 1A). Following incubation and washes, bound proteins were digested with trypsin, followed by dimethyl-labelling for quantitative detection by mass spectrometry (14). To our surprise, we found RXRβ selectively interacting with IR-1 and not ER-2 (Figure 1B and top hits and ratios in Supplementary Table S7). We then examined whether also RXRα, the predominant RXR paralog in the liver (Figure 1C), is differentially involved in FXRα2 binding to ER-2 or IR-1 DNA motifs in electrophoretic mobility shift assays (EMSA) (Figure 1D and Supplementary Figure S1B and C). FXRα2 binds to both motifs in the presence of RXRα, as previously shown (5,27), and cold probe competition was used to confirm the specificity of FXRα2 binding to the DNA probes. To assess whether RXRα is indeed part of the FXR-DNA complex, we performed supershift assays using antibodies against FXR or RXRα. Normal rabbit IgG was used as a negative control. Using the IR-1 probe, both the RXRα and FXR antibody induced a supershift, confirming the presence of the heterodimer. In addition, as shown in previous studies (24), our results confirm that an FXR:RXR heterodimer is necessary for binding to IR-1 motifs, and neither RXR paralog could bind the IR-1 probe in the absence of FXR (Supplementary Figure S1D). For the ER-2 probe, however, we observed a supershift upon incubation with the anti-FXR but not with the anti-RXRα antibody (Figure 1D, and Supplementary Figure S1B and C). Furthermore, in the absence of RXRα, FXRα2 binding was maintained exclusively with the ER-2 probe, showing that RXRα is neither involved nor required in FXRα2 binding to ER-2 motifs. To verify this observation in a cellular environment, we expressed FXRα2 fused to the VP16 TAD (FXRα2-VP16) and performed luciferase reporter assays to assess binding to the reporters in the presence or absence of RXRα or RXRβ (Figure 1E). In this assay, no ligands are used, whereby the luciferase signal corelates to the binding affinity of the FXRα2-VP16 fusion protein to the reporter construct. The reporter constructs used contained natural IR-1 or ER-2 DNA motifs derived from the mouse *Shp* or *Mpc1* promoters respectively (Supplementary Table S2). Indeed, both RXRα and RXRβ enhanced FXRα2 binding to the IR-1 reporter, seen as an increase in luciferase activity, but reduced binding of FXRα2 to the ER-2 reporter (Figure 1E and Supplementary Figure S1E). Using this assay, we also confirmed that RXRα- and RXRβ-VP16 only bind the IR-1 motif in the presence of FXRα2 (Supplementary Figure S1F and G). Altogether, these data demonstrate that RXR is required for FXRα2 binding to IR-1 but reduces FXRα2 binding to ER-2 motifs.

**Figure 1.**
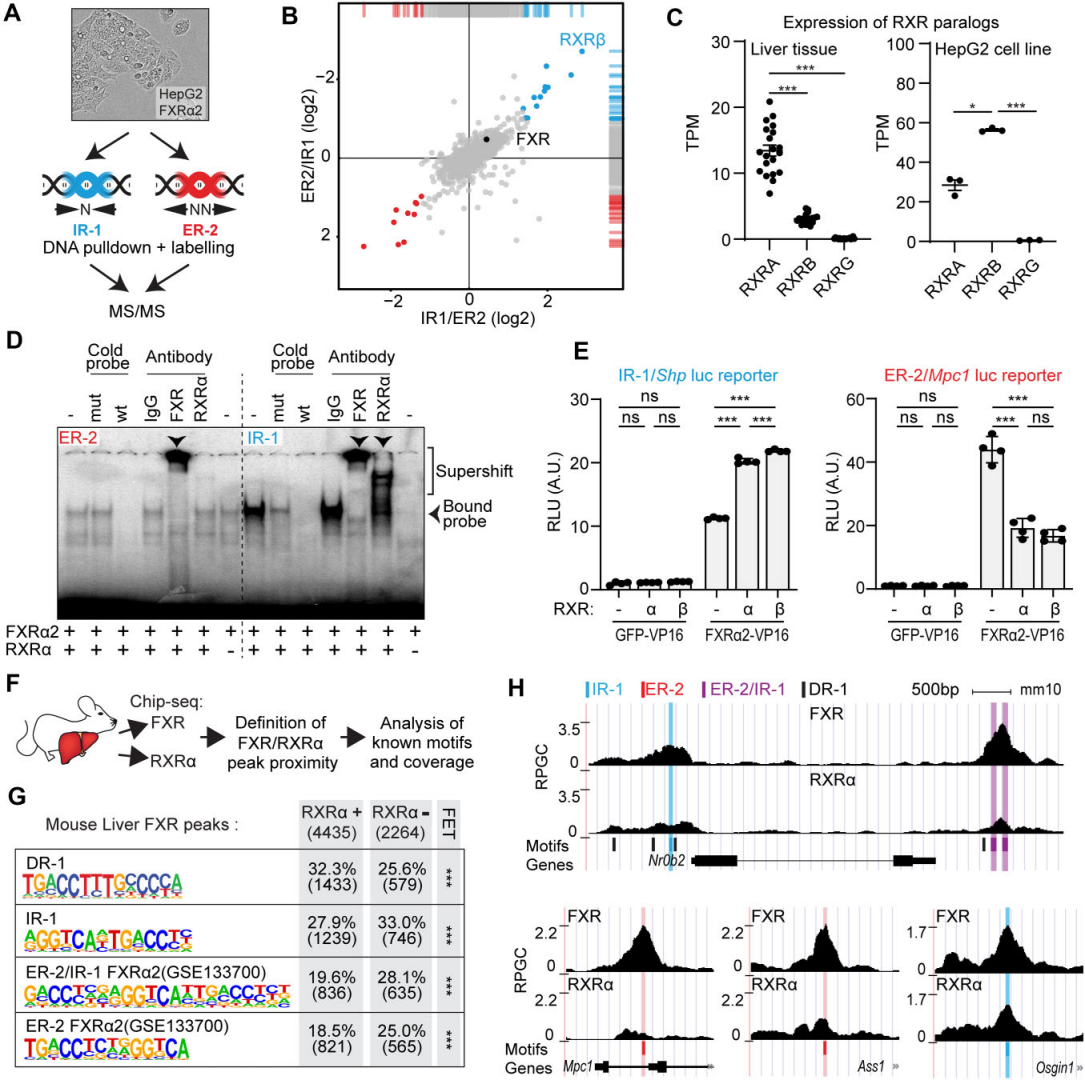
FXRα2 binds ER-2 motifs independently of RXR. (**A**) Workflow for DNA pulldown followed by MS/MS. (**B**) Log2 abundance ratio of proteins enriched in the IR-1 or ER-2 DNA probe pulldowns. (**C**) Expression of RXR paralogs in human liver (GSE77509, *N* = 20) and HepG2 cells (GSE133659, *N* = 3) by RNA-seq. Individual values, average and standard error of the mean are depicted. One-way ANOVA/Tuckey. (**D**) EMSA and super shift assay for human FXRα2 and RXRα on IR-1 and ER-2 probes using *in vitro* translated protein. (**E**) FXRα2-VP16 luciferase reporter assay in HEK293T in the presence of RXRα/β. *N* = 4, two-way ANOVA/Tuckey. Error bars represent standard deviation. (**F**) Schematic workflow of the FXR/RXRα ChIP-seq experiment in mouse liver. (**G**) Enriched DNA motifs in FXR peaks, separated by RXRα co-occupancy. Number of peaks in each category is annotated in parenthesis, FET was used to estimate significance. (**H**) FXR and RXRα occupancy at IR-1, ER-2 or overlapping IR-1/ER-2-regulated loci. Coordinates are found in Supplementary Table S4. *P < 0.05 **P < 0.01, ***P < 0.001, ns, not significant.

To evaluate whether *in vivo* FXR:RXR co-occupancy is related to DNA motif enrichment, we performed ChIP-seq for FXR and RXRα in mouse liver tissue (Figure 1F and Supplementary Figure S1H). We identified FXR binding sites, separated them into two subsets based on their overlap with RXRα binding sites, and evaluated the prevalence of DNA motifs in each subset. Both subsets had a significant enrichment for canonical FXR (IR-1) motifs. Co-occupancy of RXRα and FXR showed higher enrichment of the RXR (DR-1, direct repeat spaced by one nucleotide) binding motif. In contrast, FXR peaks without co-occupancy of RXRα were more enriched for IR-1/ER-2 overlapping and ER-2 motifs (Figure 1G and Supplementary Data SD4). In agreement, we also observed higher FXR occupancy relative to RXRα at ER-2 and ER-2/IR-1 sites proximal to FXR target genes, which is not observed at IR-1 sites (Figure 1H and coordinates in Supplementary Table S4). Taken together, we show that RXRα, the canonical heterodimerization partner of FXR, promotes FXRα2 binding towards IR-1 motifs, but is not essential at ER-2 motifs *in vivo*.

### RXR inhibits FXRα2-driven activation from ER-2 motifs

To determine the effects of RXRα on FXRα2 transcriptional activity, we performed luciferase reporter assays using natural IR-1 and ER-2 motifs upon treatment with the FXR agonist OCA. Sequences analysed and their respective genomic coordinates are listed in Supplementary Table S2. IR-1 reporters showed enhanced luciferase activity upon OCA treatment in the presence of RXRα. In sharp contrast, FXRα2 activation from ER-2 reporters was strongly inhibited by RXRα (Figure 2A and Supplementary Figure S2A). FXRα4, the other FXR isoform capable of binding to ER-2 motifs (5), presented the same phenotype (Supplementary Figure S2B and C), showing that this mechanism affects both ER-2 binding FXR isoforms. These effects were also observed when RXRβ was used (Supplementary Figure S2B and C), demonstrating redundancy of these RXR paralogs in FXR function at IR-1 and ER-2 sites.

**Figure 2.**
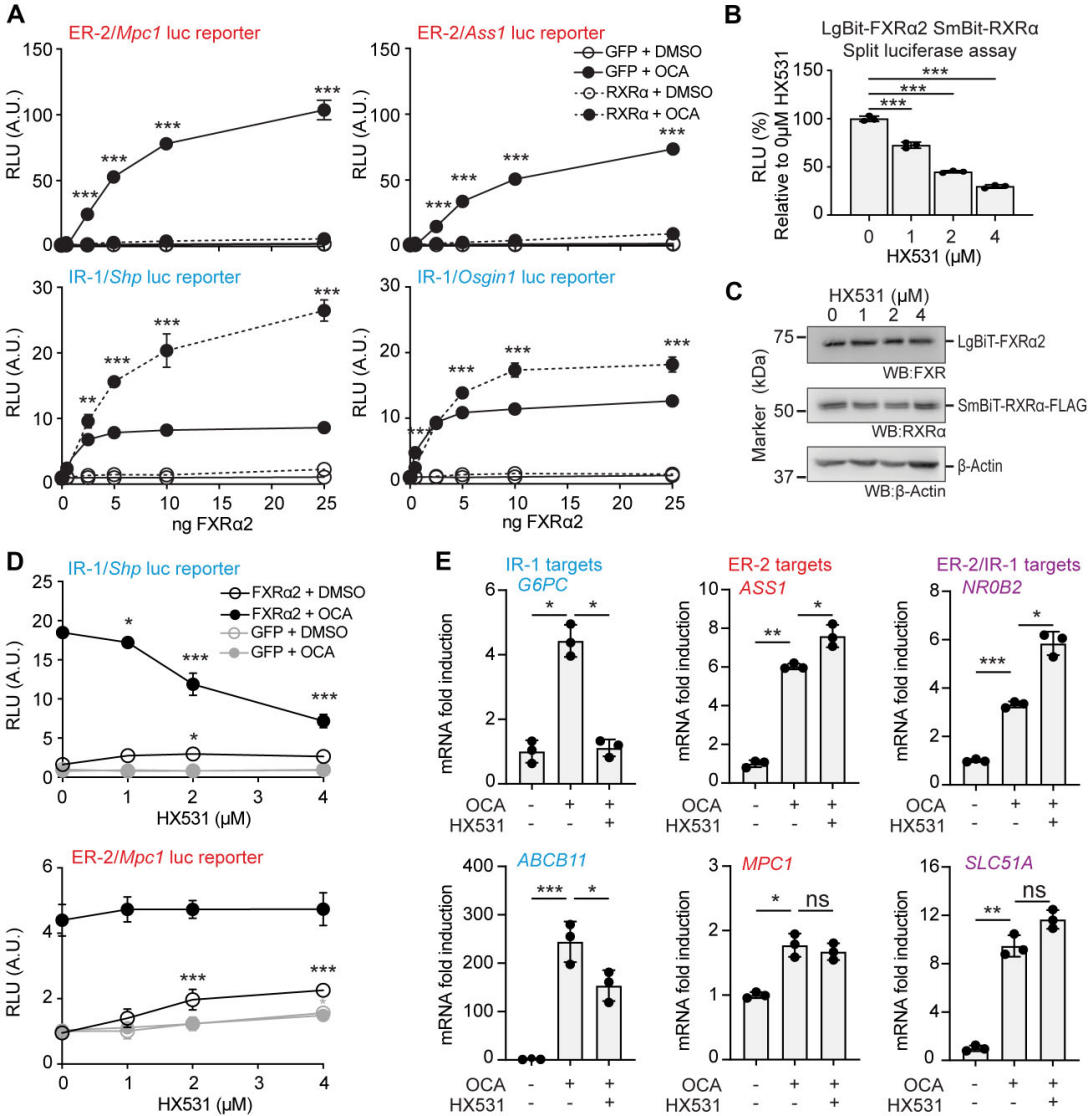
RXR inhibits FXRα2-driven activation from ER-2 motifs. (**A**) Luciferase reporter assays using ER-2- and IR-1-containing reporters in HEK293T, transfected with a titration of FXRα2 in the presence of 10 ng of either GFP or RXRα. *N* = 3, one-way ANOVA/Tukey between matching GFP and RXRα conditions. (**B**) FXRα2:RXRα split luciferase complementation assay in HEK293T cells upon HX531 treatment, *N* = 3. (**C**) Protein expression of FXRα2:RXRα split luciferase components from a representative experiment depicted in panel (B). (**D**) Luciferase reporter assay in HEK293T transfected with 2 ng RXRα and 10 ng of either GFP or FXRα2 upon overnight treatment with DMSO/OCA and HX531. *N* = 3, (B/D) one-way ANOVA/Tukey using 0 μM HX531 as reference. (**E**) Expression of FXR target genes, separated by their proximal FXR RE, in HepG2 cells overexpressing FXRα2 and RXRα upon treatment with OCA and 4 μM HX531 for 8 h. *N* = 3, one way ANOVA/Tukey. *P < 0.05, **P < 0.01, ***P < 0.001. ns, not significant.

As FXRα2 activation from IR-1 and ER-2 motifs is opposingly regulated by RXR, we hypothesized that interfering with FXRα2:RXRα heterodimerization will have motif-specific effects. HX531 is an RXRα antagonist reported to interfere with RXRα-heterodimer formation with RAR and PPARγ (28,29). We tested the effect of HX531 on FXRα2:RXRα heterodimerization using a split luciferase assay, where luminescence directly correlates with heterodimerization, in live cells (Supplementary Figure S2D). A dose-dependent decrease in luciferase activity was observed (Figure 2B,C), reaching a 70% decrease in heterodimerization at a concentration of 4 μM HX531. This effect was also tested with FXRα2:RXRβ and additional RXR homo- and heterodimers, giving comparable results (Supplementary Figure S2E). Next, we assessed the effect of HX531 in FXRα2 activating from IR-1 and ER-2 luciferase reporter constructs in cells co-transfected with RXRα upon treatment with OCA (Figure 2D). As expected, based on the split luciferase assay, HX531 downregulated FXR activation from the IR-1 reporter in a dose-dependent manner, up to a 50% decrease at 4 μM. For the ER-2 reporter, the basal FXRα2 activity is already reduced due to the presence of overexpressed RXRα, in line with Figure 2A. However, HX531 had no further effect on FXRα2 activity from the ER-2 reporter, providing evidence for the dispensability of RXRα on ER-2 motifs.

To assess whether endogenous FXR targets showed motif-associated RXRα dependence, we performed qPCR on HepG2 cells overexpressing FXRα2 and RXRα. Prior to RNA isolation, the cells were treated with 10 μM OCA or co-treated with 10 μM OCA and 4 μM HX531 for 8 h (Figure 2E and Supplementary Figure S2F). Top FXRα2 targets in HepG2 were extracted from GSE133659 (5), and separated by motif presence at their promoters or proximal regulatory regions (30). Expression of FXR target genes that are regulated through IR-1 motifs was decreased upon HX531 treatment (*ABCB11, G6PC*). However, genes regulated through ER-2 or ER-2/IR-1 overlapping motifs were either not affected by this treatment (*MPC1, SLC51A/OST*α), or even expressed at higher levels in the presence of HX531 (*ASS1, NR0B2/SHP*). In conclusion, interfering with FXRα2:RXRα heterodimerization using the RXRα antagonist HX531 specifically inhibits FXRα2 activation from IR-1 motifs, while FXRα2 activation is maintained or even enhanced at ER-2 and IR-1/ER-2 overlapping motifs.

### L434 in the FXRα2 ligand binding domain is required for RXRα-heterodimerization and activation from IR-1 but not ER-2 DNA motifs

Recent structural analyses showed L434 in helix 10/11 in the ligand binding domain (LBD) of FXRα2 is the most exposed and closest residue to RXRα (Figure 3A) (31). We therefore generated an L434R mutant in FXRα2 (FXRα2^L434R^) and assessed whether the FXRα2:RXRα dimerization is affected. For comparison, we also used a FXR with residue L415 mutated to arginine [FXRα2^L415R^ previously annotated as L433R (32)] in helix 9 of the LBD, which is described to be impaired in heterodimerization with RXRα (32). co-IP in HEK293T overexpressing FXRα2^wt^, FXRα2^L434R^ or FXRα2^L415R^ and RXRα, using an antibody against RXRα resulted in the pull-down of FXRα2^wt^, but not of FXRα2^L434R^ or FXRα2^L415R^ (Figure 3B). In line with this, FXRα2^L434R^ and FXRα2^L415R^ showed markedly reduced luciferase activity in comparison to FXRα2^wt^ in split luciferase assays (Figure 3C and Supplementary Figure S3A). In conclusion, both FXRα2^L434R^ and FXRα2^L415R^ are defective in heterodimerizing with RXRα.

**Figure 3.**
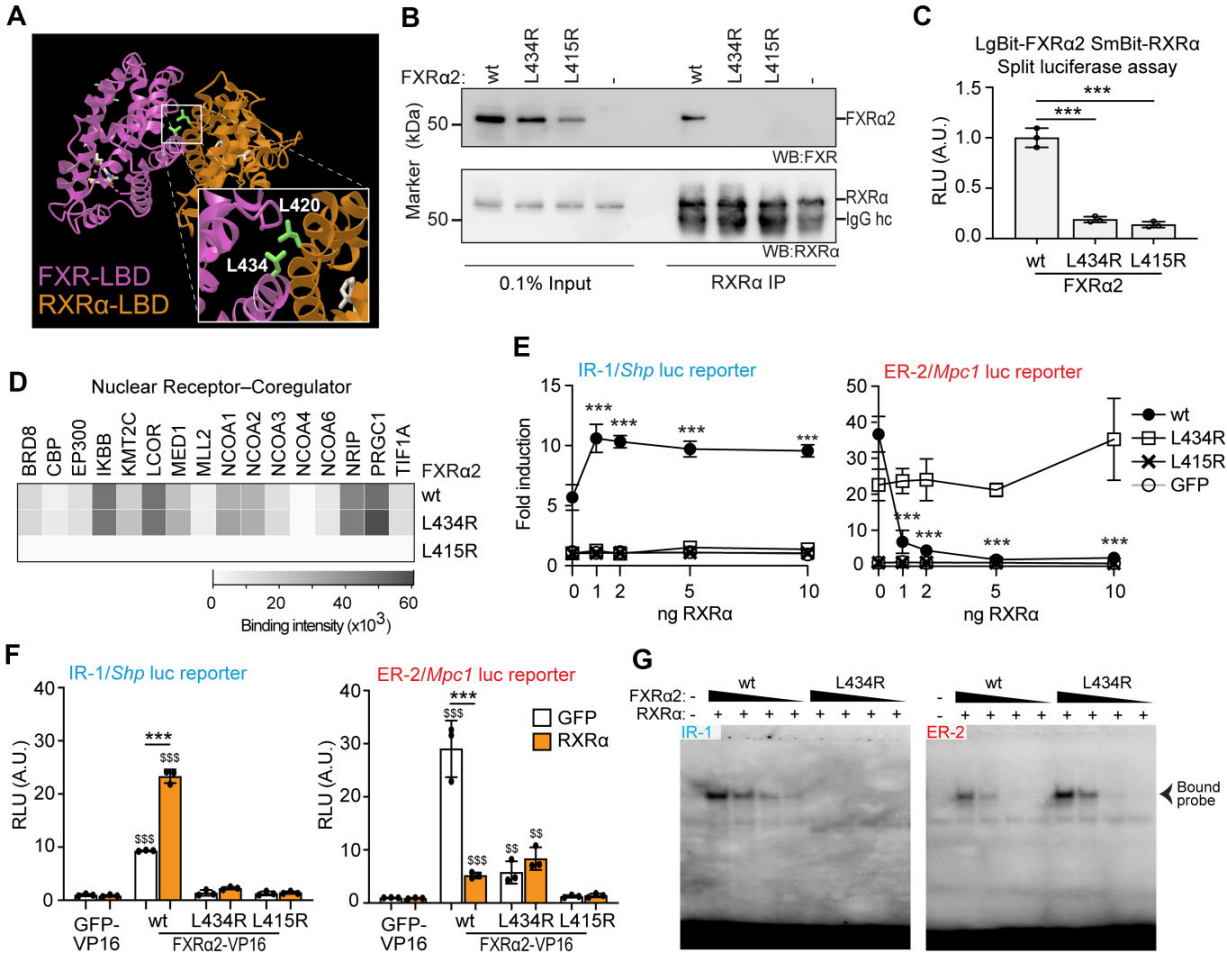
L434 in the FXRα2 LBD is required for RXRα-heterodimerization and activation from IR-1 but not ER-2 DNA motifs. (**A**) FXR:RXRα heterodimerization interface in the LBDs (PDB 5Z12). Most proximal residues according to Zheng *et al.* (31) are highlighted. (**B**) Co-IP of RXRα with either wt FXRα2 or heterodimerization mutants in transfected HEK293T. (**C**) FXRα2:RXRα split luciferase complementation assay in HEK293T. *N* = 3, one-way ANOVA/Tukey. (**D**) Heatmap representing the interaction of wt FXRα2 or mutants with selected NR coregulator peptides (NAPing assay) using lysates from transfected HEK293T in the presence of OCA. (**E**) Luciferase reporter assay with FXRα2 mutants using IR-1 and ER-2 DNA motifs in HEK293T. Values show fold induction between paired OCA/DMSO overnight treatments. *N* = 3, one-way ANOVA/Tukey using matching 0 ng RXRα condition as reference. (**F**) VP16 luciferase reporter assay in HEK293T using FXRα2 mutants in combination with 10 ng of either RXRα or GFP. *N* = 3, one way ANOVA/Tukey. $: comparisons using matching GFP-VP16 condition as reference. (**G**) EMSA assay for a titration of FXRα2^wt^ or FXRα2^L434R^ in the presence of RXRα. $$*P* < 0.01, ***/$$$*P* < 0.001.

We further characterized the RXRα heterodimerization-deficient mutants using a NAPing assay (23). We found that in the presence of OCA, FXRα2^wt^ and FXRα2^L434R^ share the same coactivator binding profile. In strong contrast, FXRα2^L415R^ does not show detectable binding to any coregulator-derived motif (Figure 3D and full results in Supplementary Figure S5), suggestive of an LBD folding defect. Activation of luciferase reporters by FXRα2^wt^ and mutants upon treatment with OCA showed that only FXRα2^wt^ could activate from the IR-1 reporter, and this activation was further enhanced by RXRα. Both FXRα2^wt^ and FXRα2^L434R^ could activate from the ER-2 reporter. However, co-transfection of RXRα repressed FXRα2^wt^ but not FXRα2^L434R^ demonstrating that FXRα2^L434R^ is an RXRα-insensitive mutant that maintains ER-2 transactivation capability. As expected, FXRα2^L415R^ could not activate from either motif in the luciferase reporter constructs (Figure 3E and Supplementary Figure S3B).

To evaluate the DNA binding specificity of the mutants, we used FXRα2-VP16 fusions in the presence or absence of RXRα in luciferase reporter assays. FXRα2^wt^ showed binding to the IR-1 motif, which is enhanced by RXRα, and to the ER-2 motif, which is repressed by RXRα (Figure 3F and Supplementary Figure S3C). Interestingly, FXRα2^L434R^ was only capable of binding to the ER-2 reporter, albeit less than FXRα2^wt^, and the binding was not affected by RXRα. FXRα2^L415R^ did not bind to either IR-1 or ER-2 reporter, suggesting a DNA binding impairment in addition to a co-activator binding deficiency under our testing conditions (Figure 3D). We further characterized FXRα2^L434R^ binding to DNA in EMSA using a titration of FXRα2 in the presence of RXRα (Figure 3G). We observed no binding of FXRα2^L434R^ to the IR-1 probe, in contrast to FXRα2^wt^. Using the ER-2 probe however, FXRα2^L434R^ binding was comparable to FXRα2^wt^ binding. In conclusion, we have generated an FXRα2 mutant in the LBD (FXRα2^L434R^) that selectively binds and activates transcription from ER-2 motifs and is insensitive to the inhibitory effect of RXRα at these motifs.

### RXRα-independent effects of FXRα2 occur at ER-2-regulated genes transcriptome-wide

To evaluate the impact of RXRα on FXRα2 activated target genes transcriptome-wide, we generated HepG2 cells overexpressing FXRα2 and either RXRα or a control vector (Figure 4A and B, and Supplementary Figure S4A). 

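HepG2 is a human liver cancer cell line, and OCA (obeticholic acid) is a bile acid derivative that activates FXR. The lines carried a doxycycline-inducible lentiviral vector for FXRα2 wt and a further vector for FLAG-tagged RXRα or, as control, for a fusion of histone H2B to a fluorescent protein. FXRα2 was induced with 2 µg/ml doxycycline for 48 h, followed by 10 µM OCA or 0.1% DMSO overnight (16 h by the sample labels). NR1H4, the gene of FXR, lies on chromosome 12 of GRCh38 from 100473708 to 100564414. With OCA it reached 169.8 ± 22.5 TPM (SD, n = 3) in FXRα2 wt RXRα cells and 164 ± 16.1 TPM in FXRα2 wt control cells, and with DMSO 172 ± 2.00 and 171 ± 6.10 TPM. RXRA (chromosome 9, 134317098 to 134440585) reached 62.1 ± 4.19 TPM in the RXRα cells and 31.7 ± 4.35 TPM in the control cells with OCA, a log2 difference of 0.96 (standard error 0.149, adjusted p = 0.000326 from limma, or 0.106 when only the libraries compared were fitted). With DMSO the RXRA values were 60.9 ± 3.92 and 27.2 ± 5.82 TPM, a log2 difference of 1.15 (adjusted p = 0.000415). Reads of the ectopic and the endogenous genes were not told apart in these values.
Poly(A) RNA was sequenced in 3 libraries per line and treatment. The sample labels number the 3 libraries of a group as biological replicates and do not say how they were grown, so p-values measure the spread between these libraries. The authors aligned the reads to GRCh38, counted them per gene and deposited transcripts per M (TPM). The steps between low TPM values correspond to 11.1, 13.2 and 16.9 M counted reads (lowest, median and highest library) in RXRα cells with OCA and 12.3, 14.3 and 15.1 M with DMSO. In control cells the corresponding depths were 11.7, 11.9 and 14.4 M with OCA and 12.1, 12.8 and 14.7 M with DMSO. Differences were tested with limma on log2(TPM + 1) for 31789 genes with at least 1 TPM in at least 3 of the 30 libraries, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed. A pseudocount of 1 understates the change of genes near 1 TPM. Libraries with the same replicate number deviated together, so the counts of changed genes per comparison are also given with the replicate number as a block where this moved them by more than 1.5 times.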

The cells were treated with 0.1% DMSO (vehicle) or OCA overnight and RNA sequencing was performed. We started by comparing the number of genes induced by FXRα2 upon OCA treatment, in the presence or absence of RXRα overexpression (Figure 4C). 

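OCA raised ABCB11, ATP4B, KNG1, FGF19 and SLC51A in both FXRα2 wt lines. ABCB11, the bile salt export pump (chromosome 2 of GRCh38, 168915498 to 169031324), rose from 0.179 ± 0.152 to 91.8 ± 10.3 TPM (SD, n = 3) in RXRα cells and from 0.417 ± 0.358 to 40.0 ± 7.88 TPM in control cells. These are log2 changes of 6.30 (standard error 0.177, adjusted p = 6.23e-17 from limma) and 4.87 (standard error 0.177, adjusted p = 1.93e-14). ATP4B, the β-subunit of the gastric proton pump (chromosome 13, 113648804 to 113658198), rose from 0.316 ± 0.120 to 269.7 ± 6.46 TPM in RXRα cells and from 3.31 ± 5.43 to 247.5 ± 18.5 TPM in control cells. The control DMSO mean rests on replicate 2, at 9.58 TPM, against 0 and 0.357 TPM in replicates 1 and 3. The log2 changes of ATP4B of 7.69 and 6.67 were the largest in either line among genes of at least 5 TPM that rose in every replicate pair. FABP6, the ileal bile acid binding protein (chromosome 5, 160187367 to 160238735), had a log2 change of 6.19 (standard error 0.271, adjusted p = 2.14e-13) in RXRα cells, and GAST, the gene of gastrin, 5.44 in control cells.
Of 30 measured FXR target genes listed from textbook knowledge, 14 rose and 16 did not pass the test in RXRα cells (18 rose when adjusted over the list alone, 22 rose and 1 fell with the replicate block). In control cells 12 rose and 18 did not pass (19 rose when adjusted over the list alone, 22 rose and 3 fell with the block). The adjusted camera p-values were 1.87e-17 and 5.45e-20, and 6.11e-05 and 2.44e-05 with an estimated correlation. KNG1, which encodes kininogen, had log2 changes of 4.16 and 4.71, FGF19, the intestinal bile acid hormone, 3.79 and 3.49, and the SLC51A subunit of the bile acid exporter OSTα/β 2.71 and 2.93. KNG1 rose by similar log2 changes with OCA in GFP cells, which hold only endogenous FXR, so its rise did not need ectopic FXRα2. Of 18 measured bile acid and organic anion transporters, 5 rose and 1 fell in RXRα cells (6 and 1 when adjusted over the list alone, 9 and 3 with the block) and 4 rose in control cells (6 and 3 over the list alone, 7 and 4 with the block). The adjusted camera p-values were 6.89e-05 and 0.00055, and with an estimated correlation the adjusted p was 0.000931 and 0.00285, or 0.0866 and 0.221 when the block was added to it. The 6 genes of Figure 2E, ABCB11, SLC51A, NR0B2, ASS1, G6PC1 and MPC1, rose in both lines. ASS1, which encodes argininosuccinate synthase of the urea cycle (chromosome 9, 130444961 to 130501274), rose from 40.0 ± 4.37 to 191.8 ± 13.6 TPM in RXRα cells (log2 change 2.24) and from 48.8 ± 6.26 to 150.2 ± 6.52 TPM in control cells (log2 change 1.61).
Of 11 measured cholangiocyte and progenitor markers, 4 fell in RXRα cells and 2 in control cells (6 fell and 1 rose, and 4 fell and 1 rose, when adjusted over the list alone). The adjusted camera p-values were 0.000996 and 0.0207, and 0.00572 and 0.0449 with an estimated correlation. Among them, CD24 changed by -0.89 and -0.70 and CLDN4 by -0.56 and -0.51 on the log2 scale. In control cells FMO5, a flavin-containing monooxygenase, fell from 71.4 ± 13.6 to 21.8 ± 4.10 TPM. The most negative log2 changes in RXRα cells belonged to short non-coding RNAs that few reads cover, such as MIR4724 (listed at 0 with OCA, 14.7 ± 0.698 TPM with DMSO) and 3 identical MIR6511A copies whose reads are uncertain.
In all, 1690 genes rose and 798 fell with OCA in RXRα cells (3097 and 3602 with the replicate block), and 1284 rose and 421 fell in control cells (2576 and 2759 with the block). Of the genes that rose, 993 were shared, against 68.3 for independent lists, 697 passed in RXRα cells only and 291 in control cells only (1961, 1136 and 615 with the block). These comparisons had no library in common. The difference in induction itself passed the test for 79 of the 697 genes and for 4 of the 291 genes, and had an unadjusted p under 0.05 for 306 and 75 of them.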

While most upregulated genes (833) were common to both RXRα and control cells, 564 and 218 genes were specifically induced in the presence or absence of RXRα overexpression, respectively. We proceeded to quantitatively evaluate the difference in fold-induction upon OCA stimulation resulting from RXRα overexpression per FXRα2 regulated gene (Figure 4D). A ranked gene list was generated based on the log2 change in induction by OCA, where positive numbers reflect increased induction, and negative numbers reflect decreased induction in RXRα overexpressing cells (Supplementary Data SD5). 

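For the 1981 genes that rose with OCA in either FXRα2 wt line, the log2 change in induction was recomputed as the induction in RXRα cells minus that in control cells, from the limma fit. Its median was 0.17, the middle part of the genes, from the 25th to the 75th percentile, lay between -0.16 and 0.59, and the extremes were -3.59 and 4.14. FABP3, a fatty acid binding protein, stood near the top with 3.86, and C15orf48, a small mitochondrial protein, near the bottom with -1.98. The paper's own scores in Supplementary Data SD5 include 1401 genes tested here, of which 1228 were among the 1981 genes. Over the 1401 genes, the values had a Pearson correlation of 0.877 and a Spearman correlation of 0.925 with the paper's scores, and 94.3% had the same sign. Genes are not independent replicates, so these correlations describe the lists and carry no p-value.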

For this analysis, only genes successfully quantified in all samples by RNA-seq mapping to identifiers present in the Human Ensembl Gene_ID MSigDB.v2023.1 chip in the GSEA software were considered. 

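Of the genes that rose with OCA in either FXRα2 wt line, most were induced more in RXRα cells than in control cells. Of the 1981 genes, 1256 (63.4%) had a positive log2 change in induction and 725 (36.6%) a negative value, with an SD of 7.86 percentage points over the 3 replicate pairs. Induction was at least doubled for 255 genes, GGT6, a γ-glutamyltransferase (log2 change 3.29), and TYROBP, an immune receptor adaptor (35.9 ± 3.67 TPM with OCA in RXRα cells and 1.805 ± 1.01 TPM in control cells), among them, and reduced to 0.5-fold or less for 61 genes, which is 3.08% (SD 3.17 percentage points). This share was 6.19% without OCA replicate 1 of the control cells, 5.31% with a pseudocount of 0.1 and 1.71% for the genes of SD5. The median expression of the 1256 genes with OCA was 20.4 TPM in RXRα cells and 11.8 TPM in control cells, and that of the 725 genes was 14.3 and 19.1 TPM. In the paper's own scores in SD5, 36.1% of the genes lay below 0 and 6.00% at or below -1. With only the 1284 genes that rose in control cells as the list, 56.3% lay below 0 and 4.75% at or below -1. The direction of the majority therefore depended on how the list was chosen. The lists were called on the same libraries that give the change in induction, so these shares do not show which direction prevails. For single genes, the change in induction passed the test for 102 genes above 0 and 5 below 0 over all genes tested (220 and 38 with the replicate block), and for 226 and 39 of the 1981 genes when adjusted over these genes alone (430 and 101 with the block). Leaving out OCA replicate 3 of the control cells moved the share below 0 to 26.1%.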

We found that most genes were enhanced by RXRα overexpression, however, around one quarter were inhibited to 0.5-fold or less. These results show a role for RXRα in FXRα2 target gene specificity transcriptome-wide, where upregulated FXRα2 target genes can be segregated into two groups: enhanced or inhibited by RXRα.

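FABP3 and PHOSPHO1 gained most induction in RXRα cells among FXRα2 targets of at least 5 TPM that changed alike in every replicate pair. FABP3 (chromosome 1 of GRCh38, 31365253 to 31376850) rose with OCA from 1.01 ± 0.0897 to 81.4 ± 12.4 TPM (SD, n = 3) in RXRα cells and from 2.09 ± 1.09 to 7.26 ± 0.509 TPM in control cells (standard error of the change in induction 0.408, adjusted p = 1.55e-05 from limma). PHOSPHO1, a phosphatase for phosphoethanolamine and phosphocholine (chromosome 17, 49223366 to 49230787), reached 45.9 ± 7.74 TPM with OCA in RXRα cells and 2.23 ± 0.692 TPM in control cells, a log2 change in induction of 3.65 (standard error 0.302, adjusted p = 3.59e-07). The induction of ABCB11 was larger by 1.43 (standard error 0.25, adjusted p = 0.00498), that of RET, a receptor tyrosine kinase, by 1.76 (adjusted p = 0.0100) and that of COL5A1, a collagen chain, by 1.02 (adjusted p = 0.0472). For ASS1 the value was 0.63 (adjusted p = 0.0867, or 0.00353 with the replicate block).
The 5 genes with a smaller induction in RXRα cells were MT4, C15orf48, MICA, a non-coding RNA that overlaps C15orf48, and GRK1, a rhodopsin kinase (log2 change in induction -1.60), named after its value was seen. MT4, a metallothionein, stood at 7.18 ± 3.28 TPM with OCA in control cells and 0.288 ± 0.498 TPM in RXRα cells and was listed at 0 with DMSO in control cells (adjusted p = 0.00169). C15orf48 (chromosome 15, 45430579 to 45448761) stood at 11.9 ± 0.237 and 2.25 ± 1.04 TPM (standard error of the change in induction 0.344, adjusted p = 0.00498). Its reads and those of the overlapping RNA may not be separable, since the paper does not state how strand was used in counting. MICA, a stress-induced ligand of the NKG2D receptor (chromosome 6, 31399784 to 31415315), rose with OCA from 38.5 ± 1.94 to 62.2 ± 4.84 TPM in control cells and went from 40.9 ± 2.50 to 39.2 ± 4.92 TPM in RXRα cells, a change in induction of -0.74 (standard error 0.152, adjusted p = 0.0238).
Of the 30 FXR target genes, 1 gained induction (2 when adjusted over the list alone), with an adjusted camera p of 0.365. Of 30 measured genes of integrins, laminins and focal adhesion, 1 gained induction (4 when adjusted over the list alone), with an adjusted camera p of 0.0406 and an adjusted p of 0.599 with an estimated correlation. The 6 genes of Figure 2E, which the study picked from related cells, had an adjusted camera p of 0.00979, and 0.118 with an estimated correlation. The median of 25 measured genes of cholesterol synthesis and uptake was -0.16, with an adjusted camera p of 0.0406 and an adjusted p of 0.974 with an estimated correlation. In simulated data with a change in induction of 1 on the log2 scale, 36.0% of the genes were called, with a change of -1, 50.0%, and with a change of 2, 92.0%. The simulated changes were set only in well expressed genes, with independent noise. Targets with induction at least doubled had a median of 0.623 TPM with DMSO in RXRα cells. The simulated shares may therefore overstate how many such targets can be called. From the genes with a larger and those with a smaller change in induction, the paper concludes that RXRα has a role in FXRα2 target gene specificity and that upregulated targets can be divided into an enhanced and an inhibited group.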

**Figure 4.**
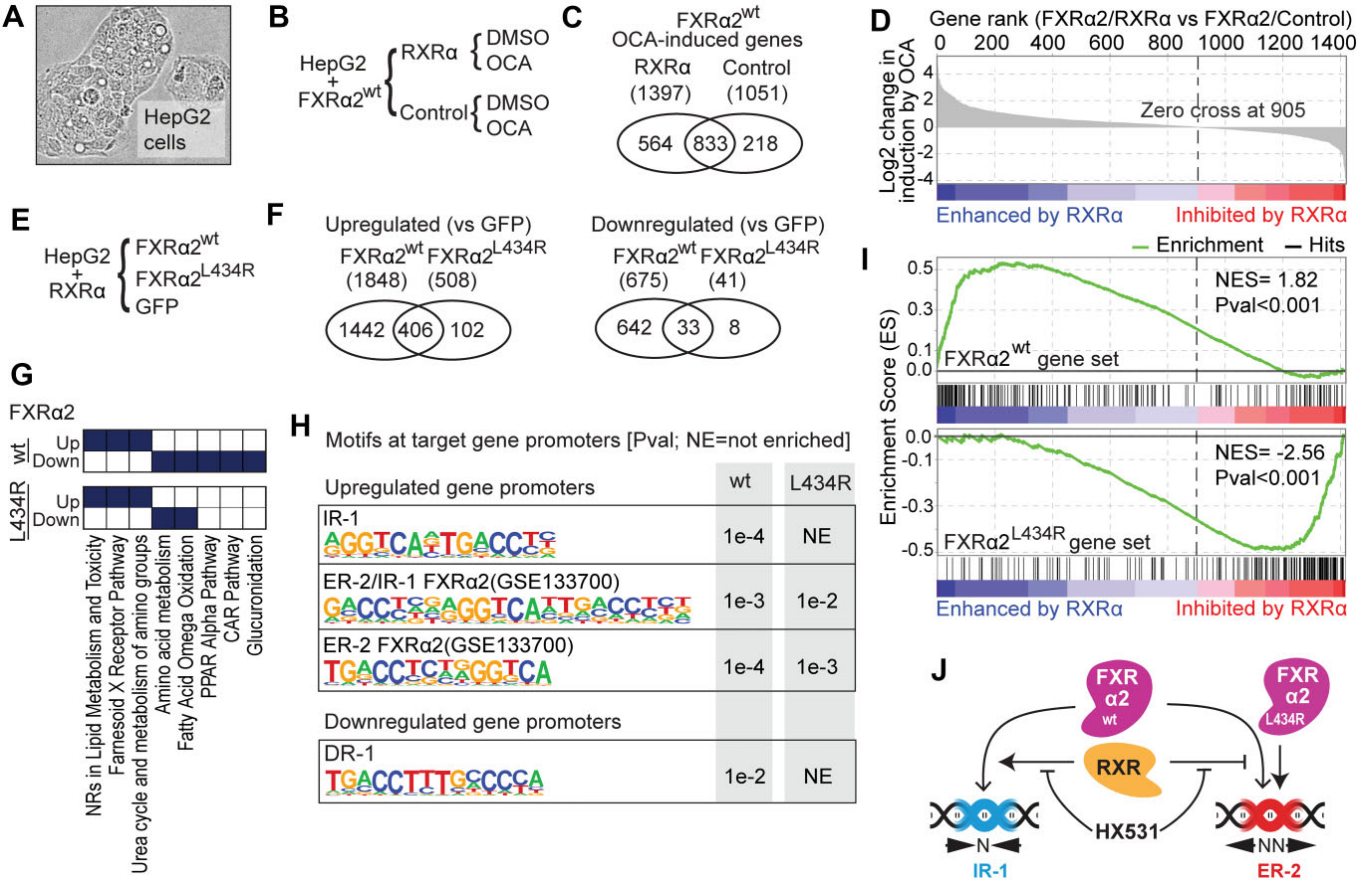
RXRα-independent effects of FXRα2 occur at ER-2-regulated genes transcriptome-wide. (**A**) Phase contrast image of HepG2 cells. (**B**) Overview of generated cell lines and workflow to analyze RXRα dependence of FXRα2 target genes. (**C**) Venn diagram representing the overlap of OCA-induced target genes with or without RXRα overexpression. Total number of genes upregulated per cell line is noted in parenthesis. (**D**) FXRα2 target genes, ranked by change in fold-induction upon RXRα overexpression. (**E**) Overview of generated cell lines to identify FXRα2^L434R^ target genes. (**F**) Venn diagrams representing DE genes between OCA-treated cells expressing FXRα2^wt^ or FXRα2^L434R^, in comparison to GFP. Total number of genes upregulated or downregulated per cell line are noted in parenthesis. (**G**) GO term analysis of upregulated and downregulated genes from panel (F). Terms with *P* < 0.01 are coloured in navy. (**H**) HOMER known-motif enrichment in FXRα2^wt^ or FXRα2^L434R^ target gene promoters. (**I**) GSEA Preranked on FXRα2 target genes, ranked by change in fold induction upon RXRα overexpression shown in panel (D), against gene sets containing the top 150 upregulated FXRα2^L434R^ or FXRα2^wt^ target genes. (**J**) Proposed model for RXR as a pivotal factor in DNA motif selectivity of FXRα2, enhancing IR-1 while inhibiting ER-2 responses.

Considering the ER-2 motif specificity and RXRα independence of FXRα2^L434R^, we proceeded to characterize its transcriptomic response to OCA treatment, in comparison to FXRα2^wt^. For this purpose, we used HepG2 cells overexpressing RXRα, and either FXRα2^wt^, FXRα2^L434R^ or GFP (Figure 4E). These cells were treated with OCA overnight and RNA sequencing was performed (Supplementary Figure S4B). 

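FXRα2 L434R carries a substitution in the ligand binding domain, and GFP cells carry the same inducible vector with GFP alone. These lines were sequenced with OCA and with DMSO in 3 libraries per group, together with the FXRα2 wt RXRα libraries. NR1H4 reached 149 ± 17.8 TPM (SD, n = 3) with OCA in FXRα2 L434R cells and 36.3 ± 3.10 TPM in GFP cells overexpressing RXRα, and with DMSO 169.7 ± 6.72 and 39.3 ± 5.88 TPM. The log2 difference from GFP cells with OCA was 2.00 for FXRα2 L434R (standard error 0.118, adjusted p = 2.31e-10 from limma) and 2.19 for FXRα2 wt (adjusted p = 5.93e-12). FXRα2 wt and FXRα2 L434R differed by 0.18 (adjusted p = 0.63). RXRA reached 64.2 ± 6.57 TPM in FXRα2 L434R and 61.5 ± 4.08 TPM in GFP cells with OCA, a log2 difference of 0.06 (adjusted p = 1.00). GFP cells with the control vector held 49.3 ± 6.11 TPM of NR1H4 and 26.3 ± 5.09 TPM of RXRA with OCA. The lowest, median and highest depth was 11.8, 13.7 and 14.5 M counted reads in FXRα2 L434R cells with OCA and 10.5, 12.6 and 14.5 M with DMSO, and in GFP cells overexpressing RXRα 11.7, 12.3 and 15.5 M with OCA and 12.3, 14.3 and 14.9 M with DMSO. Each comparison with GFP used the same 3 OCA-treated GFP libraries.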

We then assessed differences between OCA-treated FXRα2^wt^ and FXRα2^L434R^ compared to the GFP-expressing cell line. 

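Several genes that were near silent in GFP cells were expressed in OCA-treated FXRα2 wt cells. CHRM4, a muscarinic acetylcholine receptor, stood at 121 ± 16.0 TPM (SD, n = 3) against 0.736 ± 0.200 TPM, a log2 difference of 6.14 (standard error 0.224, adjusted p = 5.64e-15 from limma). ATP4B (log2 difference 7.82), FABP6 (6.90) and FADS6 (6.45), a fatty acid desaturase, were also among the 6 largest. In FXRα2 L434R cells the largest differences from GFP cells belonged to ATP4B (5.72), MIR147B (5.36), GAST (5.07), NUTM2F (4.75), TFCP2L1 (4.70) and TAL1 (4.70). MIR147B lies within C15orf48, so their reads may not be separable. TFCP2L1, a transcription factor, stood at 32.1 ± 13.0 TPM against 0.189 TPM in GFP cells. ABCB11 was higher than in GFP cells by 5.96 with FXRα2 wt and by 2.25 with FXRα2 L434R (adjusted p = 1.29e-08), and PDGFRB, a receptor for platelet-derived growth factor, reached 91.5 ± 8.57 TPM with FXRα2 L434R against 19.0 ± 4.23 TPM (adjusted p = 4.03e-07).
Among the genes lower than in GFP cells, HAMP, the iron hormone hepcidin, fell by 1.06 on the log2 scale with FXRα2 wt (adjusted p = 0.00483) and by 0.97 with FXRα2 L434R (adjusted p = 0.0344). ADH4, an alcohol dehydrogenase, fell by 0.86 and 0.91. The most negative values with FXRα2 wt belonged to short non-coding RNAs covered by few reads, such as MIR4724 (listed at 0, against 16.6 ± 2.09 TPM) and SNORD107 (-2.19), and with FXRα2 L434R to SNORA2A (-2.75) and the antisense RNA ACSL3-AS1 (-1.34).
With OCA, 1848 genes were higher and 744 lower in FXRα2 wt than in GFP cells (3394 and 3553 with the replicate block), and 512 were higher and 20 lower in FXRα2 L434R cells (1295 and 408 with the block). The ratios were 3.61 for higher and 37.2 for lower genes. The ratio of lower genes was 8.71 with the replicate block, 24.0 after rescaling each library by its median ratio, 12.1 among genes with a log2 difference of at least 1 and 4.83 when only the libraries compared were fitted, where the ratio of higher genes was 7.92. Leaving out FXRα2 L434R OCA replicate 2 moved the ratio of higher genes to 5.67 and that of lower genes to 93.5, and leaving out FXRα2 wt RXRα OCA replicate 3 moved that of lower genes to 11.7.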

FXRα2^wt^ activation resulted in 3.6-fold more upregulated genes, and 16.5-fold more downregulated genes compared to FXRα2^L434R^ (Figure 4F). However, most FXRα2^L434R^ driven changes (406 out of 508) were shared with FXRα2^wt^, in line with FXRα2^wt^ being able to activate from ER-2 sites as well. 

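Induction by the mutant fell mostly on genes that FXRα2 wt also raised. Of the 512 genes higher with FXRα2 L434R than with GFP, 409 (79.9%) were also higher with FXRα2 wt (974 shared with the replicate block), ABCB11, ASS1 and ATP4B among them, and 103 were not. Of the 20 genes lower with FXRα2 L434R, 17 were also lower with FXRα2 wt (313 shared with the block). ASS1 stood at 86.9 ± 1.61 TPM (SD, n = 3) with FXRα2 L434R, at 191.8 ± 13.6 TPM with FXRα2 wt and at 58.1 ± 6.81 TPM with GFP, and was higher than GFP by 0.58 (adjusted p = 0.00193 from limma) and 1.71 (adjusted p = 3.94e-11) on the log2 scale. Independent lists would share 29.8 higher and 0.5 lower genes. Unchanged groups simulated 50 times against the shared GFP libraries had 0 shared calls. With no gene changed, almost none can pass the adjusted threshold, so this count gives no baseline for the 409 shared genes. The covariance of the log2 differences was 0.155 against 0.0687 in these simulations. Their correlation was 0.596, to which the shared GFP libraries add, and no simulated correlation is given beside it. The 3 GFP libraries could not be split, so part of the excess may come from the shared controls. The comparison of OCA with DMSO in each line shares no library: 501 of the 687 genes that rose with OCA in FXRα2 L434R cells also rose in FXRα2 wt RXRα cells, against 36.5 for independent lists (1235 of 1750 against 170.5 with the replicate block).

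**Figure D1:**
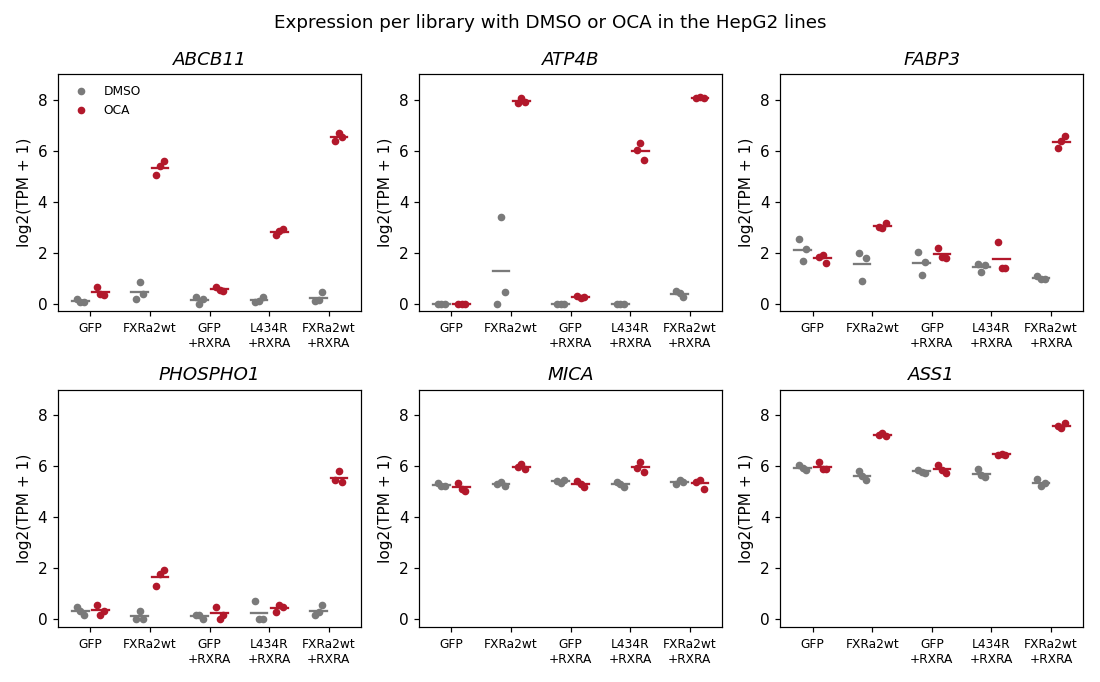
Expression of ABCB11, ATP4B, FABP3, PHOSPHO1, MICA and ASS1 as log2(TPM + 1) in each of the 3 libraries per HepG2 line with DMSO (grey) or OCA (red), with a bar at the mean of each group; "+RXRA" marks lines overexpressing RXRα. With OCA, ASS1 has a mean of 191.8 TPM in FXRα2 wt RXRα cells, 86.9 TPM in FXRα2 L434R RXRα cells and 58.1 TPM in GFP RXRα cells.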

We next performed GO term analysis on genes activated or repressed by FXRα2^wt^ or FXRα2^L434R^ as shown in Figure 4F, against the Molecular Signatures Database (Figure 4G and Supplementary Data SD6). Interestingly, terms depicting known FXR functions (e.g. lipid metabolism and ammonia detoxification) were enriched in both FXRα2^wt^ and FXRα2^L434R^ cell lines (33). On the other hand, pathways related to other RXR-heterodimerization partners CAR and PPARA were downregulated exclusively by FXRα2^wt^, raising the possibility that FXR may be competing with CAR and PPAR to heterodimerize with RXR upon treatment with OCA.

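BAAT, GATM, G6PC1, CREB3L3 and FGF19 were higher with both receptors. BAAT, which conjugates bile acids with amino acids, stood at 22.8 ± 7.96 TPM (SD, n = 3) with FXRα2 wt and 42.9 ± 16.6 TPM with FXRα2 L434R against 7.14 ± 2.94 TPM with GFP, log2 differences of 1.56 (adjusted p = 0.0387 from limma) and 2.42 (adjusted p = 0.00389). GATM, an enzyme of creatine synthesis, was higher by 2.13 and 2.21, G6PC1, the catalytic subunit of glucose-6-phosphatase, by 3.09 and 2.53, and CREB3L3, a liver transcription factor of lipid metabolism, by 1.81 and 2.08. FGF19 was higher by 2.61 and 1.34. ABCG5, a sterol exporter subunit, was higher with FXRα2 wt by 1.14 (adjusted p = 2.11e-05) and differed by 0.22 with FXRα2 L434R (adjusted p = 1.00), and the FXRα2 wt and FXRα2 L434R cells themselves differed by 0.91 (adjusted p = 0.000667).
Of the 30 FXR target genes, 6 were higher with FXRα2 wt and 5 with FXRα2 L434R (8 and 5 when adjusted over the list alone; with FXRα2 wt 16 higher and 1 lower with the replicate block). The adjusted camera p-values were 5.21e-07 and 0.00455, and 0.00817 and 0.237 with an estimated correlation. Of 18 measured genes of the urea cycle and ammonia detoxification, 3 were higher and 2 lower with FXRα2 wt, ASS1, ASL and GLUL higher and GLS and OAT lower, and 1 was higher and 1 lower with FXRα2 L434R, ASS1 and OAT. When adjusted over the list alone the counts were 3 and 3, and 1 and 1, and the adjusted camera p-values were 0.933 and 0.95. Of 26 measured apolipoproteins and genes of lipoprotein metabolism, 4 were higher with FXRα2 wt, APOA4 and CETP among them, and 1 with FXRα2 L434R, MTTP (4 higher and 1 lower, and 1 higher, when adjusted over the list alone). The adjusted camera p-values were 0.0976 and 0.574, and 0.0112 with FXRα2 wt and the block. Of 30 measured genes of amino acid catabolism, 2 were higher and 3 lower with FXRα2 wt and 1 was higher and 1 lower with FXRα2 L434R (3 and 3, and 1 and 3, when adjusted over the list alone), with adjusted camera p-values of 0.982 and 0.657.
The study's own genes of the enriched terms in Supplementary Data SD6 were chosen on these libraries, so their direction is not independent evidence. Of 12 such genes for FXRα2 wt, 11 were higher with FXRα2 wt (12 when adjusted over the list alone) and 6 with FXRα2 L434R. The remaining gene, NR1I3, which encodes CAR, had a log2 difference of 0.42 with FXRα2 wt (adjusted p = 0.0603, or 0.00436 with the block). The 6 genes for FXRα2 L434R, RARA, PPARD, NR1H4, BAAT, GATM and ASS1, were higher with both receptors, and NR1H4 among them is the overexpressed gene. Their adjusted camera p with FXRα2 L434R was 7.58e-27.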

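Genes of the UGT1A locus were lower in FXRα2 wt than in GFP cells with OCA, both overexpressing RXRα. They encode enzymes that glucuronidate bilirubin and drugs. UGT1A1 stood at 13.4 ± 3.07 TPM (SD, n = 3) with FXRα2 wt, 28.3 ± 3.19 TPM with FXRα2 L434R and 28.9 ± 8.60 TPM with GFP. Its log2 difference from GFP was -1.04 with FXRα2 wt (standard error 0.305, adjusted p = 0.0329 from limma) and 0.00 with FXRα2 L434R (adjusted p = 1.00). Of 7 measured UGT1A genes, 6 were lower with FXRα2 wt (7 when adjusted over the list alone), with an adjusted camera p of 2.47e-05 and an adjusted p of 0.213 with an estimated correlation. These genes share exons and their values had correlations of at least 0.992, so they count as about 1 observation. With OCA, the RXRα vector lines exceeded the control vector lines by a median log2 difference of 1.089 in GFP and 0.149 in FXRα2 wt cells. These values leave little difference between FXRα2 wt and GFP cells that carry the control vector. In replicate pair 1, OCA changed the locus by -0.125 in FXRα2 wt RXRα cells and by -0.271 in GFP RXRα cells. FXRα2 wt and FXRα2 L434R cells differed by -1.07 for UGT1A7 (adjusted p = 0.0341) and by -1.04 for UGT1A1 (adjusted p = 0.0605, the test of the difference itself, or 8.66e-05 with the replicate block).
Of 15 measured CAR and PXR targets, UGT1A1 was the 1 gene lower with FXRα2 wt, and 14 did not pass the test (with the replicate block 7 were higher and 2 lower). The adjusted camera p was 0.101 in the upward direction, or 0.00606 with the block and 0.121 with an estimated correlation beside the block. Of 26 measured PPARA targets and genes of fatty acid oxidation, 3 were higher and 2 lower with FXRα2 wt (3 and 4 when adjusted over the list alone, 6 and 10 with the block), with an adjusted camera p of 0.703. CREB3L3 and the carnitine carrier SLC25A20 (log2 difference 1.25, adjusted p = 0.0395) were among the higher genes. CPT1A, the rate-limiting enzyme of mitochondrial fatty acid import, was lower by -0.71 (adjusted p = 0.037) and VNN1, a pantetheinase, by -1.41 (adjusted p = 0.0205). With FXRα2 L434R, CPT1A differed from GFP by -0.01 (adjusted p = 1.00) and VNN1 by -0.81 (adjusted p = 0.633), and CPT1A differed between FXRα2 wt and FXRα2 L434R by -0.70 (adjusted p = 0.0712, or 0.0135 with the block).
Of 19 measured genes that SD6 lists for terms lower with FXRα2 wt, 17 were lower with FXRα2 wt (19 when adjusted over the list alone) and 2 with FXRα2 L434R (4 over the list alone), ADH4 and OAT. These genes were chosen by the study on the same libraries, and 5 of them were lower with FXRα2 wt than with FXRα2 L434R in the direct test (14 when adjusted over the list alone). The 19 genes include the 7 measured UGT1A genes, which count as about 1 observation. The tallies of 17 and 19 therefore count that locus several times. The genes that did not pass with FXRα2 wt were UGT1A6, with a log2 difference of -0.90 (adjusted p = 0.063, or 0.000239 with the block), and SLC27A1, a fatty acid transporter, with -0.49 (adjusted p = 0.0838, or 0.0282 with the block). Of the 3 SD6 genes for terms lower with FXRα2 L434R, ADH4 and OAT passed the test and HAL, histidine ammonia-lyase, did not (log2 difference -0.92, adjusted p = 0.0953, or 0.00329 with the block). All 3 were lower with FXRα2 wt too.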

To confirm the link between DNA motif selectivity and RXR-independent FXRα2 functions, we tested for motif enrichment at the promoters of FXRα2^wt^ or FXRα2^L434R^ target genes (Figure 4H and Supplementary Data SD7) (33). 

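Promoters from 300 bp upstream to 50 bp downstream of the transcription start were scanned for the paper's matrices for ER-2, IR-1 and ER-2/IR-1 (Supplementary Data SD3) at their stated thresholds. Of 1840 promoters of genes higher in OCA-treated FXRα2 wt than in GFP cells, 11.4% held an ER-2 match (exact 95% interval 9.94 to 12.9), against 6.55% of the other tested genes. An IR-1 match was present in 9.51% (8.21 to 10.9) against 5.38%, and an ER-2/IR-1 match in 7.45% (6.29 to 8.74) against 3.48%. The odds ratios were 1.83 for ER-2 (adjusted p = 1.61e-12, 2-sided Fisher's exact test), 1.85 for IR-1 (adjusted p = 3.06e-11) and 2.23 for ER-2/IR-1 (adjusted p = 8.38e-14), adjusted over 16 tests. The upregulated genes' promoters had a median GC content of 0.601, against 0.541 over all tested genes. Within deciles of GC content, the odds ratio was 1.63 for ER-2 and 1.67 for IR-1. A match to a DR-1 consensus, AGGTCAAAGGTCA with at most 2 mismatches, was present in 1.90% against 1.09% (odds ratio 1.76, adjusted p = 0.00941). This call was lost without GFP RXRα OCA replicate 1 and with only protein-coding genes, chosen after seeing the data (odds ratio 1.61, adjusted p = 0.0575).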

The ER-2 and IR-1 motifs were the highest enriched amongst promoter regions of FXRα2^wt^ upregulated genes, followed by the ER-2/IR-1 overlapping motif. 

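Genes lower in OCA-treated FXRα2 wt than in GFP cells had 741 scanned promoters. A DR-1 consensus match was present in 0.675% of them (exact 95% interval 0.219 to 1.57) against 1.15% of the other tested genes, an odds ratio of 0.59 (adjusted p = 0.467, Fisher's exact test over 16 tests). The paper's DR-1 matrix was not used here, and a consensus with few mismatches misses weaker sites that a matrix finds. ER-2 matches were present in 5.94% against 6.85% (adjusted p = 0.501), ER-2/IR-1 matches in 2.97% against 3.73% (adjusted p = 0.473) and IR-1 matches in 4.18% against 5.66% (odds ratio 0.73, adjusted p = 0.16). With genes called with the replicate block, the odds ratio of IR-1 was 0.73 (adjusted p = 0.000633), but it was 1.48 (adjusted p = 0.526) when only the libraries compared were fitted and 1.06 (adjusted p = 1.00) for genes with a log2 difference of at least 1. With only protein-coding genes, chosen after seeing the data, the ER-2 odds ratio was 0.64 (adjusted p = 0.0207).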

The DR-1 motif was the only motif enriched in FXRα2^wt^ downregulated genes, which is the canonical binding site of numerous RXR homo- and heterodimers, hinting at competition with other NRs for RXR (34). On the other hand, promoter regions of FXRα2^L434R^ upregulated genes were enriched for the ER-2 and ER-2/IR-1, but not for the IR-1 motif, confirming the motif preference for ER-2 in the absence of FXR:RXR heterodimerization genome-wide.

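The 511 scanned promoters of genes higher in OCA-treated FXRα2 L434R than in GFP cells held an ER-2 match in 12.1% of cases (exact 95% interval 9.43 to 15.3), against 6.74% of the other tested genes. The odds ratio of ER-2 was 1.91 (adjusted p = 4.72e-05, Fisher's exact test over 16 tests), or 1.66 (adjusted p = 0.265) when only the libraries compared were fitted. An ER-2/IR-1 match was present in 6.26% (4.32 to 8.73) against 3.67%, an odds ratio of 1.76 (adjusted p = 0.0113), or 1.48 (adjusted p = 0.0713) within deciles of GC content. An IR-1 match was present in 7.63% (5.48 to 10.3) against 5.59%, an odds ratio of 1.40 (adjusted p = 0.105). The IR-1 enrichment passed the threshold in some other settings, with an odds ratio of 1.32 (adjusted p = 0.032) for genes called with the replicate block, 1.86 (adjusted p = 0.00426) for genes with a log2 difference of at least 1 and 2.43 (adjusted p = 0.0216) when only the libraries compared were fitted. It did not pass for promoters from 1000 bp upstream to 100 bp downstream (1.26, adjusted p = 0.0846). Within deciles of GC content (Mantel-Haenszel test), the odds ratio was 1.25 for IR-1 (adjusted p = 0.276) and 1.69 for ER-2 (adjusted p = 0.000448). DR-1 consensus matches were present in 2.54% against 1.11%, an odds ratio of 2.32 (adjusted p = 0.0202), which was 1.31 (adjusted p = 0.304) with the block, 2.43 (adjusted p = 0.265) when only the libraries compared were fitted and 1.31 (adjusted p = 0.395) for promoters from 1000 bp upstream to 100 bp downstream. Of the 20 promoters of genes lower with FXRα2 L434R, 1 held an ER-2 match.

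**Figure D2:**
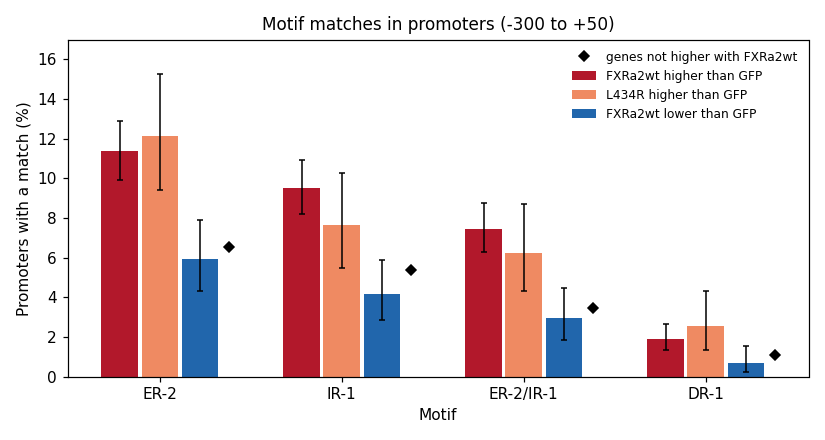
Percent of promoters (300 bp upstream to 50 bp downstream) with at least 1 match of each motif, for genes higher with FXRα2 wt (red), higher with FXRα2 L434R (orange) and lower with FXRα2 wt (blue) than with GFP after OCA; error bars are exact 95% intervals and diamonds give the genes not higher with FXRα2 wt. ER-2 matches lie at 11.4%, 12.1% and 5.94%, and at 6.55% for the diamond.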

Next, we evaluated the relationship between RXRα-dependency of FXRα2^wt^ target genes and FXRα2^L434R^ targets. We performed GSEAPreranked (21,22) against the list of FXRα2 targets ranked on the changes in induction by OCA upon RXRα overexpression (Figure 4D). To compare, we generated gene sets derived from the 150 most induced genes in the FXRα2^L434R^ or FXRα2^wt^ overexpressing HepG2-RXRα cell lines compared to the GFP-expressing cell line (GSE261662). We observed that genes enhanced by RXRα were enriched for the FXRα2^wt^ gene set, while genes inhibited by RXRα were enriched for the FXRα2^L434R^ gene set (Figure 4I). This shows that FXRα2:RXRα heterodimerization acts as a molecular switch in FXR-driven transcription, promoting activation at IR-1 sites while preventing or inhibiting activation from ER-2 sites. 

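Genes of the FXRα2 wt set lay mostly among those with larger induction in RXRα cells, and genes of the FXRα2 L434R set among those with smaller induction. Of the 150 genes highest above GFP with FXRα2 wt, 147 were in the ranked list of 1981 genes, 77.6% of them had a positive change in induction and their median was 0.68. Of the 150 genes highest above GFP with FXRα2 L434R, 138 were ranked, 33.3% had a positive change and their median was -0.28. The sets had 66 genes in common. The normalized enrichment score from fgsea was 2.02 for the FXRα2 wt set (SD 0.0576 over the 3 replicate pairs), and none of 9864 permutations with a positive score was as large (permutation p = 0.000101, the smallest these permutations can give). For the FXRα2 L434R set it was -2.73 (SD 0.423), and none of 161 permutations with a negative score was as large (permutation p = 0.00617, again the smallest possible). The FXRα2 wt RXRα libraries with OCA entered both the ranking and the FXRα2 wt set. In 100 simulations with no change in induction, the score of the FXRα2 wt set averaged 1.26 and reached 1.81. That of the FXRα2 L434R set averaged 0.06 and went down to -1.40. The main FXRα2 wt score exceeded every simulated score, but this did not hold in every setting. With only the groups compared it was 1.63, and the other settings that kept all libraries gave 1.88 to 2.22. Without FXRα2 wt control DMSO replicate 2, the score also lay just below the highest simulated score. No simulated scores are given for these other settings. With the 300 highest genes, the score of the FXRα2 L434R set was -2.91 (permutation p = 0.0833). Leaving out control OCA replicate 3 moved it to -2.27 (permutation p = 0.0556), no longer past the threshold. Few permutations had a negative score, which limits how small these p-values can be. They do not by themselves show a weaker enrichment.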

In summary, we show that while RXRα enhances a subset of FXRα2 target genes, it also inhibits another subset of genes. These inhibited genes represent around 30% of FXRα2 targets, are enriched for ER-2 motifs, are activated by FXRα2^L434R^, and are involved in lipid and amino acid metabolism. 

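The 725 targets with smaller induction in RXRα cells were induced in FXRα2 L434R cells more often than the other targets. OCA raised 360 of them (49.7%) in FXRα2 L434R cells, against 234 (18.6%) of the 1256 targets with larger induction, an odds ratio of 4.30 (95% interval 3.50 to 5.31, p = 8.57e-47, Fisher's exact test). Fisher's exact test takes genes as independent, which they are not, so its interval and p describe the list and not the spread between libraries. The median log2 induction of the 725 targets was 0.78 in FXRα2 L434R cells, 1.19 in FXRα2 wt control cells, 0.78 in FXRα2 wt RXRα cells and 0.00 in GFP cells overexpressing RXRα. For the 1256 other targets these medians were 0.34, 0.63, 1.24 and 0.03. COMP, a matrix protein of cartilage, was such a target, with a change in induction of -1.39 (adjusted p = 1.00 from limma, or 0.0981 with the replicate block) and 30.4 ± 12.8 TPM (SD, n = 3) with OCA in FXRα2 L434R cells against 1.30 ± 0.449 TPM with DMSO, a log2 change of 3.71. BAAT had a change in induction of -0.96 (adjusted p = 1.00) and rose in FXRα2 L434R cells by 1.77 (adjusted p = 0.0448). Of the 61 targets reduced to 0.5-fold or less, 30 rose in FXRα2 L434R cells, and of the 255 at least doubled, 16 did.
Of the 725 targets below 0, 723 had passed the test in control cells, whereas the 697 targets that passed in RXRα cells only lay mostly above 0, so the choice of targets entered this contrast. Among the 1284 targets that rose in control cells, 360 of 723 below 0 (49.8%) and 209 of 561 above 0 (37.3%) rose in FXRα2 L434R cells, an odds ratio of 1.67 (1.33 to 2.10, p = 7.59e-06, Fisher's exact test). An ER-2 match was present in 11.5% of the promoters of targets below 0 and in 10.7% of those above 0, an odds ratio of 1.08 (p = 0.654, Fisher's exact test). Against the other tested genes, the odds ratio of ER-2 was 1.801 (p = 3.23e-06, Fisher's exact test) for targets below 0 and 1.69 (p = 1.59e-07) for targets above 0. An IR-1 match was present in 7.61% and 10.0%, an odds ratio of 0.74 (Fisher's exact p = 0.0748, adjusted p = 0.299 over 4 motifs). These comparisons between targets below and above 0 were chosen after seeing the data. Most targets did not pass the test of the change in induction, so sorting by sign mixes in genes with little change. A small motif contrast between the groups therefore cannot decide whether inhibited targets differ in ER-2 sites.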

All in all, our results demonstrate that FXRα2 activating transcription from ER-2 sites is inhibited by RXRα heterodimerization but specifically maintained by the RXR-independent FXRα2^L434R^ at the transcriptomic level (Figure 4J).

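The direct comparison of the receptors in OCA-treated RXRα cells found ABCB11, VDR, SLC10A1 and ASS1 higher with FXRα2 wt and PDGFRB and PROM1 higher with FXRα2 L434R. ABCB11 was higher with FXRα2 wt than with FXRα2 L434R by 3.71 on the log2 scale (adjusted p = 1.24e-12 from limma), VDR, the vitamin D receptor, by 1.28 (adjusted p = 0.000257), SLC10A1, the bile acid uptake transporter NTCP, by 1.92 (adjusted p = 1.77e-05) and ASS1 by 1.13 (adjusted p = 8.87e-08). PDGFRB was lower with FXRα2 wt than with FXRα2 L434R by -1.86 (adjusted p = 2.76e-06) and PROM1, a progenitor marker, by -1.53 (adjusted p = 0.000505). In all, 921 genes were higher and 244 lower with FXRα2 wt than with FXRα2 L434R (2184 and 2201 with the replicate block). The induction by OCA differed for 358 genes, larger with FXRα2 wt for 320 and smaller for 38 (686 and 422 with the block). From the ER-2 preference at promoters of FXRα2 L434R targets and the enrichment of these targets among genes inhibited by RXRα, the paper concludes that heterodimerization with RXRα acts as a switch that promotes activation at IR-1 sites and inhibits activation from ER-2 sites, which FXRα2 L434R maintains. The paper also draws on its DNA binding and reporter assays, the RXR antagonist HX531, interaction assays of FXRα2 L434R with RXRα and ChIP-seq of mouse liver.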

## Discussion

We characterized RXR as a major regulator in the differential binding of FXRα2 to the canonical IR-1 and non-canonical ER-2 DNA motifs in liver cells. We discovered that RXR is not involved in FXRα2 binding to ER-2 motifs. Moreover, FXRα2:RXR heterodimerization even inhibits FXRα2 binding to the non-canonical ER-2 motifs.

Recently, Jiang *et al.* showed, using recombinant FXR and RXRα DBDs in an EMSA setting, that the FXR:RXR heterodimer preferably binds to IR-1 or IR-0, while FXR alone binds to IR-0, DR-1 and ER-2 motifs (35). Based on the electrophoretic mobility shift of the FXRα2:IR1 and the FXRα2:ER2 showing complexes comparable in migration distance, we speculate that ER-2 may be bound by an FXRα2 homodimer, akin to the other NRs bound to DNA (36). However, further studies are needed to elucidate the precise full length FXRα2 complex at the different motifs. Our results suggest that the FXRα2:RXR heterodimer binding to IR-1 is favoured over FXRα2 binding to ER-2 motifs (Supplementary Figure S1I). Therefore, in the presence of available RXR, the FXRα2 pool suitable for ER-2 binding would be reduced, leading to a reduction in the activation of these genes (Figures 2A and 4D). Interestingly, while FXRα2 binding to ER-2 motifs is reduced by RXRα co-expression, we and others have found that RXRα induces a higher molecular weight complex at ER-2/IR-1 overlapping motifs, specific for FXRα2 (Supplementary Figure S1J and K) (27). Moreover, FXRα2 retained most of its transactivation capacity in the presence of RXRα using a luciferase reporter containing an ER-2/IR-1 overlapping motif (Supplementary Figure S4C). This suggests that the ER-2/IR-1 overlapping motif is bound by FXRα2 and activated as either ER-2 or IR-1, said otherwise, activated in the presence or absence of RXR without its inhibiting effects. However, the effects of the modulation of FXR:RXR heterodimerization in DNA binding selectivity *in vivo* remains to be elucidated.

In a physiological context, FXR isoform expression in the mouse liver was shown to be regulated through bioenergetic cues, and FXRα2 expression was induced by exercise or fasting (37). Yang *et al.* showed that RXRα expression in the mouse liver follows a rhythmic expression pattern according to feeding times with the lowest RXRα expression during fasting (38). The ER-2-regulated gene program would drive improved lipid clearance, increase ammonia production, and block lipogenesis (33). As activation of such a gene program is likely to be beneficial to combat metabolic diseases, we tentatively propose that this window of low RXR and high FXRα2 expression during fasting may be exploited to enhance gene activation through FXRα2 binding ER-2 DNA binding motifs. On top of that, increased RXR-independent FXRα2 actions may allow for reduced competition with other NRs, such as PPARs, for RXR. Kemper *et al.* showed that constitutive FXR acetylation upon obesity results in reduced FXR:RXRα heterodimerization, DNA binding and transactivation function (39). Whether this reduction in DNA binding and transactivation capacity also affects ER-2 target genes remains unknown.

In a previous study, we determined that 89% of all FXR binding sites in liver organoids were bound exclusively by FXRα2 or FXRα4, and not by FXRα1 or FXRα3, and were enriched for the ER-2 motif (5). A recent report by Zummo *et al.* (40) showed by single-cell RNA-seq that, in the mouse liver, hepatocytes express mostly *Fxrα3* and *Fxrα4*. Here, we show that selective activation from the DNA motifs by FXRα2 and FXRα4 is influenced by RXR in the same way (Supplementary Figure S2B and C), demonstrating that this FXR isoform-specific mechanism should also be of relevance in mouse hepatocytes.

An interesting point is that inhibiting FXRα2:RXRα heterodimerization, via either a mutation in the LBD or ligands, have a strong impact on DNA motif selectivity of FXRα2. This supports the notion of full-length allosterism, modelled for other type II NRs including PPARG and LXRB (41), but so far not functionally shown for full length NRs. This also raises the possibility that small molecule allosteric modulators of FXR (42) may be designed to hinder heterodimerization with RXR, to boost its ER-2 response. Our findings regarding the effect of the L434R mutation in FXRα2 may be relevant for the transcriptional response of other type II NR. Zhang *et al.* (31) and Weikum *et al.* (43) systematically analysed the structure of published RXRα heterodimers showing that helix 10/11 is structurally highly conserved. We further analysed the primary sequences of RXR heterodimerization partners using the multi-aligner Clustal Omega (44). Interestingly, FXRα2_L434 is conserved in several type II NRs, including PPARG, PPARA, PPARD, LXRA, LXRB, RARA, RXRA, RXRB, THRA, THRB and CAR (Supplementary Data SD8). The role of this residue in the dimerization with RXR may also be conserved among other type II NRs, which would compete with FXRα2^wt^, but not FXRα2^L434R^, for heterodimerization with RXR. This would be supported by the higher number of downregulated genes possessing a DR-1 motif at their promoter region in FXRα2^wt^, in contrast to FXRα2^L434R^ (Figure 4F). From the NR we analysed, RARA has also been shown to function as a homo- and heterodimer with RXR (45). However, to our knowledge, the RAR:RAR, RXR:RXR, and RAR:RXR dimers bind to the same array of DR REs (45–47). The mechanism we describe is FXR isoform-specific and relies on alternative selective use of REs by FXRα2/4, where binding to ER-2 motifs is enhanced in the absence of RXRα. It is plausible that more type II NRs may also be capable of RXRα-independent DNA binding at alternative REs.

In conclusion, we discovered that RXR is not required for FXRα2 activation from the non-canonical ER-2 motifs, thereby refuting the current dogma of FXR being an obligate heterodimer partner of RXR. Modulation of FXR isoform expression or heterodimerization capacities, regulated by circadian and bioenergetic cues, represent promising features to exploit in the optimization of FXR agonism in the treatment of metabolic diseases.

## Supplementary Material

gkae1214_Supplemental_Files

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (24) partner repository with the dataset identifier PXD047930. ChIP-seq and RNA-seq data generated in this study are publicly available at the gene expression omnibus (25) under accession numbers GSE73624 and GSE261662. Previously published RNA-seq reads from HepG2 or human liver biopsies were accessed from GSE133659 (5) and GSE77509 (26) respectively, and re-analysed as described in the RNA-seq analysis section. Raw data derived from NAPing assay can be found in Supplementary Data File SD9.

# Supplementary material for: The farnesoid X receptor activates transcription independently of RXR at non-canonical response elements
**Source:** Nucleic Acids Res. 2024 Dec 9;53(4):gkae1214. doi: 10.1093/nar/gkae1214
**Supplement:** gkae1214_Supplemental_Files

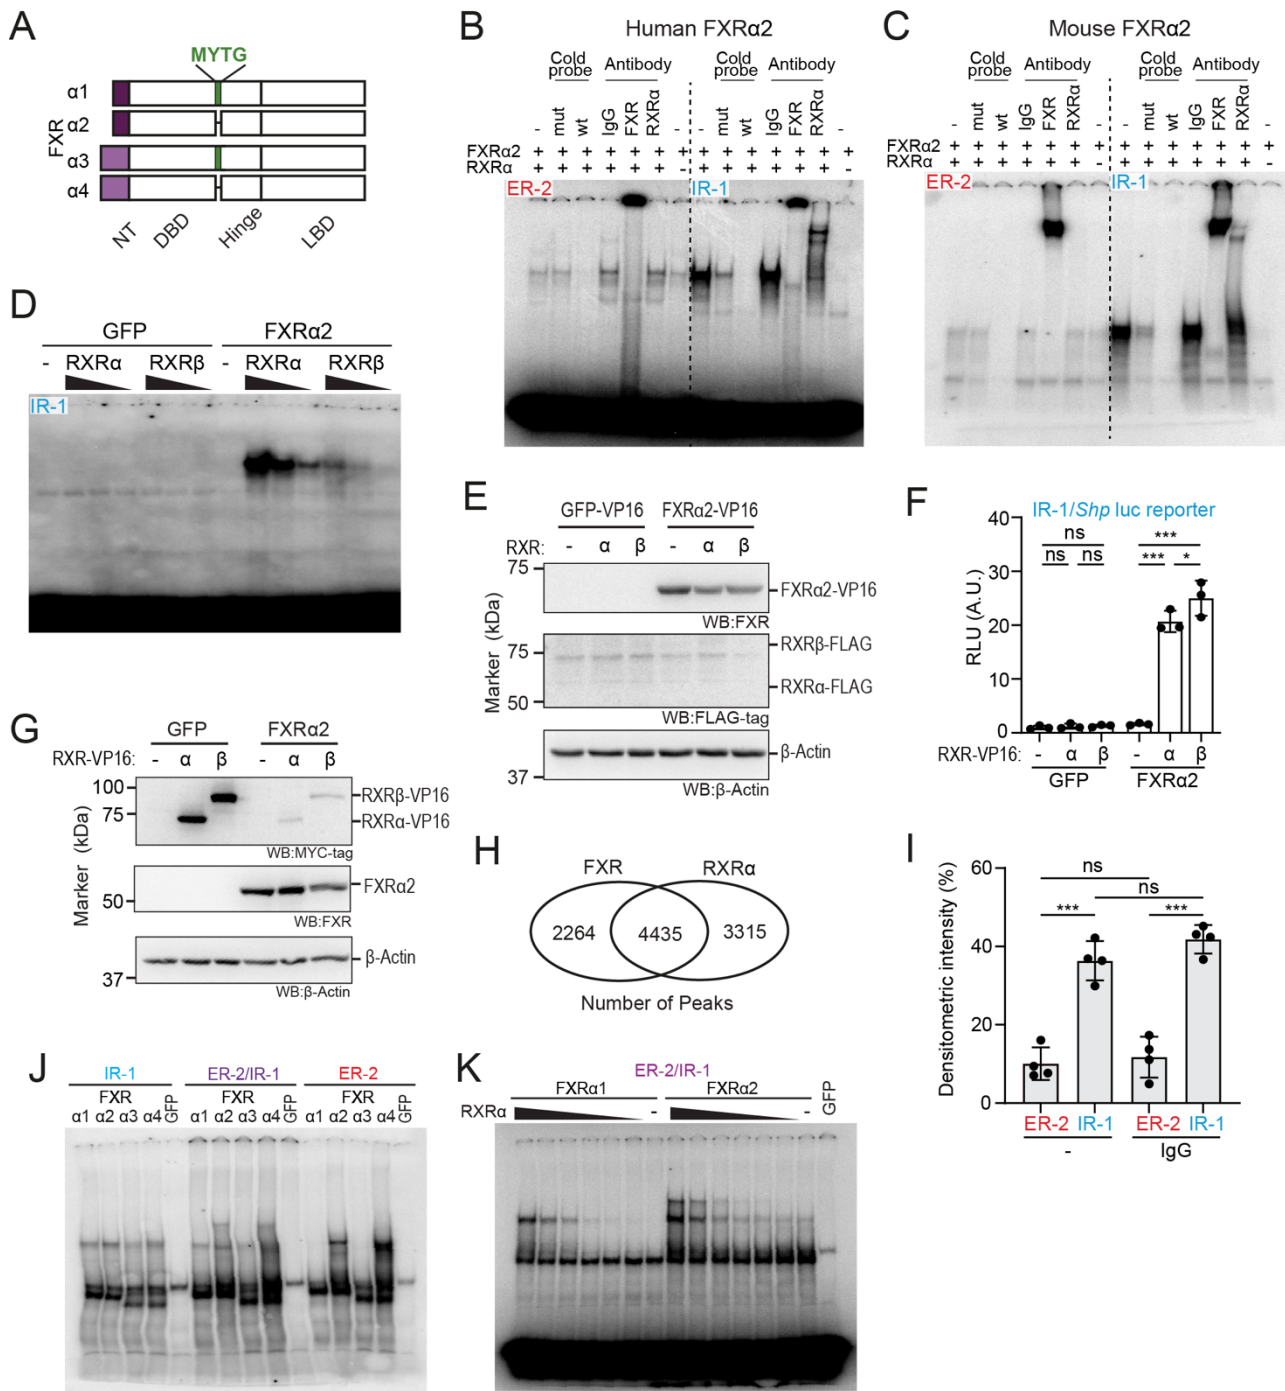

Figure S1. A) FXR isoforms. Annotated are the amino terminal domain (NT), the DNA binding domain (DBD), the MYTG insertion, the Hinge domain, and the ligand binding domain (LBD). Not on scale. B/C) EMSA and super shift assay for FXR and RXRα using human (B) or mouse (C) FXRa2 on ER-2 or IR-1 probes. D) EMSA assay using the IR-1 probe and a titration of RXR paralogs in the presence or absence of FXRa2. E) Protein expression of FXRa2-VP16 and RXR paralogs from a representative luciferase reporter assay shown in figure 1E. F) Luciferase reporter assay on IR-1 reporter in HEK293T of RXR paralogs fused to VP16 in the presence or absence of FXRa2. N=4, Two-way ANOVA/Tuckey. G) Protein expression of RXR paralogs-VP16 fusions (containing myc-tag, as described in materials and methods) and FXRa2 from a representative luciferase reporter assay of panel S1D. H) Overlap of FXR and RXRα peaks in mouse liver. I) Densitometric quantification of FXR binding to ER-2 or IR-1 probes in the presence or absence of IgG. N=4, Two-way ANOVA/Tuckey. J) EMSA assay for human FXR isoforms in the ER-2/IR-1 motif series

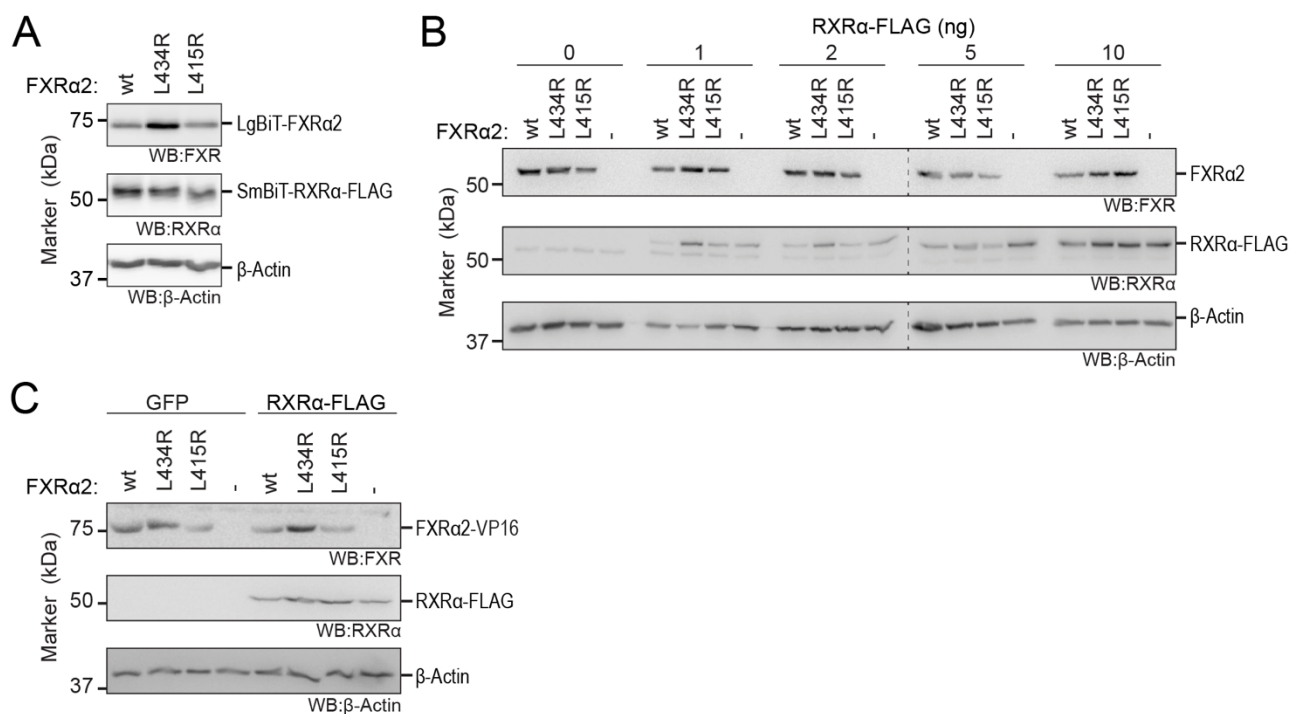

Figure S3. A) Protein expression of LgBiT- fused FXRα2 wt and heterodimerization deficient mutants, and SmBiT-RXRα expression from a representative split-luciferase assay depicted in figure 3C. B) Representative western blot control for FXRα2 wt and heterodimerization-deficient mutants, and RXRα for the luciferase reporter assay depicted in figure 3E. C) Representative Western blot control for FXRα2 wt and heterodimerization-deficient mutants fused to VP16, and RXRα for the luciferase reporter assay from figure 3F.

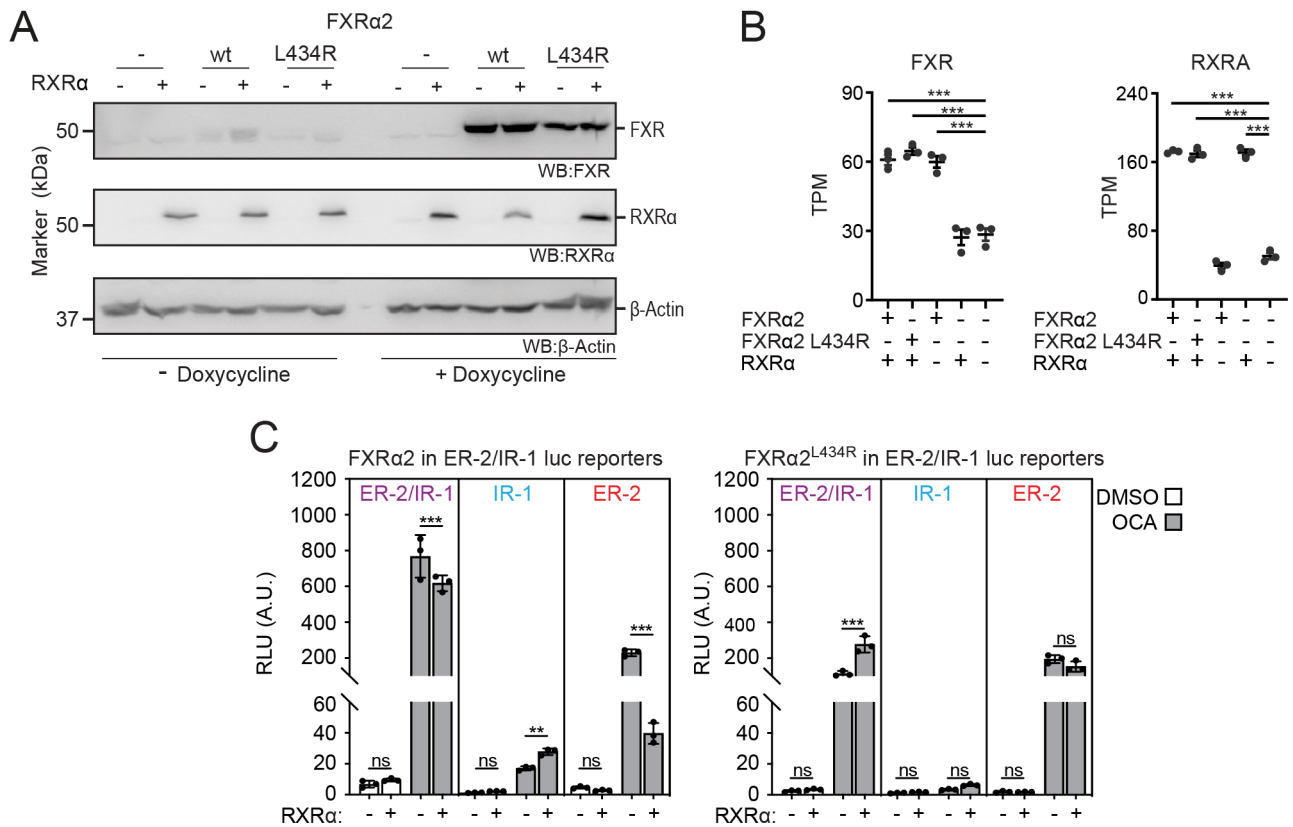

Figure S4. A) Western blot control for FXR and RXRα expression after doxycycline induction in HepG2 cell lines depicted in figure 4B and 4E. B) Expression of FXR and RXRα after doxycycline induction in HepG2 cell lines depicted in figure 4B and 4E by RNA-seq. N=3, One way ANOVA / Tukey. C) Effect of RXRα in FXRα2 wt or L434R activity at the ER-2/IR-1 motif series sequences upon treatment with OCA by luciferase reporter assay in HEK293T. N=3, two way ANOVA/Tukey. *** p<0.001, ns=not significant.

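RXRB was expressed alongside RXRA in every line. RXRB stood at 68.4 ± 9.96 TPM (SD, n = 3) with OCA and 53.8 ± 2.75 TPM with DMSO in FXRα2 wt RXRα cells, a log2 change of 0.33 (adjusted p = 0.0505 from limma, or 0.00381 with the replicate block), and at 52.5 ± 6.76 TPM with OCA in GFP cells overexpressing RXRα. The mean of RXRG was below 1 TPM in each of the 10 groups, with single libraries up to 1.176 TPM. OCA changed NR1H4 by -0.03 in FXRα2 wt RXRα cells (adjusted p = 0.977) and by -0.19 in FXRα2 L434R cells (adjusted p = 0.772), and RXRA by 0.03 (adjusted p = 0.992) and -0.01 (adjusted p = 1.00). RXRA was higher with the RXRα vector than with the control vector in GFP cells by 1.21 with OCA (adjusted p = 0.000372) and by 1.06 with DMSO (adjusted p = 0.0015), and with OCA the adjusted p was 0.303 when only the libraries compared were fitted.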

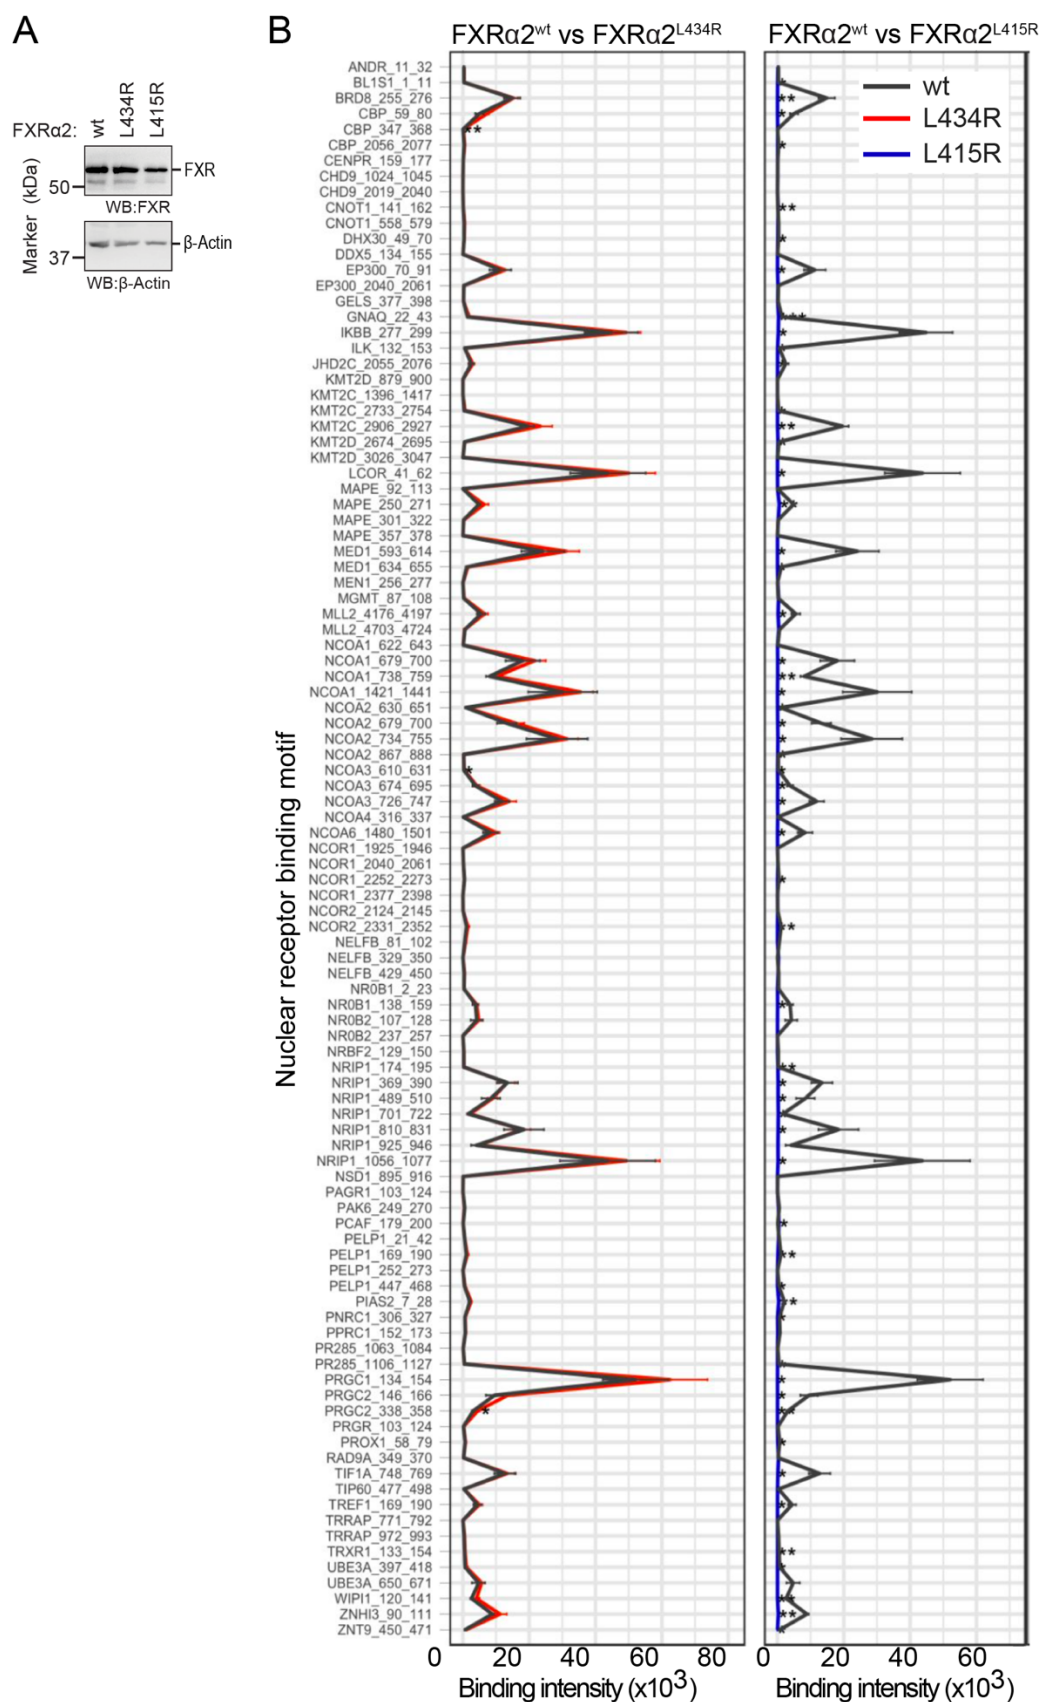

Figure S5. A) Western blot control for FXR expression in transfected HEK293T cells used for the NAPing assay. Only FXRα2 wt, L434R and L415R were used. B) NAPing assay on FXRα2 wt and heterodimerization-deficient mutants expressed in Hek293T cells in the presence of OCA. N=3, t-test, mean binding +/- SEM is plotted. * $p < 0.05$, ** $p < 0.01$.

Table S1. Primers used for mutagenesis of FXR α 2

Name	Sequence
FXR α 2-L434R(T1301G)_Fw	CAGTCAGGCGACCCCGGAGACAGGCAAAG
FXR α 2-L434R(T1301G)_Rv	CTTTGCCTGTCTCCGGGGTCGCCTGACTG
FXR α 2-L415R(T1244G)_Fw	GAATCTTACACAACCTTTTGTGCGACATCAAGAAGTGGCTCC
FXR α 2-L415R(T1244G)_Rv	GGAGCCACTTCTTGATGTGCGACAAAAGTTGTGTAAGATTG

Table S2. Sequences cloned in pGL3 luciferase reporter vectors and their coordinates (mm10)

ID	Chr	Start	End	Sequence	Motif
Ass1	chr2	31464813	31464836	GGTCTGGCCTGGAGGTCATTCT	ER-2
Mpc1	chr17	8284413	8284436	CAAGTGACCGAGCGGACAGCGC	ER-2
Osgin1	chr8	119437022	119437042	ACAAGTTTCAATCACCCAGGG	IR-1
Shp_pro	chr4	133553064	133553085	ACTGGGTAAATGACCCCTGTT	IR-1
Shp_enh	chr4	133557505	133557529	CAGGGTGACTGACCTGAAGGGTGAG	ER-2/IR-1
	chr2	31464813	31464836	CAGGGacACTGACCTGAAGGGTGAG	ER-2
	chr17	8284413	8284436	CAGGGTGACTGACCTGAaaaGTGAG	IR-1

Table S3. Oligonucleotide probes used for EMSA assays. NR hexamers are shown underlined, inactivating mutations in hexamers are shown in lower case.

Single motif probes	
Name	Sequence
ER2/mMpc1-wt_Fw	AAGTGACCGAGCGGACAGCG
ER2/mMpc1-wt_Rv	CGCTGTCCGCTCGGTCACTT
ER2/mMpc1-mut_Fw	AAGTGaaaGAGCGGACAGCG
ER2/mMpc1-mut_Rv	CGCTGTCCGCTCttTCACTT
IR-1/mShp-wt_Fw	CCTGGGTAAATGACCCCTGTT
IR-1/mShp-wt_Rv	AACAGGGTCATTAACCCAGG
IR-1/mShp-mut_Fw	CCTGGGTAAATGaaaCTGTT
IR-1/mShp-mut_Rv	AACAGttTCATTAACCCAGG
ER-2/IR-1 motif probes	
Name	Sequence
ER-2/IR-1_Fw	GACTGCCCCGAGAGGTCAGCGACCTGCC
ER-2/IR-1_Rv	GGCAGGTCGCTGACCTCTCGGGCAGTC
IR-1_Fw	GACTGCaaGAGAGGTCAGCGACCTGCC
IR-1_Rv	GGCAGGTCGCTGACCTCTCttGCAGTC
ER-2_Fw	GACTGCCCCGAGAGGTCAGattCCTGCC
ER-2_Rv	GGCAGGaatCTGACCTCTCGGGCAGTC

Table S4. Genomic coordinates for selected FXR-bound regions in figure 1 (mm10)

Locus	Chr	Start	End	Motif
Ass1_Enhancer	chr2	31463866	31465816	ER-2
Mpc1	chr17	8283354	8285311	ER-2
Nr0b2_Enhancer	chr4	133556564	133558583	ER-2/IR-1
Nr0b2_promoter	chr4	133551934	133553953	IR-1
Osgin1	chr8	119431651	119433701	IR-1

Table S5. Probes used for DNA pulldown experiments. NR hexamers are shown underlined.

Name	Sequence
FXR_5AzIR1_Fw	/5AzideN/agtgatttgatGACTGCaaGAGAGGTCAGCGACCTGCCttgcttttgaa
FXR_IR1_Rv	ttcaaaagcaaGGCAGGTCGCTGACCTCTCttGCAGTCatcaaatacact
FXR_5AzER2_Fw	/5AzideN/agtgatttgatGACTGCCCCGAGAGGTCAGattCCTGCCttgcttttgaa
FXR_ER2_Rv	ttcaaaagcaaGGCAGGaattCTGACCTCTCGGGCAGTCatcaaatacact

Table S6. Primers used for RT-qPCR

Gene	Forward	Reverse
18S	GATGGGCGGCGGAAAATAG	GCGTGGATTCTGCATAATGGT
ABCB11	TGACTACGACGTTGAGTTACAAG	CTGCGGCAATGACCCAAAA
G6PC	GGTGTATACTACGTGATGGTCACA	CTGACAGGACTCCAGCAACAA
MPC1	ACTATGTCCGAAGCAAGGATTTC	CGCCCACTGATAATCTCTGGAG
NR0B2	AGCCCAGGCAGAGATCAG	CCAGGAGCATTGGGTCAC
PPIA	CGGGTCCTGGCATCTTGTCC	GCCAAACACCACATGCTTGCC
SLC51A	CTGAAGACCAATTACGGCATC	GAGGGCAAGTTCCACAGG

Table S7. Identified IR-1 and ER-2 interactors from DNA pulldown experiments in figure 1B

Top IR-1 interactors		
Gene.Name	log_forward (IR-1/ER-2)	log_reverse (ER-2/IR-1)
RXRB	2.889746091	-2.713497314
CNBP	2.610865391	-2.114160157
SNAI2	1.981012358	-2.33752103
DNTTIP1	2.019417261	-1.799721654
C14orf43	1.949871056	-1.811320565
CCAR1	1.931569603	-1.706653061
RBM14	1.825337895	-1.557242242
RPS10	1.666393032	-1.542752438
CSTF2	1.73061822	-1.322974428
ZBTB44	1.389401608	-1.259771836
U2AF1	1.500751074	-1.019024187
FIP1L1	1.451646328	-1.024560572
Top ER-2 interactors		
Gene.Name	log_forward (IR-1/ER-2)	log_reverse (ER-2/IR-1)
TEAD1	-2.68315915	2.239825715
TEAD4	-1.801279559	2.19200474
HIC2	-1.655216943	2.131523636
SIX1	-1.913379259	1.626112011
ELF2	-1.393008278	1.427445268
MAZ	-1.558431534	1.396543134
SIX4	-1.854700792	1.314464516
ZNF397	-1.334534459	1.150884571
SIX2	-1.361601738	1.128491379
DCD	-1.209761775	0.969086007

# Supplementary material for: The farnesoid X receptor activates transcription independently of RXR at non-canonical response elements
**Source:** Nucleic Acids Res. 2024 Dec 9;53(4):gkae1214. doi: 10.1093/nar/gkae1214
**Supplement:** gkae1214_Supplemental_Files

>AGGTCANTGACCTB	FXR(NR),IR1/Liver-FXR-ChIP-Seq(Chong_et_al.)/Homer	6.873163	-9.761421	0	T:117.0(8.39%),B:2577.2(5.76%),P:1e-4
0.532	0.067	0.360	0.041
0.064	0.001	0.862	0.073
0.025	0.013	0.835	0.127
0.060	0.151	0.167	0.622
0.005	0.859	0.079	0.057
0.907	0.028	0.041	0.024
0.262	0.223	0.260	0.255
0.027	0.066	0.035	0.872
0.054	0.076	0.862	0.008
0.622	0.160	0.152	0.066
0.128	0.836	0.013	0.023
0.053	0.890	0.001	0.056
0.053	0.338	0.072	0.537
0.138	0.347	0.250	0.265

>TGACCTCTRGGTCA	FXRa2(NR)_GSE133700,ER2-motif_15nt(Ramos-Pittol_et_al.)	7.059849	-10.585392	0	T:135.0(9.68%),B:3007.4(6.72%),P:1e-4
0.001	0.124	0.019	0.856
0.110	0.024	0.861	0.005
0.554	0.128	0.204	0.114
0.076	0.887	0.009	0.028
0.033	0.924	0.001	0.042
0.043	0.237	0.119	0.601
0.034	0.670	0.258	0.038
0.266	0.246	0.066	0.421
0.354	0.114	0.414	0.118
0.042	0.001	0.867	0.090
0.038	0.009	0.882	0.071
0.052	0.109	0.252	0.587
0.014	0.865	0.026	0.095
0.919	0.001	0.061	0.019

>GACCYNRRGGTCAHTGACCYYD	FXRa2(NR)_GSE133700,ER2/IR1-overlapping-motif_22nt(Ramos-Pittol_et_al.)	8.169177	-8.894833	0	T:85.0(6.09%),B:1783.7(3.99%),P:1e-3
0.164	0.047	0.744	0.045
0.498	0.219	0.172	0.110
0.119	0.812	0.031	0.038
0.132	0.796	0.001	0.071
0.079	0.397	0.078	0.446
0.245	0.341	0.205	0.209
0.233	0.205	0.367	0.195
0.501	0.062	0.385	0.052
0.046	0.001	0.867	0.086
0.024	0.012	0.900	0.064
0.090	0.148	0.129	0.633
0.007	0.891	0.028	0.074
0.857	0.031	0.083	0.029
0.254	0.229	0.167	0.350
0.131	0.138	0.143	0.588
0.197	0.164	0.527	0.112
0.447	0.292	0.167	0.095
0.176	0.632	0.083	0.109
0.126	0.624	0.057	0.193
0.133	0.350	0.100	0.417
0.130	0.376	0.217	0.277
0.217	0.184	0.257	0.341

# Supplementary material for: The farnesoid X receptor activates transcription independently of RXR at non-canonical response elements
**Source:** Nucleic Acids Res. 2024 Dec 9;53(4):gkae1214. doi: 10.1093/nar/gkae1214
**Supplement:** gkae1214_Supplemental_Files

Homer *de novo* Motif Results (FXR/)

[Known Motif Enrichment Results](#)

[Gene Ontology Enrichment Results](#)

If Homer is having trouble matching a motif to a known motif, try copy/pasting the matrix file into [STAMP](#)

More information on motif finding results: [HOMER](#) | [Description of Results](#) | [Tips](#)

Total target sequences = 6697

Total background sequences = 42849

* - possible false positive

Rank	Motif	P-value	log P-value	% of Targets	% of Background	STD(Bg STD)	Best Match/Details	Motif File
1		1e-865	-1.994e+03	28.64%	4.98%	45.0bp (63.1bp)	FXR(NR),IR1/Liver-FXR-ChIP-Seq(Chong_et_al.)/Homer(0.995)<br>More Information Similar Motifs Found	motif file (matrix)
2		1e-489	-1.128e+03	42.99%	17.95%	50.7bp (60.7bp)	PPARa(NR),DR1/Liver-Ppara-ChIP-Seq(GSE47954)/Homer(0.958)<br>More Information Similar Motifs Found	motif file (matrix)
3		1e-229	-5.274e+02	12.38%	3.27%	47.3bp (63.0bp)	THRb(NR)/Liver-NR1A2-ChIP-Seq(GSE52613)/Homer(0.756)<br>More Information Similar Motifs Found	motif file (matrix)
4		1e-164	-3.790e+02	13.07%	4.58%	52.0bp (61.9bp)	FOXMI1(Forkhead)/MCF7-FOXMI1-ChIP-Seq(GSE72977)/Homer(0.918)<br>More Information Similar Motifs Found	motif file (matrix)
5		1e-150	-3.475e+02	15.71%	6.49%	52.5bp (61.9bp)	CEBPA/MA0102.3/Jaspar(0.910)<br>More Information Similar Motifs Found	motif file (matrix)
6		1e-128	-2.967e+02	5.64%	1.21%	51.8bp (59.2bp)	Cux2(Homeobox)/Liver-Cux2-ChIP-Seq(GSE35985)/Homer(0.917)<br>More Information Similar Motifs Found	motif file (matrix)
7		1e-86	-1.989e+02	5.33%	1.53%	54.7bp (58.7bp)	HNF1A/MA0046.2/Jaspar(0.963)<br>More Information Similar Motifs Found	motif file (matrix)
8		1e-40	-9.373e+01	9.81%	5.64%	52.1bp (59.3bp)	CUX1/MA0754.1/Jaspar(0.843)<br>More Information Similar Motifs Found	motif file (matrix)
9		1e-30	-6.999e+01	0.27%	0.00%	40.9bp (0.0bp)	PB0061.1_Sox11.1/Jaspar(0.603)<br>More Information Similar Motifs Found	motif file (matrix)
10		1e-27	-6.314e+01	0.75%	0.09%	40.4bp (75.5bp)	NR4A2::RXRA/MA1147.1/Jaspar(0.677)<br>More Information Similar Motifs Found	motif file (matrix)
11		1e-19	-4.566e+01	0.22%	0.01%	46.2bp (14.6bp)	PBX1(Homeobox)/MCF7-PBX1-ChIP-Seq(GSE28007)/Homer(0.679)<br>More Information Similar Motifs Found	motif file (matrix)
12		1e-19	-4.456e+01	0.30%	0.02%	44.6bp (37.8bp)	Esrrg/MA0643.1/Jaspar(0.778)<br>More Information Similar Motifs Found	motif file (matrix)
13		1e-18	-4.193e+01	0.31%	0.02%	46.1bp (27.8bp)	COUP-TFII(NR)/Artia-Nr2f2-ChIP-Seq(GSE46497)/Homer(0.615)<br>More Information Similar Motifs Found	motif file (matrix)
14		1e-18	-4.161e+01	0.27%	0.01%	51.1bp (47.0bp)	Ddit3::Cebpa/MA0019.1/Jaspar(0.632)<br>More Information Similar Motifs Found	motif file (matrix)
15		1e-17	-3.973e+01	0.22%	0.01%	51.6bp (28.9bp)	DMRT1(DM)/Testis-DMRT1-ChIP-Seq(GSE64892)/Homer(0.603)<br>More Information Similar Motifs Found	motif file (matrix)
16		1e-15	-3.626e+01	0.21%	0.01%	37.8bp (24.0bp)	AR-halfsite(NR)/LNCaP-AR-ChIP-Seq(GSE27824)/Homer(0.766)<br>More Information Similar Motifs Found	motif file (matrix)
17		1e-15	-3.626e+01	0.21%	0.01%	58.7bp (65.3bp)	Tcf3(HMG)/mES-Tcf3-ChIP-Seq(GSE11724)/Homer(0.696)<br>More Information Similar Motifs Found	motif file (matrix)
18 *		1e-10	-2.356e+01	0.13%	0.01%	43.8bp (35.6bp)	PB0119.1_Foxa2.2/Jaspar(0.749)<br>More Information Similar Motifs Found	motif file (matrix)
19 *		1e-7	-1.829e+01	0.15%	0.01%	60.6bp (75.3bp)	HRE(HSF)/HepG2-HSF1-ChIP-Seq(GSE31477)/Homer(0.739)<br>More Information Similar Motifs Found	motif file (matrix)
20 *		1e-7	-1.709e+01	0.12%	0.01%	59.3bp (44.6bp)	GLIS3(Zf)/Thyroid-Glis3.GFP-ChIP-Seq(GSE103297)/Homer(0.644)<br>More Information Similar Motifs Found	motif file (matrix)

Homer *de novo* Motif Results (RXR/)

[Known Motif Enrichment Results](#)

[Gene Ontology Enrichment Results](#)

If Homer is having trouble matching a motif to a known motif, try copy/pasting the matrix file into [STAMP](#)

More information on motif finding results: [HOMER](#) | [Description of Results](#) | [Tips](#)

Total target sequences = 7744

Total background sequences = 41985

* - possible false positive

Rank	Motif	P-value	log P-value	% of Targets	% of Background	STD(Bg STD)	Best Match/Details	Motif File
1		1e-641	-1.478e+03	35.33%	11.65%	51.4bp (60.4bp)	PPARa(NR).DR1/Liver-Ppara-ChIP-Seq(GSE47954)/Homer(0.974)<br>More Information Similar Motifs Found	motif file (matrix)
2		1e-322	-7.434e+02	11.57%	2.38%	47.8bp (60.2bp)	FXR(NR).IR1/Liver-FXR-ChIP-Seq(Chong_et_al.)/Homer(0.994)<br>More Information Similar Motifs Found	motif file (matrix)
3		1e-154	-3.556e+02	19.33%	9.43%	52.9bp (58.6bp)	CEBPA/MA0102.3/Jaspar(0.870)<br>More Information Similar Motifs Found	motif file (matrix)
4		1e-76	-1.770e+02	3.03%	0.67%	54.4bp (59.7bp)	Arid5a/MA0602.1/Jaspar(0.774)<br>More Information Similar Motifs Found	motif file (matrix)
5		1e-33	-7.635e+01	0.26%	0.00%	54.3bp (54.4bp)	CEBP:CEBP(bZIP)/MEF-Chop-ChIP-Seq(GSE35681)/Homer(0.574)<br>More Information Similar Motifs Found	motif file (matrix)
6		1e-33	-7.635e+01	0.26%	0.00%	51.0bp (0.0bp)	NFE2/MA0841.1/Jaspar(0.672)<br>More Information Similar Motifs Found	motif file (matrix)
7		1e-28	-6.671e+01	0.43%	0.03%	57.2bp (57.3bp)	HNF4G/MA0484.1/Jaspar(0.687)<br>More Information Similar Motifs Found	motif file (matrix)
8		1e-23	-5.503e+01	1.14%	0.30%	46.2bp (67.4bp)	RARg(NR)/ES-RARg-ChIP-Seq(GSE30538)/Homer(0.907)<br>More Information Similar Motifs Found	motif file (matrix)
9		1e-23	-5.344e+01	0.19%	0.00%	47.5bp (47.0bp)	Pbx3(Homeobox)/GM12878-PBX3-ChIP-Seq(GSE32465)/Homer(0.672)<br>More Information Similar Motifs Found	motif file (matrix)
10		1e-22	-5.257e+01	0.36%	0.02%	48.4bp (58.5bp)	PH0124.1_Obox5_1/Jaspar(0.641)<br>More Information Similar Motifs Found	motif file (matrix)
11		1e-19	-4.411e+01	0.22%	0.01%	43.6bp (0.0bp)	PB0061.1_Sox11_1/Jaspar(0.812)<br>More Information Similar Motifs Found	motif file (matrix)
12		1e-17	-4.068e+01	0.21%	0.01%	45.4bp (35.9bp)	Foxo1(Forkhead)/RAW-Foxo1-ChIP-Seq(Fan_et_al.)/Homer(0.690)<br>More Information Similar Motifs Found	motif file (matrix)
13		1e-16	-3.849e+01	0.25%	0.02%	42.2bp (61.5bp)	JUN::JUNB/MA1132.1/Jaspar(0.623)<br>More Information Similar Motifs Found	motif file (matrix)
14		1e-15	-3.587e+01	0.17%	0.01%	42.3bp (18.7bp)	SD0002.1_at_AC_acceptor/Jaspar(0.849)<br>More Information Similar Motifs Found	motif file (matrix)
15		1e-15	-3.587e+01	0.17%	0.01%	38.3bp (82.1bp)	Hoxd10(Homeobox)/ChickenMSG-Hoxd10.Flag-ChIP-Seq(GSE86088)/Homer(0.573)<br>More Information Similar Motifs Found	motif file (matrix)
16		1e-13	-3.218e+01	0.13%	0.00%	44.5bp (28.6bp)	PB0137.1_Irf3_2/Jaspar(0.620)<br>More Information Similar Motifs Found	motif file (matrix)
17 *		1e-11	-2.542e+01	0.13%	0.01%	43.3bp (31.2bp)	PB0119.1_Foxa2_2/Jaspar(0.662)<br>More Information Similar Motifs Found	motif file (matrix)
18 *		1e-10	-2.430e+01	0.10%	0.00%	51.8bp (0.0bp)	MEIS2/MA0774.1/Jaspar(0.577)<br>More Information Similar Motifs Found	motif file (matrix)

Homer Known Motif Enrichment Results (FXR)

Homer *de novo* Motif Results
Gene Ontology Enrichment Results
Known Motif Enrichment Results (txt file)
Total Target Sequences = 6697, Total Background Sequences = 42875

Rank	Motif	Name	P-value	log P-value	q-value (Benjamini)	# Target Sequences with Motif	% of Targets Sequences with Motif	# Background Sequences with Motif	% of Background Sequences with Motif	Motif File	SVG
1		FXR(NR)_JR1/Liver-FXR-ChIP-Seq(Chong_et_al.)/Homer	1e-898	-2.070e+03	0.0000	1857.0	27.73%	1886.5	4.40%	motif file (matrix)	svg
2		FXRa2(NR)_GSE133700.ER2/IR1-overlapping-motif_22nt(Ramos-Pitto_et_al.)	1e-768	-1.769e+03	0.0000	1361.0	20.32%	1081.6	2.52%	motif file (matrix)	svg
3		COUP-TFII(NR)/K562-NR2F1-ChIP-Seq(Encode)/Homer	1e-621	-1.432e+03	0.0000	3084.0	46.05%	7576.5	17.66%	motif file (matrix)	svg
4		COUP-TFII(NR)/Artia-Nr2f2-ChIP-Seq(GSE46497)/Homer	1e-609	-1.404e+03	0.0000	3371.0	50.34%	9019.6	21.03%	motif file (matrix)	svg
5		EAR2(NR)/K562-NR2F6-ChIP-Seq(Encode)/Homer	1e-588	-1.356e+03	0.0000	2917.0	43.56%	7075.2	16.50%	motif file (matrix)	svg
6		RARa(NR)/K562-RARa-ChIP-Seq(Encode)/Homer	1e-581	-1.339e+03	0.0000	4442.0	66.33%	15115.9	35.24%	motif file (matrix)	svg
7		HNF4a(NR)_DR1/HepG2-HNF4a-ChIP-Seq(GSE25021)/Homer	1e-475	-1.095e+03	0.0000	1476.0	22.04%	2268.7	5.29%	motif file (matrix)	svg
8		PPARa(NR)_DR1/Liver-Ppara-ChIP-Seq(GSE47954)/Homer	1e-424	-9.778e+02	0.0000	2163.0	32.30%	5078.4	11.84%	motif file (matrix)	svg
9		THRb(NR)/Liver-NR1A2-ChIP-Seq(GSE52613)/Homer	1e-416	-9.581e+02	0.0000	5080.0	75.85%	21360.7	49.80%	motif file (matrix)	svg
10		Erra(NR)/HepG2-Erra-ChIP-Seq(GSE31477)/Homer	1e-398	-9.166e+02	0.0000	3550.0	53.01%	12064.8	28.13%	motif file (matrix)	svg
11		FXRa2(NR)_GSE133700.ER2-motif_15nt(Ramos-Pitto_et_al.)	1e-359	-8.278e+02	0.0000	1305.0	19.49%	2274.3	5.30%	motif file (matrix)	svg
12		RXR(NR)_DR1/3T3L1-RXR-ChIP-Seq(GSE13511)/Homer	1e-297	-6.855e+02	0.0000	1984.0	29.63%	5378.3	12.54%	motif file (matrix)	svg
13		PPARE(NR)_DR1/3T3L1-Pparg-ChIP-Seq(GSE13511)/Homer	1e-282	-6.509e+02	0.0000	1761.0	26.30%	4547.6	10.60%	motif file (matrix)	svg
14		HNF6(Homeobox)/Liver-Hnf6-ChIP-Seq(ERP000394)/Homer	1e-232	-5.352e+02	0.0000	915.0	13.66%	1664.5	3.88%	motif file (matrix)	svg
15		CEBP(bZIP)/ThioMac-CEBPb-ChIP-Seq(GSE21512)/Homer	1e-229	-5.296e+02	0.0000	1014.0	15.14%	2019.5	4.71%	motif file (matrix)	svg
16		Esrrb(NR)/mES-Esrrb-ChIP-Seq(GSE11431)/Homer	1e-222	-5.115e+02	0.0000	1391.0	20.77%	3532.2	8.24%	motif file (matrix)	svg
17		Foxa2(Forkhead)/Liver-Foxa2-ChIP-Seq(GSE25694)/Homer	1e-194	-4.480e+02	0.0000	1172.0	17.50%	2879.1	6.71%	motif file (matrix)	svg
18		FOXA1(Forkhead)/LNCAP-FOXA1-ChIP-Seq(GSE27824)/Homer	1e-183	-4.226e+02	0.0000	1467.0	21.91%	4239.5	9.88%	motif file (matrix)	svg
19		Cux2(Homeobox)/Liver-Cux2-ChIP-Seq(GSE35985)/Homer	1e-179	-4.125e+02	0.0000	709.0	10.59%	1281.5	2.99%	motif file (matrix)	svg
20		TR4(NR)_DR1/Hela-TR4-ChIP-Seq(GSE24685)/Homer	1e-177	-4.095e+02	0.0000	482.0	7.20%	611.1	1.42%	motif file (matrix)	svg
21		FOXA1(Forkhead)/MCF7-FOXA1-ChIP-Seq(GSE26831)/Homer	1e-169	-3.893e+02	0.0000	1217.0	18.17%	3302.0	7.70%	motif file (matrix)	svg
22		FOXM1(Forkhead)/MCF7-FOXM1-ChIP-Seq(GSE72977)/Homer	1e-160	-3.694e+02	0.0000	1305.0	19.49%	3774.4	8.80%	motif file (matrix)	svg
23		Nur77(NR)/K562-NR4A1-ChIP-Seq(GSE31363)/Homer	1e-155	-3.577e+02	0.0000	480.0	7.17%	693.5	1.62%	motif file (matrix)	svg
24		Foxa3(Forkhead)/Liver-Foxa3-ChIP-Seq(GSE77670)/Homer	1e-153	-3.524e+02	0.0000	574.0	8.57%	987.7	2.30%	motif file (matrix)	svg
25		NFIL3(bZIP)/HepG2-NFIL3-ChIP-Seq(Encode)/Homer	1e-147	-3.385e+02	0.0000	746.0	11.14%	1615.8	3.77%	motif file (matrix)	svg
26		HLF(bZIP)/HSC-HLF.Flag-ChIP-Seq(GSE69817)/Homer	1e-140	-3.227e+02	0.0000	932.0	13.92%	2393.0	5.58%	motif file (matrix)	svg
27		Fox:Ebox(Forkhead.bHLH)/Panc1-Foxa2-ChIP-Seq(GSE47459)/Homer	1e-137	-3.158e+02	0.0000	1369.0	20.44%	4344.0	10.13%	motif file (matrix)	svg
28		CEBP:AP1(bZIP)/ThioMac-CEBPb-ChIP-Seq(GSE21512)/Homer	1e-98	-2.260e+02	0.0000	866.0	12.93%	2553.8	5.95%	motif file (matrix)	svg
29		Foxo3(Forkhead)/U2OS-Foxo3-ChIP-Seq(E-MTAB-2701)/Homer	1e-94	-2.185e+02	0.0000	825.0	12.32%	2412.7	5.63%	motif file (matrix)	svg
30		Foxf1(Forkhead)/Lung-Foxf1-ChIP-Seq(GSE77951)/Homer	1e-91	-2.097e+02	0.0000	883.0	13.19%	2715.5	6.33%	motif file (matrix)	svg
31		FoxL2(Forkhead)/Ovary-FoxL2-ChIP-Seq(GSE60858)/Homer	1e-90	-2.092e+02	0.0000	858.0	12.81%	2606.2	6.08%	motif file (matrix)	svg
32		FO XK1(Forkhead)/HEK293-FO XK1-ChIP-Seq(GSE51673)/Homer	1e-90	-2.074e+02	0.0000	1051.0	15.69%	3502.4	8.17%	motif file (matrix)	svg

Homer Known Motif Enrichment Results (RXR)

Homer *de novo* Motif Results
Gene Ontology Enrichment Results
Known Motif Enrichment Results (txt file)
Total Target Sequences = 7744, Total Background Sequences = 41983

Rank	Motif	Name	P-value	log P-value	q-value (Benjamini)	# Target Sequences with Motif	% of Targets Sequences with Motif	# Background Sequences with Motif	% of Background Sequences with Motif	Motif File	SVG
1		COUP-TFII(NR)/K562-NR2F1-ChIP-Seq(Encode)/Homer	1e-640	-1.474e+03	0.0000	3382.0	43.67%	7225.3	17.21%	motif file (matrix)	svg
2		PPARa(NR),DR1/Liver-Ppara-ChIP-Seq(GSE47954)/Homer	1e-611	-1.408e+03	0.0000	2746.0	35.46%	5094.6	12.13%	motif file (matrix)	svg
3		EAR2(NR)/K562-NR2F6-ChIP-Seq(Encode)/Homer	1e-570	-1.314e+03	0.0000	3129.0	40.41%	6732.8	16.03%	motif file (matrix)	svg
4		COUP-TFII(NR)/Artia-Nr2f2-ChIP-Seq(GSE46497)/Homer	1e-555	-1.279e+03	0.0000	3556.0	45.92%	8538.1	20.33%	motif file (matrix)	svg
5		RARa(NR)/K562-RARa-ChIP-Seq(Encode)/Homer	1e-544	-1.254e+03	0.0000	4942.0	63.82%	15036.6	35.81%	motif file (matrix)	svg
6		HNF4a(NR),DR1/HepG2-HNF4a-ChIP-Seq(GSE25021)/Homer	1e-532	-1.227e+03	0.0000	1705.0	22.02%	2279.1	5.43%	motif file (matrix)	svg
7		RXR(NR),DR1/3T3L1-RXR-ChIP-Seq(GSE13511)/Homer	1e-486	-1.121e+03	0.0000	2543.0	32.84%	5145.5	12.25%	motif file (matrix)	svg
8		Erra(NR)/HepG2-Erra-ChIP-Seq(GSE31477)/Homer	1e-452	-1.042e+03	0.0000	4005.0	51.72%	11425.1	27.21%	motif file (matrix)	svg
9		PPARE(NR),DR1/3T3L1-Pparg-ChIP-Seq(GSE13511)/Homer	1e-451	-1.041e+03	0.0000	2281.0	29.46%	4453.1	10.60%	motif file (matrix)	svg
10		THRb(NR)/Liver-NR1A2-ChIP-Seq(GSE52613)/Homer	1e-387	-8.925e+02	0.0000	5659.0	73.08%	20812.9	49.57%	motif file (matrix)	svg
11		FXR(NR),JR1/Liver-FXR-ChIP-Seq(Chong_et_al)/Homer	1e-316	-7.297e+02	0.0000	1171.0	15.12%	1722.8	4.10%	motif file (matrix)	svg
12		TR4(NR),DR1/Hela-TR4-ChIP-Seq(GSE24685)/Homer	1e-281	-6.489e+02	0.0000	656.0	8.47%	597.6	1.42%	motif file (matrix)	svg
13		CEBP(bZIP)/ThioMac-CEBPb-ChIP-Seq(GSE21512)/Homer	1e-270	-6.240e+02	0.0000	1216.0	15.70%	2079.4	4.95%	motif file (matrix)	svg
14		Esrrb(NR)/mES-Esrrb-ChIP-Seq(GSE11431)/Homer	1e-261	-6.015e+02	0.0000	1558.0	20.12%	3249.9	7.74%	motif file (matrix)	svg
15		FXRa2(NR)_GSE133700.ER2/IR1-overlapping-motif_22nt(Ramos-Pitto_et_al.)	1e-247	-5.692e+02	0.0000	736.0	9.50%	874.7	2.08%	motif file (matrix)	svg
16		HNF6(Homeobox)/Liver-Hnf6-ChIP-Seq(ERP000394)/Homer	1e-227	-5.248e+02	0.0000	1025.0	13.24%	1741.0	4.15%	motif file (matrix)	svg
17		Nur77(NR)/K562-NR4A1-ChIP-Seq(GSE31363)/Homer	1e-211	-4.880e+02	0.0000	604.0	7.80%	683.3	1.63%	motif file (matrix)	svg
18		Foxa2(Forkhead)/Liver-Foxa2-ChIP-Seq(GSE25694)/Homer	1e-196	-4.513e+02	0.0000	1348.0	17.41%	3014.4	7.18%	motif file (matrix)	svg
19		Cux2(Homeobox)/Liver-Cux2-ChIP-Seq(GSE35985)/Homer	1e-192	-4.425e+02	0.0000	835.0	10.78%	1371.4	3.27%	motif file (matrix)	svg
20		THRa(NR)/C17.2-THRa-ChIP-Seq(GSE38347)/Homer	1e-183	-4.215e+02	0.0000	975.0	12.59%	1851.8	4.41%	motif file (matrix)	svg
21		FOXA1(Forkhead)/LNCAP-FOXA1-ChIP-Seq(GSE27824)/Homer	1e-169	-3.911e+02	0.0000	1711.0	22.09%	4633.7	11.03%	motif file (matrix)	svg
22		HLF(bZIP)/HSC-HLF.Flag-ChIP-Seq(GSE69817)/Homer	1e-167	-3.856e+02	0.0000	1146.0	14.80%	2535.7	6.04%	motif file (matrix)	svg
23		FOXK1(Forkhead)/MCF7-FOXK1-ChIP-Seq(GSE72977)/Homer	1e-165	-3.801e+02	0.0000	1543.0	19.93%	4024.0	9.58%	motif file (matrix)	svg
24		THRb(NR)/HepG2-THRb.Flag-ChIP-Seq(Encode)/Homer	1e-164	-3.779e+02	0.0000	1138.0	14.70%	2534.2	6.04%	motif file (matrix)	svg
25		NFIL3(bZIP)/HepG2-NFIL3-ChIP-Seq(Encode)/Homer	1e-156	-3.601e+02	0.0000	900.0	11.62%	1787.9	4.26%	motif file (matrix)	svg
26		Fox:Ebox(Forkhead,bHLH)/Panc1-Foxa2-ChIP-Seq(GSE47459)/Homer	1e-151	-3.477e+02	0.0000	1585.0	20.47%	4343.3	10.34%	motif file (matrix)	svg
27		FOXA1(Forkhead)/MCF7-FOXA1-ChIP-Seq(GSE26831)/Homer	1e-149	-3.453e+02	0.0000	1414.0	18.26%	3684.3	8.77%	motif file (matrix)	svg
28		Foxa3(Forkhead)/Liver-Foxa3-ChIP-Seq(GSE77670)/Homer	1e-141	-3.255e+02	0.0000	645.0	8.33%	1089.2	2.59%	motif file (matrix)	svg
29		FXRa2(NR)_GSE133700.ER2-motif_15nt(Ramos-Pitto_et_al.)	1e-105	-2.424e+02	0.0000	874.0	11.29%	2111.0	5.03%	motif file (matrix)	svg
30		CUX1(Homeobox)/K562-CUX1-ChIP-Seq(GSE92882)/Homer	1e-95	-2.190e+02	0.0000	849.0	10.96%	2118.4	5.04%	motif file (matrix)	svg
31		CEBP:AP1(bZIP)/ThioMac-CEBPb-ChIP-Seq(GSE21512)/Homer	1e-94	-2.187e+02	0.0000	995.0	12.85%	2671.8	6.36%	motif file (matrix)	svg
32		FOXK1(Forkhead)/HEK293-FOXK1-ChIP-Seq(GSE51673)/Homer	1e-90	-2.084e+02	0.0000	1265.0	16.34%	3809.1	9.07%	motif file (matrix)	svg
33		LXRE(NR),DR4/RAW-LXRb.biotin-ChIP-Seq(GSE21512)/Homer	1e-88	-2.030e+02	0.0000	204.0	2.63%	182.2	0.43%	motif file (matrix)	svg
34		Foxo3(Forkhead)/U2OS-Foxo3-ChIP-Seq(EMTAB-2701)/Homer	1e-80	-1.861e+02	0.0000	960.0	12.40%	2704.9	6.44%	motif file (matrix)	svg

Homer Known Motif Enrichment Results (FXR-RXRproximal)

Homer *de novo* Motif Results
Gene Ontology Enrichment Results
Known Motif Enrichment Results (txt file)
Total Target Sequences = 4435, Total Background Sequences = 44868

Rank	Motif	Name	P-value	log P-value	q-value (Benjamini)	# Target Sequences with Motif	% of Targets Sequences with Motif	# Background Sequences with Motif	% of Background Sequences with Motif	Motif File	SVG
1		FXR(NR).IR1/Liver-FXR-ChIP-Seq(Chong_et_al.)/Homer	1e-621	-1.431e+03	0.0000	1239.0	27.94%	1902.4	4.24%	motif file (matrix)	svg
2		FXRa2(NR)_GSE133700.ER2/IR1-overlapping-motif_22nt(Ramos-Pittol_et_al.)	1e-497	-1.146e+03	0.0000	868.0	19.58%	1062.5	2.37%	motif file (matrix)	svg
3		COUP-TFII(NR)/K562-NR2F1-ChIP-Seq(Encode)/Homer	1e-470	-1.083e+03	0.0000	2150.0	48.49%	8022.0	17.89%	motif file (matrix)	svg
4		COUP-TFII(NR)/Artia-Nr2f2-ChIP-Seq(GSE46497)/Homer	1e-435	-1.003e+03	0.0000	2296.0	51.78%	9512.7	21.21%	motif file (matrix)	svg
5		EAR2(NR)/K562-NR2F6-ChIP-Seq(Encode)/Homer	1e-427	-9.838e+02	0.0000	2015.0	45.44%	7556.5	16.85%	motif file (matrix)	svg
6		RARa(NR)/K562-RARa-ChIP-Seq(Encode)/Homer	1e-425	-9.798e+02	0.0000	3049.0	68.76%	16171.1	36.06%	motif file (matrix)	svg
7		HNFA4a(NR).DR1/HepG2-HNF4a-ChIP-Seq(GSE25021)/Homer	1e-407	-9.387e+02	0.0000	1101.0	24.83%	2366.1	5.28%	motif file (matrix)	svg
8		l-CTGACCTTTGACCT.DR1/RXRAmotif1	1e-361	-8.322e+02	0.0000	1591.0	35.88%	5446.8	12.15%	motif file (matrix)	svg
9		PPARa(NR).DR1/Liver-Ppara-ChIP-Seq(GSE47954)/Homer	1e-355	-8.190e+02	0.0000	1577.0	35.57%	5417.9	12.08%	motif file (matrix)	svg
10		Erra(NR)/HepG2-Erra-ChIP-Seq(GSE31477)/Homer	1e-310	-7.157e+02	0.0000	2466.0	55.62%	12769.6	28.48%	motif file (matrix)	svg
11		THRB(NR)/Liver-NR1A2-ChIP-Seq(GSE52613)/Homer	1e-309	-7.116e+02	0.0000	3467.0	78.19%	22786.3	50.82%	motif file (matrix)	svg
12		RXR(NR).DR1/3T3L1-RXR-ChIP-Seq(GSE13511)/Homer	1e-247	-5.690e+02	0.0000	1433.0	32.32%	5750.5	12.82%	motif file (matrix)	svg
13		PPARE(NR).DR1/3T3L1-Pparg-ChIP-Seq(GSE13511)/Homer	1e-226	-5.225e+02	0.0000	1263.0	28.48%	4874.9	10.87%	motif file (matrix)	svg
14		FXRa2(NR)_GSE133700.ER2-motif_15nt(Ramos-Pittol_et_al.)	1e-212	-4.885e+02	0.0000	821.0	18.52%	2374.0	5.29%	motif file (matrix)	svg
15		CEBP(bZIP)/ThioMac-CEBPb-ChIP-Seq(GSE21512)/Homer	1e-195	-4.504e+02	0.0000	748.0	16.87%	2129.6	4.75%	motif file (matrix)	svg
16		HNFB(Homeobox)/Liver-Hnf6-ChIP-Seq(ERP000394)/Homer	1e-190	-4.391e+02	0.0000	652.0	14.70%	1677.7	3.74%	motif file (matrix)	svg
17		Esrrb(NR)/mES-Esrrb-ChIP-Seq(GSE11431)/Homer	1e-176	-4.065e+02	0.0000	985.0	22.21%	3719.8	8.30%	motif file (matrix)	svg
18		TR4(NR).DR1/Hela-TR4-ChIP-Seq(GSE24685)/Homer	1e-172	-3.964e+02	0.0000	383.0	8.64%	619.5	1.38%	motif file (matrix)	svg
19		Foxa2(Forkhead)/Liver-Foxa2-ChIP-Seq(GSE25694)/Homer	1e-147	-3.395e+02	0.0000	819.0	18.47%	3044.7	6.79%	motif file (matrix)	svg
20		Cux2(Homeobox)/Liver-Cux2-ChIP-Seq(GSE35985)/Homer	1e-146	-3.370e+02	0.0000	505.0	11.39%	1294.7	2.89%	motif file (matrix)	svg
21		FOXA1(Forkhead)/LNCAP-FOXA1-ChIP-Seq(GSE27824)/Homer	1e-145	-3.345e+02	0.0000	1050.0	23.68%	4596.4	10.25%	motif file (matrix)	svg
22		FOXM1(Forkhead)/MCF7-FOXM1-ChIP-Seq(GSE72977)/Homer	1e-137	-3.168e+02	0.0000	946.0	21.34%	4005.3	8.93%	motif file (matrix)	svg
23		FOXA1(Forkhead)/MCF7-FOXA1-ChIP-Seq(GSE26831)/Homer	1e-132	-3.041e+02	0.0000	864.0	19.49%	3541.2	7.90%	motif file (matrix)	svg
24		Nur77(NR)/K562-NR4A1-ChIP-Seq(GSE31363)/Homer	1e-125	-2.883e+02	0.0000	347.0	7.83%	715.3	1.60%	motif file (matrix)	svg
25		HLF(bZIP)/HSC-HLF.Flag-ChIP-Seq(GSE69817)/Homer	1e-121	-2.791e+02	0.0000	682.0	15.38%	2529.1	5.64%	motif file (matrix)	svg
26		NFIL3(bZIP)/HepG2-NFIL3-ChIP-Seq(Encode)/Homer	1e-119	-2.751e+02	0.0000	544.0	12.27%	1738.0	3.88%	motif file (matrix)	svg
27		Foxa3(Forkhead)/Liver-Foxa3-ChIP-Seq(GSE77670)/Homer	1e-118	-2.729e+02	0.0000	416.0	9.38%	1075.4	2.40%	motif file (matrix)	svg
28		Fox:Ebox(Forkhead,bHLH)/Panc1-Foxa2-ChIP-Seq(GSE47459)/Homer	1e-115	-2.668e+02	0.0000	984.0	22.19%	4631.4	10.33%	motif file (matrix)	svg
29		FOXX1(Forkhead)/HEK293-FOXX1-ChIP-Seq(GSE51673)/Homer	1e-80	-1.850e+02	0.0000	761.0	17.16%	3705.5	8.26%	motif file (matrix)	svg
30		Foxf1(Forkhead)/Lung-Foxf1-ChIP-Seq(GSE77951)/Homer	1e-74	-1.707e+02	0.0000	626.0	14.12%	2873.6	6.41%	motif file (matrix)	svg
31		CUX1(Homeobox)/K562-CUX1-ChIP-Seq(GSE92882)/Homer	1e-73	-1.697e+02	0.0000	489.0	11.03%	1971.3	4.40%	motif file (matrix)	svg
32		Foxo3(Forkhead)/U2OS-Foxo3-ChIP-Seq(E-MTAB-2701)/Homer	1e-73	-1.693e+02	0.0000	583.0	13.15%	2590.8	5.78%	motif file (matrix)	svg
33		CEBP:AP1(bZIP)/ThioMac-CEBPb-ChIP-Seq(GSE21512)/Homer	1e-70	-1.619e+02	0.0000	598.0	13.49%	2749.4	6.13%	motif file (matrix)	svg

Homer Known Motif Enrichment Results (FXR-RXRdistal)

Homer de novo Motif Results
Gene Ontology Enrichment Results
Known Motif Enrichment Results (txt file)
Total Target Sequences = 2263, Total Background Sequences = 47332

Rank	Motif	Name	P-value	log P-value	q-value (Benjamini)	# Target Sequences with Motif	% of Targets Sequences with Motif	# Background Sequences with Motif	% of Background Sequences with Motif	Motif File	SVG
1		FXRa2(NR)_GSE133700.ER2/IR1-overlapping-motif_22nt(Ramos-Pittolet_al.)	1e-473	-1.089e+03	0.0000	635.0	28.06%	1098.1	2.32%	motif file (matrix)	svg
2		FXR(NR).IR1/Liver-FXR-ChIP-Seq(Chong_et_al.)/Homer	1e-432	-9.955e+02	0.0000	746.0	32.97%	2000.6	4.22%	motif file (matrix)	svg
3		FXRa2(NR)_GSE133700.ER2-motif_15nt(Ramos-Pittolet_al.)	1e-223	-5.157e+02	0.0000	565.0	24.97%	2348.6	4.96%	motif file (matrix)	svg
4		COUP-TFII(NR)/Artia-Nr2f2-ChIP-Seq(GSE46497)/Homer	1e-203	-4.676e+02	0.0000	1117.0	49.36%	9718.0	20.52%	motif file (matrix)	svg
5		COUP-TFII(NR)/K562-NR2F1-ChIP-Seq(Encode)/Homer	1e-197	-4.555e+02	0.0000	1003.0	44.32%	8119.7	17.15%	motif file (matrix)	svg
6		EAR2(NR)/K562-NR2F6-ChIP-Seq(Encode)/Homer	1e-186	-4.302e+02	0.0000	948.0	41.89%	7592.7	16.03%	motif file (matrix)	svg
7		RARa(NR)/K562-RARa-ChIP-Seq(Encode)/Homer	1e-177	-4.077e+02	0.0000	1457.0	64.38%	16561.7	34.97%	motif file (matrix)	svg
8		THRB(NR)/Liver-NR1A2-ChIP-Seq(GSE52613)/Homer	1e-142	-3.282e+02	0.0000	1690.0	74.68%	22927.4	48.42%	motif file (matrix)	svg
9		Erra(NR)/HepG2-Erra-ChIP-Seq(GSE31477)/Homer	1e-128	-2.968e+02	0.0000	1162.0	51.35%	12905.8	27.25%	motif file (matrix)	svg
10		l-CTGACCTTTGACCT.DR1/RXRAmotif1	1e-115	-2.662e+02	0.0000	655.0	28.94%	5314.9	11.22%	motif file (matrix)	svg
11		HNf4a(NR).DR1/HepG2-HNF4a-ChIP-Seq(GSE25021)/Homer	1e-111	-2.565e+02	0.0000	415.0	18.34%	2420.0	5.11%	motif file (matrix)	svg
12		PPARa(NR).DR1/Liver-Ppara-ChIP-Seq(GSE47954)/Homer	1e-103	-2.375e+02	0.0000	636.0	28.10%	5399.1	11.40%	motif file (matrix)	svg
13		RXR(NR).DR1/3T3L1-RXR-ChIP-Seq(GSE13511)/Homer	1e-70	-1.620e+02	0.0000	579.0	25.59%	5641.3	11.91%	motif file (matrix)	svg
14		PPARE(NR).DR1/3T3L1-Pparg-ChIP-Seq(GSE13511)/Homer	1e-68	-1.583e+02	0.0000	516.0	22.80%	4771.1	10.08%	motif file (matrix)	svg
15		Esrrb(NR)/mES-Esrrb-ChIP-Seq(GSE11431)/Homer	1e-68	-1.570e+02	0.0000	439.0	19.40%	3709.5	7.83%	motif file (matrix)	svg
16		Foxa2(Forkhead)/Liver-Foxa2-ChIP-Seq(GSE25694)/Homer	1e-51	-1.182e+02	0.0000	361.0	15.95%	3168.6	6.69%	motif file (matrix)	svg
17		HNf6(Homeobox)/Liver-Hnf6-ChIP-Seq(ERP000394)/Homer	1e-51	-1.178e+02	0.0000	264.0	11.67%	1912.6	4.04%	motif file (matrix)	svg
18		CEBP(bZIP)/ThioMac-CEBPb-ChIP-Seq(GSE21512)/Homer	1e-50	-1.166e+02	0.0000	298.0	13.17%	2351.9	4.97%	motif file (matrix)	svg
19		Nur77(NR)/K562-NR4A1-ChIP-Seq(GSE31363)/Homer	1e-47	-1.084e+02	0.0000	146.0	6.45%	701.1	1.48%	motif file (matrix)	svg
20		FOXA1(Forkhead)/LNCAP-FOXA1-ChIP-Seq(GSE27824)/Homer	1e-43	-9.928e+01	0.0000	455.0	20.11%	4858.4	10.26%	motif file (matrix)	svg
21		TR4(NR).DR1/Hela-TR4-ChIP-Seq(GSE24685)/Homer	1e-41	-9.604e+01	0.0000	125.0	5.52%	581.8	1.23%	motif file (matrix)	svg
22		FOXA1(Forkhead)/MCF7-FOXA1-ChIP-Seq(GSE26831)/Homer	1e-41	-9.541e+01	0.0000	385.0	17.01%	3870.6	8.17%	motif file (matrix)	svg
23		Cux2(Homeobox)/Liver-Cux2-ChIP-Seq(GSE35985)/Homer	1e-38	-8.802e+01	0.0000	201.0	8.88%	1466.5	3.10%	motif file (matrix)	svg
24		NFIL3(bZIP)/HepG2-NFIL3-ChIP-Seq(Encode)/Homer	1e-38	-8.792e+01	0.0000	242.0	10.69%	1983.2	4.19%	motif file (matrix)	svg
25		HLF(bZIP)/HSC-HLF.Flag-ChIP-Seq(GSE69817)/Homer	1e-37	-8.641e+01	0.0000	296.0	13.08%	2735.6	5.78%	motif file (matrix)	svg
26		Foxa3(Forkhead)/Liver-Foxa3-ChIP-Seq(GSE77670)/Homer	1e-36	-8.462e+01	0.0000	172.0	7.60%	1158.6	2.45%	motif file (matrix)	svg
27		Fox:Ebox(Forkhead,bHLH)/Panc1-Foxa2-ChIP-Seq(GSE47459)/Homer	1e-35	-8.124e+01	0.0000	419.0	18.52%	4665.8	9.85%	motif file (matrix)	svg
28		FOXm1(Forkhead)/MCF7-FOXm1-ChIP-Seq(GSE72977)/Homer	1e-32	-7.567e+01	0.0000	389.0	17.19%	4314.7	9.11%	motif file (matrix)	svg
29		FoxL2(Forkhead)/Ovary-FoxL2-ChIP-Seq(GSE60858)/Homer	1e-24	-5.577e+01	0.0000	280.0	12.37%	3053.9	6.45%	motif file (matrix)	svg
30		Foxo3(Forkhead)/U2OS-Foxo3-ChIP-Seq(E-MTAB-2701)/Homer	1e-23	-5.414e+01	0.0000	259.0	11.44%	2768.9	5.85%	motif file (matrix)	svg
31		HNf1b(Homeobox)/PDAC-HNF1B-ChIP-Seq(GSE64557)/Homer	1e-23	-5.378e+01	0.0000	72.0	3.18%	347.2	0.73%	motif file (matrix)	svg
32		FOXK1(Forkhead)/HEK293-FOXK1-ChIP-Seq(GSE51673)/Homer	1e-22	-5.225e+01	0.0000	334.0	14.76%	3983.9	8.41%	motif file (matrix)	svg
33		CEBP:AP1(bZIP)/ThioMac-CEBPb-ChIP-Seq(GSE21512)/Homer	1e-22	-5.100e+01	0.0000	257.0	11.36%	2803.0	5.92%	motif file (matrix)	svg

# Supplementary material for: The farnesoid X receptor activates transcription independently of RXR at non-canonical response elements
**Source:** Nucleic Acids Res. 2024 Dec 9;53(4):gkae1214. doi: 10.1093/nar/gkae1214
**Supplement:** gkae1214_Supplemental_Files

Homer Known Motif Enrichment Results (FXRa2wt_up)

Homer *de novo* Motif Results
Gene Ontology Enrichment Results
Known Motif Enrichment Results (txt file)
Total Target Sequences = 1395, Total Background Sequences = 44753

Rank	Motif	Name	P-value	log P-value	q-value (Benjamini)	# Target Sequences with Motif	% of Targets Sequences with Motif	# Background Sequences with Motif	% of Background Sequences with Motif	Motif File	SVG
1		FXRa2(NR)_GSE133700_ER2-motif_15nt(Ramos-Pittol_et_al.)	1e-4	-1.059e+01	0.0105	135.0	9.68%	3007.4	6.72%	motif file (matrix)	svg
2		FXR(NR)_IR1/Liver-FXR-ChIP-Seq(Chong_et_al.)/Homer	1e-4	-9.761e+00	0.0120	117.0	8.39%	2577.2	5.76%	motif file (matrix)	svg
3	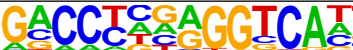	FXRa2(NR)_GSE133700_ER2/IR1-overlapping-motif_22nt(Ramos-Pittol_et_al.)	1e-3	-8.895e+00	0.0191	85.0	6.09%	1783.7	3.99%	motif file (matrix)	svg
4		HNF4a(NR)_DR1/HepG2-HNF4a-ChIP-Seq(GSE25021)/Homer	1e-3	-8.362e+00	0.0244	96.0	6.88%	2106.8	4.71%	motif file (matrix)	svg
5		TR4(NR)_DR1/Hela-TR4-ChIP-Seq(GSE24685)/Homer	1e-2	-6.437e+00	0.1335	38.0	2.72%	713.9	1.59%	motif file (matrix)	svg
6		GFY-Staf(?_Zf)/Promoter/Homer	1e-2	-5.406e+00	0.3120	76.0	5.45%	1772.5	3.96%	motif file (matrix)	svg
7	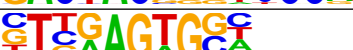	Nkx2.2(Homeobox)/NPC-Nkx2.2-ChIP-Seq(GSE61673)/Homer	1e-2	-5.278e+00	0.3120	353.0	25.30%	9990.2	22.32%	motif file (matrix)	svg
8		RARa(NR)/K562-RARa-ChIP-Seq(Encode)/Homer	1e-2	-5.159e+00	0.3120	430.0	30.82%	12390.8	27.68%	motif file (matrix)	svg
9		GATA(Zf)_IR4/Treg-Gata3-ChIP-Seq(GSE20898)/Homer	1e-2	-5.074e+00	0.3120	10.0	0.72%	120.4	0.27%	motif file (matrix)	svg
10		Ronin(THAP)/ES-Thap11-ChIP-Seq(GSE51522)/Homer	1e-2	-4.706e+00	0.3771	69.0	4.95%	1634.9	3.65%	motif file (matrix)	svg
11		PU.1:IRF8(ETS:IRF)/pDC-Irf8-ChIP-Seq(GSE66899)/Homer	1e-2	-4.630e+00	0.3771	46.0	3.30%	1013.7	2.26%	motif file (matrix)	svg

Homer Known Motif Enrichment Results (FXRa2wt_down)

[Homer de novo Motif Results](#)
[Gene Ontology Enrichment Results](#)
[Known Motif Enrichment Results \(txt file\)](#)

Total Target Sequences = 590, Total Background Sequences = 44570

Rank	Motif	Name	P-value	log P-pvalue	q-value (Benjamini)	# Target Sequences with Motif	% of Targets Sequences with Motif	# Background Sequences with Motif	% of Background Sequences with Motif	Motif File	SVG
1		PPARE(NR),DR1/3T3L1-Pparg-ChIP-Seq(GSE13511)/Homer	1e-2	-4.898e+00	1.0000	87.0	14.75%	5058.7	11.35%	motif file (matrix)	svg

Homer Known Motif Enrichment Results (FXRa2L434R_up)

Homer *de novo* Motif Results
Gene Ontology Enrichment Results
Known Motif Enrichment Results (txt file)
Total Target Sequences = 394, Total Background Sequences = 46122

Rank	Motif	Name	P-value	log P-value	q-value (Benjamini)	# Target Sequences with Motif	% of Targets Sequences with Motif	# Background Sequences with Motif	% of Background Sequences with Motif	Motif File	SVG
1		FXRa2(NR)_GSE133700,ER2-motif_15nt(Ramos-Pittol_et_al.)	1e-3	-7.707e+00	0.1875	45.0	11.42%	3108.6	6.74%	motif file (matrix)	svg
2	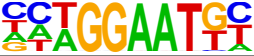	TEAD(TEA)/Fibroblast-PU.1-ChIP-Seq(Unpublished)/Homer	1e-2	-6.873e+00	0.2158	35.0	8.88%	2326.9	5.04%	motif file (matrix)	svg
3		GATA(Zf),JR4/iTreg-Gata3-ChIP-Seq(GSE20898)/Homer	1e-2	-6.549e+00	0.2158	6.0	1.52%	137.9	0.30%	motif file (matrix)	svg
4	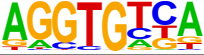	Tbx5(T-box)/HL1-Tbx5.biotin-ChIP-Seq(GSE21529)/Homer	1e-2	-6.081e+00	0.2382	177.0	44.92%	17430.8	37.78%	motif file (matrix)	svg
5	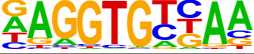	Tbx6(T-box)/ESC-Tbx6-ChIP-Seq(GSE93524)/Homer	1e-2	-6.023e+00	0.2382	65.0	16.50%	5348.8	11.59%	motif file (matrix)	svg
6		FXRa2(NR)_GSE133700,ER2/IR1-overlapping-motif_22nt(Ramos-Pittol_et_al.)	1e-2	-5.388e+00	0.3177	27.0	6.85%	1820.1	3.94%	motif file (matrix)	svg
7	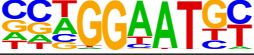	TEAD4(TEA)/Tropoblast-Tea4-ChIP-Seq(GSE37350)/Homer	1e-2	-5.267e+00	0.3177	51.0	12.94%	4120.3	8.93%	motif file (matrix)	svg
8		ZNF322(Zf)/HEK293-ZNF322.GFP-ChIP-Seq(GSE58341)/Homer	1e-2	-4.993e+00	0.3538	31.0	7.87%	2247.0	4.87%	motif file (matrix)	svg
9	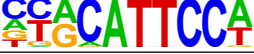	TEAD1(TEAD)/HepG2-TEAD1-ChIP-Seq(Encode)/Homer	1e-2	-4.833e+00	0.3688	52.0	13.20%	4318.2	9.36%	motif file (matrix)	svg

Homer Known Motif Enrichment Results (FXRa2L434R_down)

[Homer *de novo* Motif Results](#)
[Gene Ontology Enrichment Results](#)
[Known Motif Enrichment Results \(txt file\)](#)

Total Target Sequences = 33, Total Background Sequences = 41986

Rank	Motif	Name	P-value	log P-value	q-value (Benjamini)	# Target Sequences with Motif	% of Targets Sequences with Motif	# Background Sequences with Motif	% of Background Sequences with Motif	Motif File	SVG
1	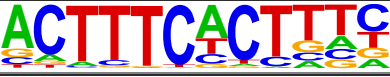	PRDM1(Zf)/Hela-PRDM1-ChIP-Seq(GSE31477)/Homer	1e-2	-5.309e+00	1.0000	7.0	21.21%	2754.3	6.56%	motif file (matrix)	svg

# Supplementary material for: The farnesoid X receptor activates transcription independently of RXR at non-canonical response elements
**Source:** Nucleic Acids Res. 2024 Dec 9;53(4):gkae1214. doi: 10.1093/nar/gkae1214
**Supplement:** gkae1214_Supplemental_Files

CLUSTAL O(1.2.4) multiple sequence alignment

RARA ------------------------------------------------------------ 0

RXRB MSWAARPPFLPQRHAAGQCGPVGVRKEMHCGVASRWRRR--------------------- 39

RXRA ------------------------------------MDT--------------------- 3

RXRG ----------------------------------MYGNY--------------------- 5

PPARG --------------------------------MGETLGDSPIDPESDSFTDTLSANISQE 28

PPARA ------------------------------------------------------------ 0

PPARD ------------------------------------------------------------ 0

FXR ----------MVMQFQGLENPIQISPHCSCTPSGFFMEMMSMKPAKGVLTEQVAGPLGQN 50

LXRA ------------------------------------------------------------ 0

LXRB ------------------------------------------------------------ 0

THRA ------------------------------------------------------------ 0

THRB -----------------------------------------MTPN--------------S 5

CAR ------------------------------------------------------------ 0

PXR ------------------------------------------------------------ 0

RARA ------------------------------------------------------------ 0

RXRB -------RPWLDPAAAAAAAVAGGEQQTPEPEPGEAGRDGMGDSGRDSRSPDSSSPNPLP 92

RXRA -------KHFLPLDFSTQ--------------------------------VNSSLTSPTG 24

RXRG -------SHFMK--------------------------------------------FPAG 14

PPARG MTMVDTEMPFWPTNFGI-------------------------SSVDLSVMEDHSHS---- 59

PPARA --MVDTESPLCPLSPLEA-----GDLESPLSEEF-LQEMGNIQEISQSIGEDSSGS---- 48

PPARD -------------------------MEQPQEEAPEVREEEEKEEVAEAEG---------- 25

FXR LE--V------------------------------------------------------- 53

LXRA ------------------------------------------------------------ 0

LXRB -M--S------------------------------------------------------- 2

THRA ------------------------------------------------------------ 0

THRB MT--E------------------------------------------------------- 8

CAR ------------------------------------------------------------ 0

PXR ------------------------------------------------------------ 0

RARA ------------------------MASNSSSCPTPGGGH----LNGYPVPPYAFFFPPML 32

RXRB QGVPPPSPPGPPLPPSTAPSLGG----------SG-----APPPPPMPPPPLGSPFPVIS 137

RXRA RGS----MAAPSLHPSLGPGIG-----------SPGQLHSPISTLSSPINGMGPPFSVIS 69

RXRG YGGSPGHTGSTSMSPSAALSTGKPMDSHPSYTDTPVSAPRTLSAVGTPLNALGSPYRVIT 74

PPARG FDI----------KPFTTVDFS--SISTPHYEDIP-------------FTRTDPVVAD-- 92

PPARA FGF----------T---------------EYQ----------------YLGSCPG-SD-- 64

PPARD --A----------P---------------E-------------------LNGGPQHAL-- 37

FXR -------------------------EPYSQYSNVQ-------------FPQVQPQISS-- 73

LXRA ---------------------------MSLWLGAP-------------VPDIPPDSAV-- 18

LXRB -------------------------SPTTSSLDTP-------------LPGNGPP----- 19

THRA ------------------------------------------------------------ 0

THRB -------------------------NGLTAWD----------------KPKHCPDR-E-- 24

CAR ------------------------------------------------------------ 0

PXR ------------------------------------------------------------ 0

RARA GGLSPPGALTTLQH------------------QLPVSG------YST-PSPATIET---- 63

RXRB SSMGSPGLPPPA---------------------PPGFS------GPV-SSPQINSTVSLP 169

RXRA SPMGPHSMSVPT---------------------TPTLG------FST-GSPQLSSPMN-- 99

RXRG SAMGPPSGALAA---------------------PPGIN------LVA-PPSSQLNVVN-- 104

PPARG YKYDL------------------------------------------KLQEYQSA-IKVE 109

PPARA --------------------------------------------------GSVIT-DTLS 73

PPARD --------------------------------------------------PSSSY-TDLS 46

FXR SSY------------------Y---SNLGFYPQQP-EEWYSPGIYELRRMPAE----TLY 107

LXRA ELWKP-GAQDASSQ----AQGG---SSCILREEAR-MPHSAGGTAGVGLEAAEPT-ALLT 68

LXRB ---QP-GAP------------S---SSPTVKEEGP-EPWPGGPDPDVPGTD-EAS-SACS 57

THRA ---------------------------MEQKPSKVEC--------GS--DPEENS-ARSP 22

THRB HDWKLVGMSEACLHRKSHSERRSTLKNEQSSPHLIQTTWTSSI-FHL--DHDDV-----N 76

CAR ------------------------------------------------------------ 0

PXR ---------------------------MEVR---PKESWNHAD-FVH--CEDTE------ 21

RARA --QSSSSEE------------IVPSPP--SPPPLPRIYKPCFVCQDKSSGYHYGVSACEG 107

RXRB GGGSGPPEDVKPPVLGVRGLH---CPP--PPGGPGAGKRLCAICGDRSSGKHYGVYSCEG 224

RXRA --PVSSSEDIKPP-LGLNGVLKVPAHP--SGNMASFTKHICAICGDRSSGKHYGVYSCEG 154

RXRG --SVSSSEDIKPL-PGLPGIGNM-NYP--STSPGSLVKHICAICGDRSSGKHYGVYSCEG 158

PPARG PASP-PYYSEKT------Q--LYNKPH--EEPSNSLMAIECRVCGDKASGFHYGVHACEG 158

PPARA PASS-PSSVTYP------V---VPGSV--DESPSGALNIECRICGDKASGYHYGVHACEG 121

PPARD RSSS-PPSLLD-------Q---LQMGC--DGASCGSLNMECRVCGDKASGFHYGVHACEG 93

FXR QGET-EVAEM--------P--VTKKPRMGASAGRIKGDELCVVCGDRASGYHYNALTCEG 156

LXRA RAEP-PSEPT--------E--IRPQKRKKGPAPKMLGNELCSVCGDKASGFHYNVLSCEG 117

LXRB TDWV-IPDPE--------E--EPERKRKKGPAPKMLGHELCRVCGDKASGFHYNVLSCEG 106

THRA DGKR-KRKNGQ-------C--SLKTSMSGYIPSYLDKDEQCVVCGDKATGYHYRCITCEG 72

THRB DQSV-SSAQTF-------Q--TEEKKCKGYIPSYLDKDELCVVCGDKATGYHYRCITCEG 126

CAR ------------------------------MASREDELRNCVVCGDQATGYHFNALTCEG 30

PXR ---------------------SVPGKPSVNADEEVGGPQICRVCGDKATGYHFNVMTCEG 60

* :* *:::* *: :***

RARA CKGFFRRSIQKNM--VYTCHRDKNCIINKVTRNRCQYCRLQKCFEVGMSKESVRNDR--- 162

RXRB CKGFFKRTIRKDL--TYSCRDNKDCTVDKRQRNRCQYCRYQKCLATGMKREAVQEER--- 279

RXRA CKGFFKRTVRKDL--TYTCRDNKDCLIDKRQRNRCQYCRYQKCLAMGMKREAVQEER--- 209

RXRG CKGFFKRTIRKDL--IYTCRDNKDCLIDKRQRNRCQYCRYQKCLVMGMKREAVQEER--- 213

PPARG CKGFFRRTIRLKL--IYD-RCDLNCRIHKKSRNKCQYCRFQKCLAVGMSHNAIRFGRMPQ 215

PPARA CKGFFRRTIRLKL--VYD-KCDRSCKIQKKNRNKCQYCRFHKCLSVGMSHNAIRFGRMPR 178

PPARD CKGFFRRTIRMKL--EYE-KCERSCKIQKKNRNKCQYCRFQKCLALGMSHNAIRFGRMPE 150

FXR CKGFFRRSITKNA--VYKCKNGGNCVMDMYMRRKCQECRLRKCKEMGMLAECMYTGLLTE 214

LXRA CKGFFRRSVIKGA--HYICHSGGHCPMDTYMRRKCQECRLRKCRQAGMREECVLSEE--- 172

LXRB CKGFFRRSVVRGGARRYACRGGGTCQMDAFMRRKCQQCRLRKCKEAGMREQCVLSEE--- 163

THRA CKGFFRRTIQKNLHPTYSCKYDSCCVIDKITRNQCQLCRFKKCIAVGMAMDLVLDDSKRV 132

THRB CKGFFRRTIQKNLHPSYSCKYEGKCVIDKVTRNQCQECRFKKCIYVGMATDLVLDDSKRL 186

CAR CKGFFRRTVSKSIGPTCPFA--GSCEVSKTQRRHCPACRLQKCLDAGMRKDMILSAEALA 88

PXR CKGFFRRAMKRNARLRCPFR-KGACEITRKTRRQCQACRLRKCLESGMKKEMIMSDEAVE 119

*****:*:: * : *.:* ** :** ** : :

RARA -NKK-KKEVP-KPECS--ESYT----------------------------------LTPE 183

RXRB -QRG-KDKDG-DGEGA--GGAP----------------------------------EEMP 300

RXRA -QRG-KDRNENEVEST--SSAN----------------------------------EDMP 231

RXRG -QRS-RERAESEAECA--TSGH----------------------------------EDMP 235

PPARG AEKE-KLLAEISS--D---IDQLNPE-------------------------------SAD 238

PPARA SEKA-KLKAEILT-CE---HDIEDSE-------------------------------TAD 202

PPARD AEKR-KLVAGLTA-NE---GSQYNPQ-------------------------------VAD 174

FXR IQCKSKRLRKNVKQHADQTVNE-DSEGRDLRQ-----------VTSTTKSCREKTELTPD 262

LXRA -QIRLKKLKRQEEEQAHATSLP--PRASSPPQ--------------------ILPQLSPE 209

LXRB -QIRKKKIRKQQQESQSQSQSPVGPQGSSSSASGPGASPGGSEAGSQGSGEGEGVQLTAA 222

THRA AKR--KLIEQNRERRR--KEEM-------------------------IRSLQQRPEPTPE 163

THRB AKR--KLIEENREKRR--REEL-------------------------QKSIGHKPEPTDE 217

CAR LRR--AKQAQRRAQQT-----P----------------------------VQ----LSKE 109

PXR ERR--ALIKRKKSERT--GTQP-------------------------LGVQG----LTEE 146

.

RARA VGELIEKVRKAHQE----TFPALCQL-------------------GKYTTNNSSE----- 215

RXRB VDRILEAELAVEQK----SDQGVEGP-------------------GGTGGSG-------- 329

RXRA VERILEAELAVEPK----TETYVEA---------------------NMGLNP-------- 258

RXRG VERILEAELAVEPK----TESYGDM---------------------NME----------- 259

PPARG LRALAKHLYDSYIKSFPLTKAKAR-----AIL-T----------------GKTTDKSPFV 276

PPARA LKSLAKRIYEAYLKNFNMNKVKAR-----VIL-S----------------GKASNNPPFV 240

PPARD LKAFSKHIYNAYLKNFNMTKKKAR-----SIL-T----------------GKASHTAPFV 212

FXR QQTLLHFIMDS---YNKQRMPQE--I------------------------TN-------- 285

LXRA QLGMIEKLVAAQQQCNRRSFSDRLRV------------------------TP-------- 237

LXRB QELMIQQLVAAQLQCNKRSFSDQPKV------------------------TP-------- 250

THRA EWDLIHIATEAHRS-------------------------------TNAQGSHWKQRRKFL 192

THRB EWELIKTVTEAHVA-------------------------------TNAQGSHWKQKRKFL 246

CAR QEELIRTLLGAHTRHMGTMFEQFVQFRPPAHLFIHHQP---------------------- 147

PXR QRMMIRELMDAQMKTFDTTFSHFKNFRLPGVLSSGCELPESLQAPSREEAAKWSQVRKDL 206

: .

RARA -------------------------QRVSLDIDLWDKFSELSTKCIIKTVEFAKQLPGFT 250

RXRB ----------------------------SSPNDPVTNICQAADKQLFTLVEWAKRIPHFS 361

RXRA ----------------------------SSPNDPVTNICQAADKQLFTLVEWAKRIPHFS 290

RXRG ----------------------------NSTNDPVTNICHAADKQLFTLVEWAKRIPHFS 291

PPARG IYDM-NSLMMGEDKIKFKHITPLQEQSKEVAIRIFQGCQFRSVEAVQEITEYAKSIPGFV 335

PPARA IHDM-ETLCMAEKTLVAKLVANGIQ-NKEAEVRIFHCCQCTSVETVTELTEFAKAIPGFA 298

PPARD IHDI-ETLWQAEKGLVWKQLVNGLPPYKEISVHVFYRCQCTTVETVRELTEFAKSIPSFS 271

FXR ---------------------KILKEEF-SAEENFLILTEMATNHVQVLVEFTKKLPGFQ 323

LXRA ----------------W-PMAPDPHSRE-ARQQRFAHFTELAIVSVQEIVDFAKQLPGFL 279

LXRB ----------------W-PLGADPQSRD-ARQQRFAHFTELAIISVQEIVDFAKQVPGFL 292

How the deposited data were processed for this re-analysis (not part of the article)

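RNA sequencing was measured in 30 libraries of HepG2 cells, 3 in each of 10 groups: 5 lines (FXRα2 wt with RXRα, FXRα2 wt with the control vector, FXRα2 L434R with RXRα, GFP with RXRα and GFP with the control vector), each with OCA or DMSO. The authors trimmed reads with Trim Galore 0.6.5 after FastQC 0.11.8, aligned them to GRCh38 with HISAT2, counted them per gene with featureCounts and divided reads by exon length to TPM (transcripts per 1000000), as the paper and the submitters' processing notes describe. The paper tested counts with DESeq2 1.36.0. The deposited file holds the authors' TPM values and no counts, so no count model was fitted. Reads behind each library were estimated from the steps between low TPM values and exon lengths. At up to 5 reads, 91.5% to 92.9% of the values were whole numbers within 0.02 reads. The depth lay between 10.5 and 16.9 M reads (1 M is 1000000 reads), with a median of 13.0 M. At this depth, genes near 1 TPM rest on few reads. The highest value of any gene was 1217 TPM, and the 100 most abundant genes held 5.71% of the total, so changes of very abundant genes may be compressed in these values.

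The table lists 60675 genes, of which 60419 received a symbol and a length by their Ensembl identifier from GENCODE release 44. Genes with at least 1 TPM in at least 3 libraries were kept, 31789 in all. Values were tested as log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with a trend of the variance on expression, 1 mean per group, moderated t-tests on 20 residual degrees of freedom and Benjamini-Hochberg adjustment per comparison. Genes with an adjusted p under 0.05 were counted. The change in OCA induction was tested as the interaction of OCA with the vector. Overlaps of gene lists were set against the number that independent lists would share, and for lists with a common control also against 50 simulations of unchanged groups.

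Libraries of the same replicate number were checked for pairing. Residuals of same-numbered libraries had correlations of 0.100 to 0.405 in all 135 cases over 45 pairs of groups, and those of other numbers -0.338 to 0.0549. The replicate number was therefore fitted as a block in an alternative, and its counts are given beside the counts of changed genes per comparison that it moved by more than 1.5 times. The main values carry no block, as set before the data were examined.

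Gene lists were written from textbook knowledge before the values were seen and tested with camera at a preset correlation between genes of 0.01, and with an estimated correlation. They covered FXR target genes, bile acid synthesis and conjugation, bile acid and organic anion transport, the urea cycle and ammonia detoxification, amino acid catabolism, PPARA targets and fatty acid oxidation, CAR and PXR targets, the UGT1A locus, UGT2B genes and glucuronic acid supply, fatty acid and triglyceride synthesis, cholesterol synthesis and uptake, apolipoproteins and lipoprotein metabolism, retinoic acid response, nuclear receptors, glucose metabolism, integrins, laminins and focal adhesion, coagulation and fibrinolysis, acute phase and iron, cell cycle, unfolded protein and integrated stress response, NRF2 targets, interferon response, NF-kB and inflammatory genes, hepatocyte identity, cholangiocyte and progenitor markers, stromal, endothelial and leukocyte markers, histone H2B genes and mitochondrially encoded mRNAs. The genes of Figure 2E and of the Figure 4G terms in Supplementary Data SD6 were taken from the paper. Of 578 list genes, 573 had an identifier.

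Genes were named by a rule set beforehand. For each comparison of Figure 4 these were the 6 most positive and 6 most negative log2 changes among genes past the threshold with a mean of at least 5 TPM in the higher group and the same direction in each of 3 same-numbered pairs, for the change in induction among FXRα2 targets. Genes named in Figure 2E, Supplementary Figure S4B or the SD6 entries of the Figure 4G terms, whose values in the paper's tables had been seen, and up to 4 members per list with the largest absolute log2 change were also named.

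Promoters from 300 bp upstream to 50 bp downstream of the transcription start were scanned on both strands in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) with the SD3 matrices at thresholds of 6.87 for IR-1, 7.06 for ER-2 and 8.17 for ER-2/IR-1, and with a DR-1 consensus with up to 2 mismatches. Shares were compared by Fisher's exact test. For enrichment, the 150 genes highest above GFP with each receptor were tested in the ranking of change in induction with fgsea 1.28.0 and 10000 permutations.

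Alternatives were a pseudocount of 0.1, no filter (42565 genes), libraries rescaled by their median ratio, a fit of only the groups compared, the replicate block, an absolute log2 change of at least 1, sets of 100 and 300 genes, promoters from 1000 bp upstream to 100 bp downstream, 10 strata of promoter GC content, targets called in control cells, and each library left out in turn. Protein-coding genes alone, motifs in targets below against above 0 and the share of targets induced with FXRα2 L434R were added after seeing the data. On simulated data with 50 changed genes per size, drawn only from well expressed genes, a log2 change of 1 was called for 70.0% of genes for OCA against DMSO in FXRα2 wt RXRα cells. Strand and multimapping settings of the counting and a threshold for differential expression are not stated in the paper.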

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

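The odds ratio of induction with FXRα2 L434R between targets below and above 0, and its forms among targets called in control cells, with and without deciles, were chosen as tests after the result was seen, and the other tests were set before.

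The induction by OCA differed between lines. The change in induction with RXRα overexpression passed the interaction test for 107 genes (220 higher and 38 lower with the replicate block), the difference between FXRα2 wt and FXRα2 L434R for 358 genes (686 and 422) and that between FXRα2 wt and GFP for 850 genes (1760 and 921). When line labels were split anew within OCA and within DMSO, 8 of 100 splits called as many genes in each case (highest other counts 221, 716 and 1394), and these all kept the OCA libraries of the lines apart and so carried the difference between the lines. The other splits called at most 2, 5 and 2 genes. The count of 8 therefore does not test chance.

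OCA changed 746 genes against DMSO in FXRα2 L434R cells (1750 higher and 766 lower with the replicate block), a comparison that the paper does not report, ABCB11 (log2 change 2.68) and G6PC1 (3.29) among them. In GFP cells, which hold only endogenous FXR, OCA changed 30 genes with RXRα and 50 with the control vector (133 and 221 with the block), KNG1 (4.42 and 4.74) and SLC51B (2.56 and 3.09) in both. With DMSO, 52 genes (439 with the block) differed between FXRα2 wt and GFP cells, NR1H4 (2.11) and PPARD (0.73) among them, and 11 genes (79 with the block) differed between the RXRα and the control vector in GFP cells, RXRA (1.06) and H2BC11 (-3.92) among them.

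For comparisons of 3 with 3 libraries, 10 splits, the real split being 1 of them, are too few for a share under 0.05. Every other split mixes the 2 groups compared, which moves a real difference into the spread within groups. This lowers the other counts, so their gap from the real count does not measure chance. The real and the highest other counts, all without the block, were 2488 and 1 for OCA in FXRα2 wt RXRα cells, 1705 and 2 in FXRα2 wt control cells, 746 and 2 in FXRα2 L434R cells, 30 and 2 in GFP cells with RXRα, and 50 and 3 in GFP cells with the control vector. With OCA they were 2592 and 4 for FXRα2 wt against GFP, 532 and 2 for FXRα2 L434R against GFP, and 1165 and 2 for FXRα2 wt against FXRα2 L434R. With DMSO they were 52 and 2 for FXRα2 wt against GFP and 11 and 2 for the vectors in GFP cells. For FXRα2 L434R against GFP with DMSO the real count was 1 and the highest other 3, and 4 of the 10 splits called at least as many.

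In RXRα cells, UGT1A genes were lower with FXRα2 wt than with GFP after OCA, by a median log2 difference of -1.01. In the median library the member with the fewest reads had 0.525 of the reads of the member with the most, a value that counting the shared exons for each gene predicts, so the locus may hold a single change. OCA was given to both lines, so the ratio set beforehand, the median change with OCA in GFP over that in FXRα2 wt RXRα cells (0.268), does not bear on this difference. The change with OCA varied between replicate pairs, -0.125, -1.022 and -1.152 in FXRα2 wt RXRα cells against -0.271, -0.138 and -0.188 in GFP RXRα cells, so in pair 1 the locus fell no more than with GFP. With DMSO the median difference between the lines was already -0.442. With OCA, the median log2 difference of the locus between the RXRα and the control vector was 1.089 in GFP cells and 0.149 in FXRα2 wt cells. This leaves little median difference between FXRα2 wt and GFP cells that carry the control vector, a comparison that was not itself tested. Over all genes, only 3 were higher with the RXRα vector in GFP cells with OCA, so most of the 7 members did not pass. An effect of FXRα2 wt on the locus in cells with the RXRα vector, with or without OCA, stays open. So does a difference between the lines in their response to that vector.

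Targets with smaller induction in RXRα cells were more often induced in FXRα2 L434R cells. Noise in the ranking alone would give an odds ratio near 1, and the ratio was 4.30, or 1.67 among targets that rose in control cells, so the choice of targets made part of it. Within deciles of expression the ratio was 4.40 and within deciles of the size of induction 5.35, and both hold that part too. Among targets that rose in control cells they were 1.741 (95% interval 1.38 to 2.197) and 2.493 (1.938 to 3.206), which argues against either as the whole cause of what remains. These intervals take genes as independent and may be too narrow. A preference of both receptor states for the same genes is a hypothesis that may account for the rest. It was formed on these same data, and no test here separates it from other causes.

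Few genes were lower with FXRα2 L434R than with GFP in the main fit (20, or 408 with the replicate block). A weaker response in both directions predicts like ratios of the FXRα2 L434R to the FXRα2 wt response to OCA, and the medians were 0.438 for genes that rose and 0.427 for genes that fell, a difference of 0.0105 (SD 0.127 over replicate pairs). For genes that fell, the ratio was 0.303, 0.549 and 0.384 in the 3 pairs, so a moderate difference could be missed. Of the genes that fell with FXRα2 wt, 89.5% had a negative change with FXRα2 L434R, so smaller changes that miss the threshold may account for the low count. No such share was computed for GFP cells, so an OCA effect that needs no ectopic FXRα2 is not set apart. A selective loss of repression was not tested otherwise.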

How the results depend on the processing

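The results with protein-coding genes alone were chosen after seeing the data. No single gene, list test, odds ratio or score past the threshold changed direction under the settings run. Among those not past it, some near no change did, as did the odds ratio of IR-1 in genes lower with FXRα2 wt, from 0.73 to 1.48 (adjusted p = 0.526) with only the groups compared and 1.06 (adjusted p = 1.00) with an absolute log2 change of at least 1. Depth limits genes near 1 TPM. Where no cause is named, the cause was not tested.

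With only the groups compared, which leaves fewer residual degrees of freedom, OCA raised 803 and lowered 149 genes in FXRα2 wt RXRα cells, 337 and 56 in FXRα2 wt control cells (243 raised in both, 94 in control cells only) and 171 and 8 in FXRα2 L434R cells, and changed 13 and 23 in GFP cells with RXRα and with the control vector. The change in induction passed for 22 and 9 genes, the difference from FXRα2 L434R for 168 and 16, and that from GFP for 34 lower genes. With OCA, 879 genes were higher and 111 lower with FXRα2 wt than with GFP, 111 higher with FXRα2 L434R (86 and 9 shared, ratios 7.92 and 4.83), and 245 higher and 25 lower with FXRα2 wt than with FXRα2 L434R. With DMSO, 13 and 15 genes differed from GFP. For FXRα2 L434R promoters the odds ratio was 1.66 for ER-2 (adjusted p = 0.265), 2.43 for IR-1 (adjusted p = 0.0216) and 2.43 for DR-1 (adjusted p = 0.265). The log2 difference of RXRA was 0.96 (adjusted p = 0.106) in FXRα2 wt and 1.21 (adjusted p = 0.303) in GFP cells.

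With the replicate block, which the pairing of the libraries called for, counts rose, to 3097 and 3602 with OCA in FXRα2 wt RXRα cells, 2576 and 2759 in control cells (1961 in both, 1136 and 615 in RXRα and control cells only), 1750 and 766 in FXRα2 L434R cells, and 133 and 221 in GFP cells. The interactions passed for 220 and 38 (RXRα), 686 and 422 (FXRα2 L434R) and 1760 and 921 genes (GFP). Against GFP with OCA the counts were 3394 and 3553 with FXRα2 wt and 1295 and 408 with FXRα2 L434R (974 and 313 shared, ratio of lower genes 8.71), and between the receptors 2184 and 2201. With DMSO, 439 genes differed between FXRα2 wt and GFP and 79 between the vectors. IR-1 had an odds ratio of 1.32 (adjusted p = 0.032) for FXRα2 L434R and 0.73 (adjusted p = 0.000633) for genes lower with FXRα2 wt, and DR-1 1.31 (adjusted p = 0.304) for FXRα2 L434R.

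With an absolute log2 change of at least 1, a stricter limit, the counts were 1014 and 97 (OCA, FXRα2 wt RXRα), 786 and 75 (control cells; 587 in both, 427 in RXRα cells only), 435 and 12 (FXRα2 L434R) and 30 (GFP control). Against GFP they were 1127 and 85 with FXRα2 wt, 7 lower with FXRα2 L434R (3 shared lower, ratio 12.1) and 34 with DMSO. Between the receptors they were 586 and 65, and the interaction with GFP had 18 lower genes. IR-1 had an odds ratio of 1.86 (adjusted p = 0.00426) for FXRα2 L434R. With a pseudocount of 0.1, the change in induction passed for 25 and 2 genes and the difference from FXRα2 L434R for 149 higher genes. Without a filter, 2 genes differed between FXRα2 L434R and GFP with DMSO. Rescaled, the ratio of lower genes was 24.0. Among targets called in control cells, 56.3% lay below 0. With sets of 300 genes, the FXRα2 L434R score was -2.91 (permutation p = 0.0833, whose smallest possible value is set by the few permutations with a negative score). For FXRα2 L434R promoters, DR-1 from 1000 bp upstream to 100 bp downstream had an odds ratio of 1.31 (adjusted p = 0.395), and ER-2/IR-1 within GC deciles 1.48 (adjusted p = 0.0713). With protein-coding genes alone, 13 genes lost induction, 7 differed between the vectors, and the odds ratio was 1.61 for DR-1 (adjusted p = 0.0575) in genes higher and 0.64 for ER-2 (adjusted p = 0.0207) in genes lower with FXRα2 wt.

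With each library left out in turn, which also lowers the number of libraries, the ranges of results that changed were as follows: genes lowered by OCA in FXRα2 wt control cells 210 to 387 (changed without FXRα2 wt control DMSO 2, FXRα2 wt control DMSO 3, FXRα2 wt control OCA 2), genes that gained induction 65 to 116 (changed without FXRα2 wt RXRα OCA 2), genes that lost induction 3 to 18 (changed without FXRα2 wt control DMSO 1, FXRα2 wt control OCA 1, FXRα2 wt RXRα DMSO 1, FXRα2 wt RXRα OCA 2, FXRα2 wt RXRα OCA 3), genes raised in RXRα cells only 459 to 906 (changed without FXRα2 wt RXRα DMSO 1). Further ranges were: genes raised in control cells only 126 to 426 (changed without FXRα2 wt control DMSO 2, FXRα2 wt control OCA 2, FXRα2 wt control OCA 3), percent of targets below 0 26.1 to 44.4 (changed without FXRα2 wt control OCA 3), percent of targets at or below 0.5-fold 2.52 to 6.19 (highest without FXRα2 wt control OCA 1, within the SD over replicate pairs), score of the FXRα2 L434R set -3.10 to -2.27 (changed without FXRα2 wt control OCA 3), genes lowered by OCA in FXRα2 wt RXRα cells 407 to 742 (changed without FXRα2 wt RXRα DMSO 2, FXRα2 wt RXRα OCA 3). In the same way: genes induced less with FXRα2 wt than GFP 27 to 94 (changed without FXRα2 wt RXRα DMSO 2, FXRα2 wt RXRα DMSO 3, FXRα2 wt RXRα OCA 3, GFP RXRα DMSO 1, GFP RXRα DMSO 2, GFP RXRα OCA 2, GFP RXRα OCA 3), genes lower with FXRα2 wt than GFP 305 to 676 (changed without FXRα2 wt RXRα OCA 3, GFP RXRα OCA 2, GFP RXRα OCA 3), genes lower with FXRα2 wt than FXRα2 L434R 119 to 255 (changed without FXRα2 wt RXRα OCA 3, FXRα2 L434R RXRα OCA 1), genes higher with both receptors 258 to 412 (changed without GFP RXRα OCA 3). Other ranges were: genes lower with both receptors 4 to 18 (changed without GFP RXRα OCA 1, GFP RXRα OCA 2, GFP RXRα OCA 3, FXRα2 L434R RXRα OCA 2), ratio of higher genes 2.87 to 5.67 (changed without FXRα2 L434R RXRα OCA 2), ratio of lower genes 11.7 to 93.5 (changed without FXRα2 wt RXRα OCA 3, FXRα2 L434R RXRα OCA 2), odds ratio of DR-1 in genes higher with FXRα2 wt 1.62 to 1.85 (changed without GFP RXRα OCA 1). For the next results they were: odds ratio of DR-1 in genes higher with FXRα2 L434R 1.97 to 2.62 (changed without GFP RXRα OCA 2, GFP RXRα OCA 3, FXRα2 L434R RXRα OCA 1, FXRα2 L434R RXRα OCA 2), genes that differ between the vectors in GFP cells 9 to 19 (changed without GFP control DMSO 1, GFP control DMSO 3), genes that differ between FXRα2 L434R and GFP with DMSO 1 to 3 (changed without GFP RXRα DMSO 1, FXRα2 L434R RXRα DMSO 1, FXRα2 L434R RXRα DMSO 3), genes higher with FXRα2 L434R than GFP 318 to 423 (changed without GFP RXRα OCA 3, FXRα2 L434R RXRα OCA 2). The remaining ranges were: genes lower with FXRα2 L434R than GFP 8 to 28 (changed without GFP RXRα OCA 1, GFP RXRα OCA 2, GFP RXRα OCA 3, FXRα2 L434R RXRα OCA 2), genes lowered by OCA in FXRα2 L434R cells 32 to 62 (changed without FXRα2 L434R RXRα DMSO 2, FXRα2 L434R RXRα OCA 2).

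Of 153 single genes past the threshold, 153 stayed past it with the block, 144 without a filter, 143 rescaled, 141 with a pseudocount of 0.1 and 75 with only the groups compared, and 777 of 984 runs without a library kept the call. Of 206 genes not past it, 51 passed with the block and 6 rescaled, as did 22 of 1458 runs without a library. Of 47 list tests past the threshold, 26 stayed past it with an estimated correlation, 42 with the block, 44 without a filter, 46 with a pseudocount of 0.1, 47 rescaled and 40 with only the groups compared, and 266 of 306 runs without a library did. Of 118 list tests not past it, 22 passed with the block, 3 with only the groups compared, 2 without a filter and 1 with a pseudocount of 0.1, as did 54 of 882 runs without a library.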

Differences from the paper's values

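The paper states no threshold for differential expression in its text, so its counts are set beside counts at an adjusted p under 0.05. The comparison of motifs in targets below against above 0 was chosen after seeing the data.

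The paper gives a ratio of genes lower than GFP with OCA, FXRα2 wt over FXRα2 L434R, of 16.5, and the value here was 37.2. Among alternatives set before the data were examined, libraries rescaled by median ratio (24.0) and an absolute log2 change of at least 1 (12.1) fall within 1.5 times of the paper's, and a pseudocount of 0.1 (28.7), no filter (30.3), only the groups compared (4.83) and the replicate block (8.71) do not. Genes lower with FXRα2 L434R numbered about 41 in the paper's Fig. 4F, read by eye, and 20 here, and each of these alternatives differed (27, 24, 23, 23, 408 and 7 for pseudocount, no filter, rescaled, only the groups compared, block and absolute log2 change). Genes lower with both receptors numbered about 33 in the paper's Fig. 4F, read by eye, and 17 here, and each of these alternatives differed (18, 17, 18, 9, 313 and 3 in that order). With each library left out in turn, genes lower with FXRα2 L434R numbered 8 to 28. The highest, without FXRα2 L434R RXRα OCA replicate 1, fell within 1.5 times of the paper's. The paper's normalized enrichment score of the FXRα2 wt set was about 1.8 in Fig. 4I, read by eye, and 2.02 here, beyond the SD over replicate pairs. The alternatives that kept all libraries differed too (1.88, 2.08, 2.04, 1.63 and 2.22 in the same order up to the block, 2.00 and 2.07 with 100 and 300 genes, and 2.19 with sets from OCA against DMSO). Without FXRα2 wt control DMSO replicate 2, the score was the lowest of the runs without a library and fell within that SD of the paper's.

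In Supplementary Fig. S4B, the paper's FXR level was about 61 in FXRα2 wt RXRα cells, about 64 in FXRα2 L434R cells, about 60 in FXRα2 wt control cells and about 28 in GFP control cells, read by eye, and NR1H4 here was 169.8, 149.1, 163.7 and 49.3 TPM. The paper's RXRα level in Supplementary Fig. S4B was about 170 in FXRα2 wt RXRα, about 170 in FXRα2 L434R, about 170 in GFP RXRα cells and about 50 in GFP control cells, read by eye, and RXRA here was 62.1, 64.2, 61.5 and 26.3 TPM. The DMSO libraries (NR1H4 172, 169.7, 171 and 50.3 TPM, RXRA 60.9, 64.6, 60.0 and 28.4 TPM) and the rescaled libraries differed for each of these too. The paper's FXR level in GFP RXRα cells was about 27 in Supplementary Fig. S4B, read by eye, and NR1H4 here was 36.3 TPM, and its RXRα level in FXRα2 wt control cells was about 40 in Supplementary Fig. S4B, read by eye, and RXRA here was 31.7 TPM, both within the limit set.

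The paper gives 25% as the share of targets inhibited by RXRα, to 0.5-fold or less in its text. Here 3.08% lay there, and every alternative set before the data were examined differed: 5.31% with a pseudocount of 0.1, 2.50% without a filter, 2.80% rescaled, 3.23% with only the groups compared, 2.61% with the block, 1.71% for the genes of SD5 and 4.75% for targets called in control cells. With each library left out in turn it was 2.52% to 6.19%, the highest without FXRα2 wt control OCA replicate 1. Of the paper's own scores in SD5, 6.00% lie there. The paper states that DR-1 sites were enriched in genes lower with FXRα2 wt. With a consensus in place of the paper's matrix, the odds ratio was 0.59 (adjusted p = 0.467). The consensus matched 0.675% of these promoters, whereas the paper's matrix matched 14.75% of its own promoters of lower genes. The consensus finds so few sites that it cannot decide on the paper's enrichment. The paper's own q-value for that motif was not under 0.05. The paper ties targets inhibited by RXRα to ER-2 sites. Promoters of targets with any value below 0 held ER-2 in 11.5% of cases, against 10.7% for those above 0 (odds ratio 1.08, Fisher's exact p = 0.654). ER-2 was more frequent below 0 than in other tested genes (odds ratio 1.801). Adjusted over the targets alone, 39 passed as lower and 226 as higher. Most targets were thus sorted by sign without a tested change, so this contrast cannot decide on the paper's link. The paper also draws on DNA binding and reporter assays, ChIP-seq and FXRα2 L434R targets. The paper states that IR-1 was not enriched in genes higher with FXRα2 L434R. The odds ratio was 1.40 (adjusted p = 0.105). IR-1 passed the threshold with the replicate block, with an absolute log2 change of at least 1 and with only the groups compared. It did not pass within deciles of GC content or for promoters from 1000 bp upstream to 100 bp downstream. The paper names pathways of CAR and PPARA as lowered by FXRα2 wt alone. Of the textbook lists, 1 of 15 CAR and PXR targets was lower, and 3 of 26 PPARA targets were higher and 2 lower, while 17 of 19 of the paper's own SD6 genes were lower. These 19 genes include the 7 measured UGT1A genes, which share exons and count as about 1 observation.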

Other observations

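The control vector left a trace in the histone genes. H2BC11 stood at 147 ± 7.65 TPM (SD, n = 3) in GFP cells with the control vector and at 8.94 ± 2.16 TPM in GFP cells with the RXRα vector, both with DMSO, a log2 difference of -3.92 (standard error 0.221, adjusted p = 2.66e-10 from limma). H2BC17 differed by -1.35, H2BC7 by -1.10 and H2BC6 also passed the test (adjusted p = 0.0015). Of 16 measured histone H2B genes, 4 were lower with the RXRα vector (6 when adjusted over the list alone), with an adjusted camera p of 7.57e-26 and 8.74e-08 with an estimated correlation. The control vector encodes an H2B fusion, and reads of similar genes are not told apart in these values. The 7 UGT1A genes were higher with the RXRα vector in GFP cells with DMSO by a median log2 difference of 1.10. None of them passed the limma test over all genes (7 did with the replicate block) and 7 passed when adjusted over the list alone, and so at an unadjusted p under 0.05, with an adjusted camera p of 5.1e-23, which takes these nearly identical genes as separate, and 0.00833 with an estimated correlation. They share exons and count as about 1 observation. The coagulation gene FGB was lower with the RXRα vector by -0.69 (adjusted p = 0.00351).

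With OCA, nuclear receptor and cell adhesion genes differed between FXRα2 wt and GFP cells. Of 30 measured nuclear receptors, 9 were higher and 2 lower (10 and 2 when adjusted over the list alone), PPARD (149 ± 4.09 against 42.4 ± 7.17 TPM) and RARA (log2 difference 1.62) higher and HNF4A (-0.68, adjusted p = 0.000929) lower, with an adjusted camera p of 0.00455 and an adjusted p of 0.197 with an estimated correlation. Of 30 measured genes of integrins, laminins and focal adhesion, 9 were higher and 2 lower (16 and 2 over the list alone), ITGA9 (3.09) and ITGB3 (2.74) among them, with an adjusted camera p of 3.26e-06 and 0.0306 with an estimated correlation. Of 10 retinoic acid response genes, 2 were higher, RET (1.84) and TGM2 (1.62), with an adjusted camera p of 0.0225 and an adjusted p of 0.177 with an estimated correlation. Of 16 acute phase and iron genes, 2 were lower, HAMP and SERPINA3 (3 over the list alone), with an adjusted camera p of 0.0221 and an adjusted p of 0.177 with an estimated correlation. Of 11 cholangiocyte and progenitor markers, 5 were lower, SOX9 (-0.59) among them, with an adjusted camera p of 0.00197.

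For the other lists in the same comparison, higher and lower counts (adjusted camera values in parentheses) were 2 and 2 of 23 for coagulation and fibrinolysis (0.427), 2 and 2 of 22 for NRF2 targets (0.304, or 0.0112 with the replicate block), 2 and 2 of 19 for interferon response (0.809, with IFI27 higher by 2.75 and OAS1 lower by -0.95) and 1 and 3 of 22 for hepatocyte identity (0.323). Genes rose in 2 of 14 cases for bile acid synthesis and conjugation (0.51), 2 of 20 for glucose metabolism (0.0701, or 0.0253 with the block), 3 of 13 for NF-kB and inflammatory genes (0.444), 2 of 8 for stromal, endothelial and leukocyte markers (0.21), and 1 each for UGT2B genes and glucuronic acid supply (0.414), fatty acid and triglyceride synthesis (0.251, or 0.0387 with the block) and histone H2B genes (0.328). MYC was the 1 lower gene of 30 for the cell cycle (0.105, or 1e-04 with the block, which lists 11 lower genes). No limma call was made for cholesterol synthesis and uptake (0.982), the unfolded protein and integrated stress response (0.444) or the 13 mitochondrially encoded mRNAs (0.202), and with the block 3 genes were higher and 4 lower for cholesterol and 3 lower for the stress response.

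In FXRα2 L434R cells with OCA, PROM1 stood at 16.9 ± 0.953 TPM against 6.2 ± 1.25 TPM in GFP cells, a log2 difference of 1.33 (adjusted p = 0.00512). F13B, a coagulation factor subunit, was higher by 1.32 (adjusted p = 0.00593) and FOXA1 by 0.72 (adjusted p = 0.0163).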
